# Murine interfollicular epidermal differentiation is gradualistic with GRHL3 controlling progression from stem to transition cell states

**DOI:** 10.1038/s41467-020-19234-6

**Published:** 2020-10-28

**Authors:** Ziguang Lin, Suoqin Jin, Jefferson Chen, Zhuorui Li, Zhongqi Lin, Li Tang, Qing Nie, Bogi Andersen

**Keywords:** Computational biology and bioinformatics, Developmental biology, Molecular biology, Stem cells

## Abstract

The interfollicular epidermis (IFE) forms a water-tight barrier that is often disrupted in inflammatory skin diseases. During homeostasis, the IFE is replenished by stem cells in the basal layer that differentiate as they migrate toward the skin surface. Conventionally, IFE differentiation is thought to be stepwise as reflected in sharp boundaries between its basal, spinous, granular and cornified layers. The transcription factor GRHL3 regulates IFE differentiation by transcriptionally activating terminal differentiation genes. Here we use single cell RNA-seq to show that murine IFE differentiation is best described as a single step gradualistic process with a large number of transition cells between the basal and spinous layer. RNA-velocity analysis identifies a commitment point that separates the plastic basal and transition cell state from unidirectionally differentiating cells. We also show that in addition to promoting IFE terminal differentiation, GRHL3 is essential for suppressing epidermal stem cell expansion and the emergence of an abnormal stem cell state by suppressing Wnt signaling in stem cells.

## Abstract (web summary)

The interfollicular epidermis (IFE) is part of the epidermis but how it forms is unclear. Here, the authors perform scRNA sequencing at various developmental stages on the mouse epidermis and on deletion of *Grhl3*, showing IFE differentiation is gradual and that Grhl3 is needed for commitment to differentiation by regulating Wnt signalling pathway.

## Introduction

During development, the epidermis emerges from the surface ectoderm as a single layer of unspecified progenitor cells, which later form the stratified interfollicular epidermis (IFE), the hair follicles, the sebaceous glands, and the tactile sensing Merkel cells. Meanwhile, mesoderm-derived immune cells and neural crest-derived melanocytes take up residence in the epidermis. Although IFE heterogeneity and differentiation have been previously studied with single cell RNA-sequencing (scRNA-seq) in adult mouse and human skin^1–5^, late development of the embryonic IFE has not been studied with scRNA-seq, and key gene regulators of IFE differentiation have not been systematically identified with this method.

Conventionally, IFE differentiation is thought to be stepwise as reflected by the IFE’s four distinct layers separated by clear boundaries. Cells of the basal layer, which rest on the basal lamina, are mitotically active stem cells marked by the expression of keratin (K) 5 and K14. As the cells move to the spinous layer, they exit the cell cycle; K5 and K14 expression is replaced by K1 and K10 expression. And as the cells advance to the granular layer, they turn on the expression of barrier-forming genes, including loricrin and filaggrin^6^. Eventually, the terminally differentiated cells cease transcriptional activities and die, flattening and de-nucleating to form the watertight cornified layer that is eventually shed from the skin surface. The layered structure of the epidermis suggests that molecular switches could sharply alter the expression of many genes at the boundaries of distinct cell layers. This prediction, however, has not been studied at a genome-wide scale in the postnatal day (P) 0 mouse epidermis, which—similar to the human epidermis, but in contrast to the adult mouse epidermis—contains clearly demarcated epidermal layers.

Layer-restricted expression of transcription factors is thought to contribute to the IFE differentiation program. One such transcription factor, GRHL3, is expressed throughout the developing epidermis during embryogenesis, but becomes restricted to the differentiated layers at P0. *Grhl3*-deleted mice have a defective epidermal barrier with decreased expression of cell–cell adhesion molecules, lipid producing enzymes, and proteins required for cornified envelope formation and crosslinking^7,8^. At P0, the *Grhl3*^*−/−*^ IFE contains a disorganized basal layer, thickened spinous and granular layers, and a compacted cornified layer. Based on these findings, it has been assumed that the main embryonic role of GRHL3 is to activate genes required for full differentiation of cells of the granular layer. But the nature of the IFE hyperplasia in the P0 *Grhl3*^*−/−*^ mice remains enigmatic.

To better understand epidermal differentiation, we investigate single cell transcriptomes from mouse skin during embryogenesis and up to P0 in wild type (WT) and *Grhl3*^*−*/*−*^ mice. Our findings challenge the classical notion of a stepwise IFE differentiation, which assumes that cells within a layer are relatively uniform but undergo dramatic changes as they move to the layer above. Rather, we find a high proportion of transition cells with a character intermediate between the basal and the first spinous layer, as well as other features suggesting that IFE differentiation is best viewed as a single-step gradualistic process. RNA velocity analysis, though, indicates that prior to the transition-differentiation cell state boundary, cell states are plastic, whereas after this commitment point, cells states proceed strongly in a unidirectional manner toward terminal differentiation. As expected, we find defective activation of terminal differentiation in *Grhl3*^*−*/*−*^ mice. But unexpectedly, we find accumulation of epidermal stem cell populations and the emergence of proliferative cell states unique to the mutated epidermis. We show that the aberrantly expanded stem cell compartment exhibits increased Wnt signaling while the suprabasal cells exhibit reduced Wnt antagonist expression, with GRHL3 directly binding to key Wnt signaling components. Thus, GRHL3 plays an important role in tempering Wnt signaling and expansion of IFE stem cells during epidermal differentiation.

## Results

### scRNA-seq reveals newborn mouse epidermal cell heterogeneity

We started our study into IFE differentiation at a single cell level by focusing on the WT P0 IFE. At this stage, the IFE has reached its maximum thickness with morphologically well-defined layers: basal, spinous, granular, and cornified. We generated single cell transcriptomes from the back epidermis, capturing 5494 cells with 38,879 mean number of reads per cell and 2388 mean number of genes per cell. 

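The first experiment is 1 droplet library (10x Genomics Chromium 3′) of back epidermis from a WT mouse at P0, so no value from it has a replicate. The authors counted unique molecular identifiers (UMIs), the tags that mark single captured transcripts, per gene and cell barcode with Cell Ranger against the mm10 build of the mouse genome, and deposited these raw counts without normalization. The matrix holds 5068 barcodes with 49245953 UMIs on 27998 gene identifiers. The methods keep P0 cells with 900 to 7700 detected genes and at most 10% mitochondrial UMIs. In this library 2 barcodes fell below the lower gene limit, none lay above the upper one and 8 were above the mitochondrial limit, which left 5058 cells. They had a mean of 2711 detected genes and a median of 7909.5 UMIs. The counts of each cell were then scaled to their sum and put on a log scale. Cells were clustered by the Louvain method on 30 principal components of 3000 variable genes, at resolution 1 over all cells and at resolution 0.8 over the cells of the interfollicular epidermis (IFE). Clusters were named from fixed lists of marker genes and carry the ending -like, because the authors' own assignment of cells was not used here. Intervals of shares are exact (Clopper-Pearson) 95% intervals and cover counting error only.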

Clustering identified 16 subpopulations of epidermal cells (Fig. 1a). Each cluster was annotated by marker genes that are known to be uniquely expressed in each cell type or cell state (Fig. 1b; Supplementary Fig. 1A–C). We identified all previously defined epidermal subpopulations of the adult epidermis^2^: IFE, hair follicles, sebaceous gland cells, Langerhans cells, T cells, melanocytes, and Merkel cells (Fig. 1a, b). 

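The 5058 cells formed 21 clusters. The largest named group was IFE-like with 1842 cells (36.4%), followed by 1269 hair follicle-like cells (25.1%). Melanocyte-like cells numbered 337 (6.66%) and Langerhans or macrophage-like cells 219 (4.33%). There were 120 sebaceous-like cells (2.37%), 62 T cell-like cells (1.23%) and 18 Merkel-like cells (0.356%). The other 1191 cells (23.5%) stayed unnamed. A cluster of 13 cells that was named IFE-like was led by interferon response genes, among them Isg15 and Ifit1. A cluster counted as IFE-like from a mean marker score of 0.8, a limit that was set after the scores had been seen. Clusters with an IFE score from 0.5 up to that limit held 534 cells (10.6% of the library) and stayed unnamed. Of these, 348 formed a cluster led by Dcn and Fst, with an IFE score of 0.634 and a next highest score of 0.246.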

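Within the 1842 IFE-like cells of this library, a second clustering set aside cells led by markers of other cell types and left 1739 cells. The markers of the basal class included Krt14 (ENSMUSG00000045545, chromosome 11 of GRCm38 from 100203162 to 100207548) and Krt5 (ENSMUSG00000061527, chromosome 15 from 101707070 to 101712898). Those of the differentiated class included Krt10 (ENSMUSG00000019761, chromosome 11 from 99385254 to 99389364) and Krt1 (ENSMUSG00000046834, chromosome 15 from 101845426 to 101850794), and the transition class was defined by both groups of keratins together. Basal-like cells numbered 1038, or 59.7% (interval 57.3 to 62.0). Transition-like cells numbered 319, or 18.3% (16.6 to 20.2). The remaining 382 cells, or 22.0% (20.0 to 24.0), were differentiated-like, of which 160 formed a terminally differentiated-like cluster of their own.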

Four adjacent clusters of 1779 IFE cells were identified: two basal clusters (IFE.B1 and IFE.B2; 1002 cells), a basal-suprabasal transition cluster (IFE.T; 350 cells), and a differentiated cluster (IFE.D; 427 cells). The population of transition cells (IFE.T) is 20% of the all IFE cells, which is a surprisingly large fraction. 

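The size of the transition-like class changed with the resolution of the clustering and with the removal of doublets. At resolution 1.2 it fell to 183 of 1688 cells, or 10.8% (interval 9.40 to 12.4), and at resolution 0.4 no cluster took the transition-like name. None did so either once the 205 cells with the highest doublet scores had been removed. That removal took the IFE-like cells only from 1842 to 1786, so most of the 319 transition-like cells stayed without the name. At resolution 0.4 basal-like and differentiated-like cells numbered 1097 and 342 of 1842, and with doublets removed 973 and 541 of 1680. The rest were aberrant-like or unnamed. With a mitochondrial limit of 5% the transition-like share was 17.8% (16.0 to 19.7). In the later P0 libraries WT and Grhl3−/− cells were integrated, and a first clustering kept the genes that differ by genotype. There the same markers gave 201 transition-like cells of 1097 (18.3%, interval 16.1 to 20.7) in WT replicate 1. In WT replicate 2 they gave 212 of 1085 (19.5%, interval 17.2 to 22.0). Once those genes had been left out, neither WT library held transition-like cells. The same was true without integration, at resolutions 0.4 and 1.2, under 5% mitochondrial UMIs and with doublets removed.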

The Gene Ontology (GO) category enrichment^9,10^ of the marker genes of the IFE subpopulations indeed reflects the biological functions of each population (Supplementary Fig. 1D–F).

**Fig. 1:**
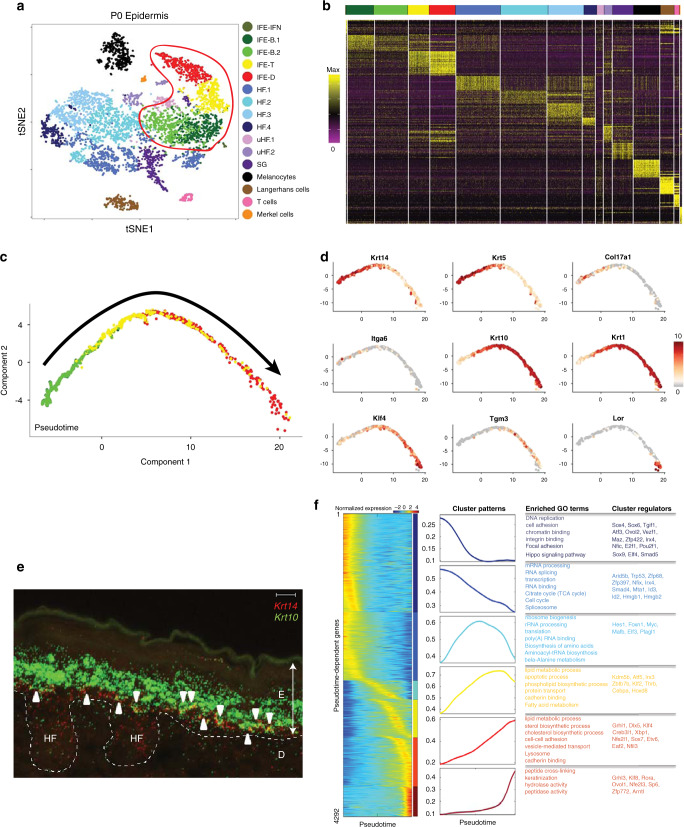
IFE differentiation is gradualistic and features numerous transition cells. **a** tSNE plot showing all 16 epidermal subpopulations of the WT P0 mouse back epidermis; IFE cells are in the red-outlined box. HF hair follicle, uHF upper hair follicle, SG sebaceous gland. **b** Heatmap showing the expression of top 20 marker genes for all 16 epidermal subpopulations. Gene lists in Supplementary Data 1. **c** Pseudotime analysis of the IFE with cluster identity from **a** projected on the trajectory. The trajectory goes from basal to transition to differentiated cells without major branches (arrow), consistent with unidirectional IFE differentiation. **d** Expression of canonical markers for distinct stages of epidermal differentiation. **e** RNA-FISH for *Krt10* and *Krt14* in WT P0 mouse epidermis. White arrowheads point to yellow *Krt10*/*Krt14* double-positive cells. E epidermis, D dermis, HF hair follicle. Scale bar = 10 µm, representative image for *N* = 5. **f** Expression heatmap and expression pattern of 4,292 pseudotime-dependent genes that cluster into six gene modules. Also shown are the gene ontology and example transcription factors for each gene module. Gene lists in Supplementary Data 1.

### The IFE consists of numerous basal-spinous transition cells

To gain greater insights into the progression of IFE differentiation at P0, we next applied pseudo-temporal analysis. We used Monocle^11^, an algorithm that uses changes in gene expression between cells to learn in an unbiased manner the position of each cell in a biological trajectory. Monocle introduces the concept of pseudotime as an abstract measure of how far a cell has progressed in a process—here in the differentiation of an IFE stem cell in the basal layer to a terminally differentiated keratinocyte at the top of the epidermis. Monocle ordered the IFE cells along a linear trajectory without introducing significant bifurcations (Fig. 1c). This differentiation trajectory corresponds well with our cluster annotation from Fig. 1a in that the cells progress from IFE.B through IFE.T to IFE.D. To validate the pseudotime ordering, we assessed the expression of canonical markers in the trajectory (Fig. 1d), finding that *K14/K5/Col17a1/Itga6* mark cells in the early trajectory, *K10/K1/Klf4/Tgm3* in the middle-to-end trajectory, and *Lor* in the end of the trajectory. These results suggest that Monocle ordered the IFE keratinocytes in a biologically meaningful manner from the most undifferentiated to the most differentiated cells.

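Cells were ordered here by diffusion pseudotime rooted at the basal end, and Monocle was not used here. The order was divided into 10 bins of equal width, counts were summed per bin and scaled to the total UMIs of the bin (CPM), and each gene was read on an order from which it had been left out. Orders made from different sets of genes had a Spearman correlation across cells of 0.976 in the first library. The median basal-like cell of this library lay in bin 3, the median transition-like cell in bin 4, the median differentiated-like cell in bin 5 and the median terminally differentiated-like cell in bin 8. Krt14 peaked in bin 1 at 29630 CPM, against 800.0 CPM in its lowest bin. Krt5 and Itga6 (ENSMUSG00000027111, chromosome 2 of GRCm38 from 71745616 to 71858416) also peaked in bin 1 and Col17a1 (ENSMUSG00000025064, chromosome 19 from 47646344 to 47692094) in bin 3. Krt10, Krt1 and Tgm3 peaked in bin 9 and Klf4 in bin 10. Lor (ENSMUSG00000043165, chromosome 3 from 92080271 to 92083142) peaked in bin 10 at 10050 CPM, against a lowest value of 38.0 CPM.

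The later P0 WT libraries, ordered each alone, serve as a check that shares no cells with the first. There Krt14 peaked in bins 3 and 4 and Krt5 in bins 2 and 4, while Col17a1 and Itga6 peaked in bin 2 of both libraries. Krt1, Krt10 and Lor peaked in bin 10 of both, Klf4 in bins 9 and 10 and Tgm3 in bins 8 and 9.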

We noted high number of transition cells with falling K5/K14 expression and rising K1/K10 expression—characteristics that are intermediary between the basal and spinous layers. This finding is unexpected because of the apparent sharp boundary between the basal and spinous layer^12^. To validate the existence of the transition cells, we performed RNA FISH with *Krt14* and *Krt10* probes. Consistent with the scRNA-seq data, we observed a substantial number of double positive transition cells both in the basal and in the first spinous layer (Fig. 1e). These results indicate that (1) epidermal differentiation has already begun in the basal layer^13^, (2) some spinous cells still retain basal characteristics, and (3) a relatively large population of transition cells exists at the basal-spinous boundary.

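Krt14 and Krt10 were read together in single cells of the first P0 library after each cell had been thinned to 3000 UMIs. At least 1 UMI of both transcripts was found in 98.4% of transition-like cells, in 92.4% of basal-like cells and in 88.0% of differentiated-like cells. The same held for 79.8% of melanocyte-like and 82.2% of Langerhans or macrophage-like cells, which should express neither gene, so that 1 UMI of each does not separate a transition cell from free RNA in the droplets. Before thinning the shares were 99.7% in transition-like, 99.1% in basal-like and 97.0% in melanocyte-like cells. The median depth was 9964 UMIs in all IFE-like cells, 6402 in melanocyte-like cells and 5956 in Langerhans or macrophage-like cells. With 2 or more UMIs of Krt14 and Krt10 required after thinning, 96.2% of transition-like and 79.7% of basal-like cells were positive, against 46.9% of melanocyte-like cells.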

### The IFE differentiates gradually in a single-step

To better understand differentiation at a molecular level, we identified 4299 genes that are dynamically expressed over the pseudotime trajectory. K-medoid clustering grouped these genes into six gene modules with distinct expression patterns and biological functions (Fig. 1f)^9,10,14^. Module 1, high early and falls sharply, is enriched in genes associated with cell proliferation. Module 2, also high early but falls more slowly, is enriched in genes involved in transcription and mRNA processing. Module 3, peaks in the middle of the trajectory, is enriched in genes for ribosome biogenesis and protein translation. 

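The module gene lists as held here name 4286 genes, fewer than the paper reports in its text and in the legend of Fig. 1f, so they are described along pseudotime and not tested. They were chosen by the authors on the first library, which leaves the later WT libraries as the independent check. For each gene the level per bin, as log2 of CPM with 10 added, was scaled between its lowest and highest bin, and the scaled values were averaged over the list. In the first library module 1 (1256 of 1393 genes read) was at 0.903 in bin 1, at 0.518 in bin 4 and at 0.267 in bin 5. Module 2 (961 of 969 genes read) started at 0.920 and was still at 0.724 in bin 4 and 0.548 in bin 5. Both peaked in bin 1 of the later WT libraries as well. Module 3 (261 of 268 genes read) rose from 0.273 in bin 1 to 0.888 in bin 5 and fell to 0.207 in bin 10. Its peak was in bin 5 of the later WT replicate 1 and in bin 7 of replicate 2. The peak of module 3 moved most with the binning, since 10 bins of equal cell number put it in bin 9 of the first library.

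**Figure D1:**
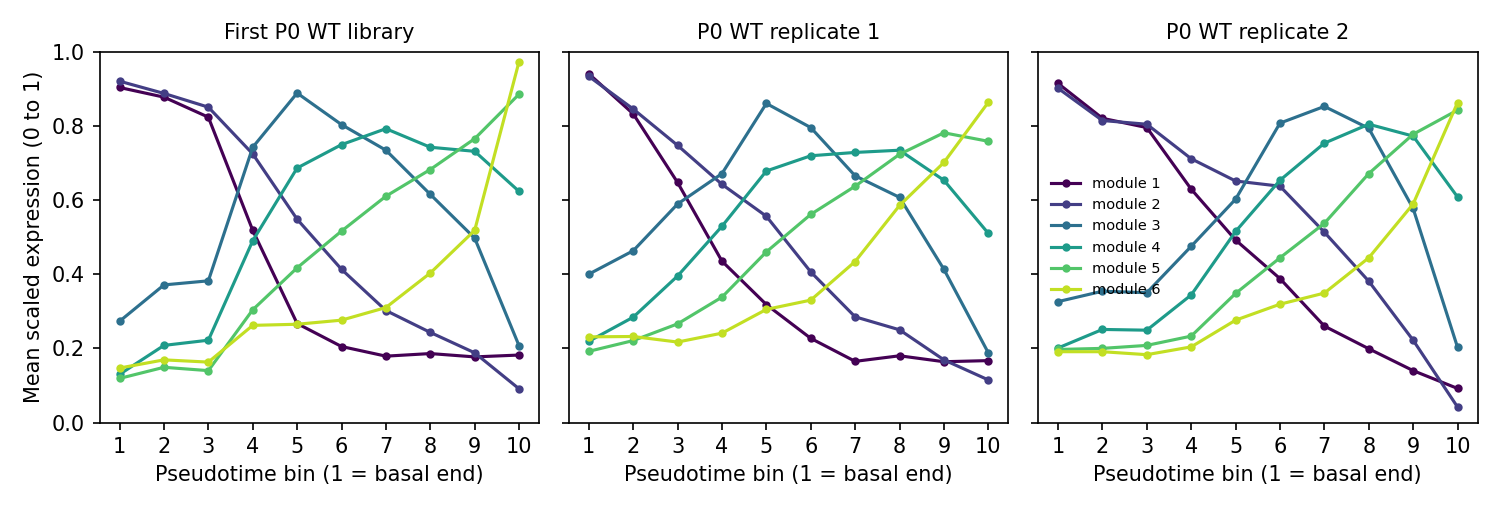
Mean scaled expression of the 6 module lists in 10 bins of pseudotime from the basal end (bin 1) to the differentiated end (bin 10), 1 line per module and 1 panel per P0 WT library. Modules 1 and 2 are highest in bin 1 of every panel and module 6 in bin 10, while the peak of module 3 is in bins 5, 5 and 7.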

Module 4, peaks towards the end, is enriched in lipid biosynthesis genes. Module 5, also peaks toward the end but with a slower rise, is also enriched in lipid synthesis pathways and in cell adhesion genes. 

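The lists of modules 4 to 6 followed in order. Module 4 (517 of 534 genes read) peaked in bin 7 of the first library at 0.792 and in bin 8 of both later WT libraries. Module 5 (649 of 697 genes read) rose from 0.304 in bin 4 to 0.885 in bin 10, and its peaks in the later libraries were in bins 9 and 10. Module 6 (315 of the 425 listed genes read) stood at 0.518 in bin 9 and at 0.973 in bin 10, and peaked in bin 10 of all 3 libraries. Lists of genes for the functions that the paper names were read in the same way. Lipid synthesis genes (39 of 43 read) peaked in bin 10 of all 3 libraries. Adhesion genes (20 of 22 read) peaked in bins 9, 8 and 10, and barrier genes (15 of 29 read in the first library) in bins 10, 10 and 9.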

Module 6, a sharp peak at the end, is enriched in crosslinking and barrier genes.

Each module contains transcription factors with known functions in IFE differentiation that match the overall gene functional category of that cluster. At early differentiation stages, transcription factors associated with the cell cycle and DNA repair are highly expressed, including *Trp53, Smad4, Hmgb1*, and *Hmgb2*. 

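Of the genes in the first library, Trp53 (ENSMUSG00000059552, chromosome 11 of GRCm38 from 69580359 to 69591873) was highest in bin 1 of pseudotime at 171 CPM, with a lowest value of 26.2 CPM. Smad4 (ENSMUSG00000024515, chromosome 18 from 73639009 to 73703780) was highest in bin 2 at 38.4 CPM and lowest at 7.49 CPM. Hmgb1 and Hmgb2 were highest in bin 1, at 3462 and 1958 CPM, and their lowest values were 266 and 197 CPM. The later WT libraries gave the same peak bin for Trp53, Hmgb1 and Hmgb2, and bins 1 and 2 for Smad4.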

As differentiation commences, *Mafb* and *Myc* become highly expressed whereas late differentiation transcription factors such as *Klf4* and *Grhl3* become highly expressed at late and terminal differentiation stages. In addition, we have identified many candidate transcription factors with heretofore unknown roles in the IFE (Fig. 1f).

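Myc (ENSMUSG00000022346, chromosome 15 of GRCm38 from 61985391 to 61990374) peaked in bin 5 of the first library, at 67.9 CPM over a lowest value of 19.0 CPM, and in bins 4 and 6 of the later WT libraries. Klf4 (ENSMUSG00000003032, chromosome 4 from 55527143 to 55532466) rose from 162 CPM in bin 1 to 1300.0 CPM in bin 10. Grhl3 (ENSMUSG00000037188, chromosome 4 from 135541888 to 135573630) rose from 1.08 CPM in bin 1 to 41.2 CPM in bin 10, and bin 10 was also its peak in the later WT libraries, at 102 and 79.7 CPM.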

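The list of 97 cell cycle genes peaked in bin 1 of the first library and of both later P0 WT libraries. Its mean scaled level in the first library was 0.956 in bin 1, 0.458 in bin 3 and 0.194 in bin 5. The 93 ribosomal protein genes peaked in bin 3 of the first library and in bins 3 and 4 of the later ones, and the 65 translation factor genes in bins 5, 5 and 7. Ribosomal protein genes stood at 0.324 in bin 1 and 0.915 in bin 3 of the first library. For translation factors the range was narrower, from 0.552 in bin 1 to 0.679 in bin 5.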

Although these findings correspond well with known features of IFE differentiation, they also point to an unusual relationship between cell proliferation and protein synthesis which are normally tightly coupled; in the IFE, peak gene expression for protein synthesis appears after peak expression of cell cycle genes. Furthermore, these data indicate that the majority of IFE differentiation genes exhibit expression that is not layer-specific with at least four out of six gene modules straddling different layers. This result and the observed high number of transition cells challenge the traditional model of stepwise IFE differentiation, suggesting that at a transcript level, IFE differentiation is continuous and gradualistic.

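Modules were read by the number of the 10 bins in which their mean scaled level was at or above the middle of its own range. That middle lies between the lowest and highest bin of the module in that library. For the first library these were 3 bins for module 1, 5 each for modules 2, 3 and 5, 7 for module 4 and 1 for module 6. The later WT libraries gave 3 and 4 bins for module 1, 5 and 7 for module 2, 6 and 5 for module 3, 7 and 6 for module 4, 5 and 4 for module 5, and 3 and 2 for module 6. Median basal-like, transition-like and differentiated-like cells of the first library were at percentiles 30.0, 68.5 and 84.3 of the order. The bins were not set by class, so a bin does not equal a layer. From the spread of the modules over the layers and from the number of transition cells, the paper reads differentiation of the IFE as continuous and gradual at the transcript level.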

### The IFE basal layer contains two distinct cell populations

Next we sought to better decipher P0 basal IFE stem cell heterogeneity by examining the unique molecular signatures expressed in the two basal subpopulations (Figs. 1a and 2a). 

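The basal-like cells of each P0 library were split in 2 by k-means on 10 principal components, from which H19, Igf2, Wnt4, Sox4, Fst, Dcn and the other genes of the Fig. 2a lists had been left out, so that these genes could be read between the groups. The group with more of the IFE.B1 list was called B1-like. In the first library it held 787 cells and the B2-like group 251. H19 (ENSMUSG00000000031, chromosome 7 of GRCm38 from 142575529 to 142578143) had 1452 CPM in B1-like and 1443 CPM in B2-like cells, a log2 ratio of 0.01, and Igf2 (ENSMUSG00000048583, chromosome 7 from 142650766 to 142666816) also had a ratio of 0.01. Wnt4 (ENSMUSG00000036856, chromosome 4 from 137277489 to 137299726) was higher in B1-like cells by 0.50. Sox4 (ENSMUSG00000076431, chromosome 13 from 28948919 to 28953713), Fst (ENSMUSG00000021765, chromosome 13 from 114452290 to 114458951) and Dcn (ENSMUSG00000019929, chromosome 10 from 97479609 to 97518143) had log2 ratios of −0.33, −0.30 and −0.36. Sox4 was detected in 76.5% of B1-like and 84.9% of B2-like cells.

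The same split in the later P0 WT libraries gave larger ratios. For H19 they were 1.72 and 0.90, for Igf2 2.15 and 1.00 and for Wnt4 1.33 and 0.75. They were −0.94 and −0.69 for Sox4, −1.11 and −0.93 for Fst, and −1.64 and −1.38 for Dcn. In the first library 39 of 49 IFE.B1 genes read and 43 of 50 IFE.B2 genes were higher in their own group. The counts were 44 of 48 and 46 of 50 in the later WT replicate 1, and 40 of 47 and 48 of 50 in replicate 2.

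The limit on the IFE score had kept out a cluster of 348 cells of the first library led by Dcn and Fst. In another split, chosen after these values had been seen, kept-out clusters were added if IFE was their highest score, at 0.5 or more. Of the 348 cells 297 were then B2-like, the groups held 846 B1-like and 540 B2-like cells, and 49 of 49 IFE.B1 genes and 48 of 50 IFE.B2 genes were higher in their own group. The log2 ratios were 0.53 for H19, 0.52 for Igf2, 1.06 for Wnt4, −0.50 for Sox4, −0.95 for Fst and −1.66 for Dcn. In the later WT libraries 291 of 293 and 355 of 364 added cells were B2-like, with ratios of 4.77 and 6.08 for H19. In the Grhl3−/− libraries 432 of 435 added cells were B1-like in replicate 1 and 332 of 332 were B2-like in replicate 2. As the added clusters were led by Dcn and Fst, the ratios of these 2 genes follow in part from the choice of cells, and whether the added cells belong to the IFE was not tested.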

IFE.B1 cells (446 cells) express *H19*, *Igf2*, and *Wnt*4 at a higher level than IFE.B2 cells, whereas IFE.B2 cells (556 cells) exclusively express *Sox4* and *Fst*, as well as other markers, including *Dcn* (Fig. 2a, b). We performed principle component analysis (PCA) on these two populations and found the above markers to be among the genes that explain most of the variances in the first PC (Supplementary Fig. 2A); in contrast, cell cycle genes do not contribute to variances in the first few PCs. 

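Principal components were computed on 1000 variable genes of the basal-like cells of each P0 library, without the kept-out clusters but now with the Fig. 2a genes. The 44 cell cycle genes among them carried 48.2% of the squared loadings of the first component, and the Fig. 2a genes 11.2%. By size of loading on that component Sox4 ranked 155, Dcn 168, Fst 221, Igf2 501 and H19 969. On the fourth component the Fig. 2a genes carried 39.8% and the cell cycle genes 4.08%, and H19 ranked 1 and Igf2 3. Cell cycle genes carried 30.7% and 29.7% of the first component in the later WT replicates 1 and 2, against 13.5% and 13.3% for the Fig. 2a genes. Of the kept-out cells of the first library 297 of 348 were B2-like once added. The set of cells may thus differ from that of the paper, and components with the added cells were not computed.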

To confirm that active cell cycling does not play a major role in defining the two basal clusters, we also regressed out the cell cycle genes and reclustered the basal IFE cells, which did not alter the results (Supplementary Fig. 2B–D). Therefore, we ruled out the possibility that these clusters are due to differences in cell cycle stages among the cells. Furthermore, IFE.B1 and B2 are not distinct stages of differentiation on the pseudotime trajectory (Supplementary Fig. 2E). In addition, we used an independent clustering method, SC3^15^, to recluster all basal IFE cells; SC3 clustering results were very similar to Seurat’s, confirming the robustness of this finding (Fig. 2c).

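Cell cycle phase was scored with the S and G2M gene lists of Tirosh et al. In the k-means split of the first library all B2-like cells (100.0%) and 34.4% of B1-like cells were in S or G2M phase. The shares among B1-like cells of the later WT libraries were 42.9% and 31.3%, again with 100.0% of B2-like cells. With the cell cycle genes left out of the variable genes as well, the first library gave 707 and 331 cells, with an adjusted Rand index of 0.570 against the split above, and 91.8% of B2-like cells in S or G2M phase. H19 then had a log2 ratio of 0.19 and Dcn of −0.38. A further split, chosen after these values had been seen, used only cells outside S and G2M phase and gave 183 and 333 cells, with median depths of 15177 and 6241 UMIs. When phase was scored again among these cells, 56.8% and 56.5% came out in S or G2M phase, since the score is relative to the cells scored, so the split is not free of the cycle. The split left 24 of 49 IFE.B1 genes and 35 of 50 IFE.B2 genes higher in their own group, and Sox4, Fst and Dcn had log2 ratios of −0.60, −0.90 and −1.12. With the kept-out clusters added, 92.4% of B2-like and 34.0% of B1-like cells of the first library were in S or G2M phase, and in the later WT libraries 70.4% and 53.9% of B2-like against 48.4% and 46.3% of B1-like cells.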

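As another clustering method, Louvain clustering at the lowest resolution that gives 2 clusters was applied to the basal-like cells of the first library, and SC3 was not used here. It gave clusters of 491 and 547 cells, and its adjusted Rand index against the k-means split was 0.180. Of these, 27.3% and 70.9% of cells were in S or G2M phase. The clusters differed in depth, with medians of 6361 and 14648 UMIs per cell. Sox4, Fst and Dcn changed sign under it, to log2 ratios of 0.21, 0.22 and 0.34, and Igf2 to −0.21.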

**Fig. 2:**
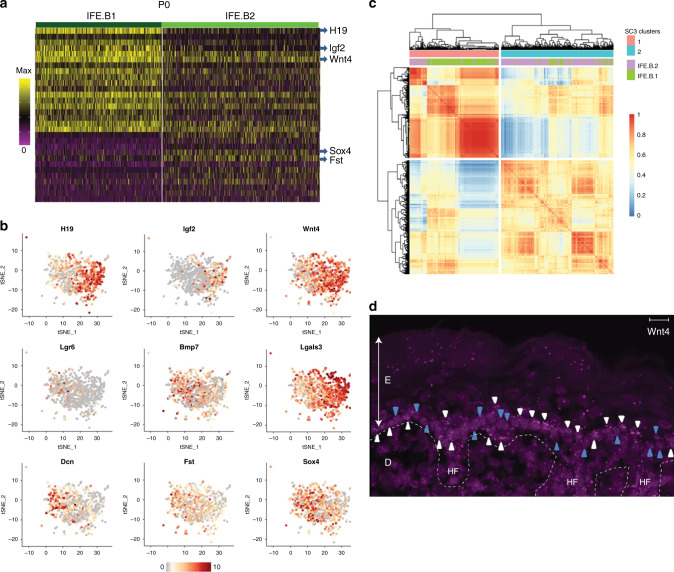
The P0 IFE basal cell layer contains two distinct cell populations. **a** Expression heatmap of unique gene signatures for each of the two basal IFE clusters. Blue arrows highlight select differentially expressed genes between the two basal clusters. Gene lists in Supplementary Data 1. **b** Expression level of select genes, which are enriched in either IFE.B1 or IFE.B2, projected onto tSNE for the two basal clusters. **c** Heatmap showing the correlation between cells for SC3 clustering (1, 2; red, blue) and Seurat clustering (IFE.B1, IFE.B2; purple, green). **d** RNA-FISH for *Wnt4* in the P0 IFE. White arrowheads, *Wnt4-*high cells; blue arrowheads, *Wnt4*-low cells; white broken line, basal lamina; E epidermis, D dermis, HF hair follicle. Scale bar = 10 µm, representative image for *N* = 5.

Our data, then, highlight IFE basal cell heterogeneity, suggesting there are two basal stem cell populations in the P0 IFE. To validate our findings, we carried out RNA-FISH studies with *H19* and *Wnt*4 probes. We found that *Wnt*4-high and *Wnt*4-low cells are distributed heterogeneously within the IFE basal layer (Fig. 2d) and that high *H19* expression tends to co-localize with the *Wnt*4-high cells (Supplementary Fig. 2F). These findings indicate that the IFE.B1 and IFE.B2 cells intermingle in the basal layer and are not spatially distinct groups of cells. Our findings are in agreement with previous studies showing that Wnt-secreting stem cells play a central role in IFE self-renewal during homeostasis^16–18^.

### The IFE differentiation program is established at E14.5

To investigate when the above-described characteristics of the IFE appear and how the differentiation program may change during development, we generated single cell suspensions from littermate WT and *Grhl3*^*−/−*^ mouse dorsal whole skin (E14.5, E16.5) and epidermis (E18.5/P0). We then performed scRNA-seq on two biological replicates from each time point for each genotype (Supplementary Figs. 3A–F,  4A–F, and 5A, B). 

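This experiment and the next use 12 libraries, 2 WT and 2 Grhl3−/− at each of E14.5, E16.5 and P0, with raw UMI counts made as for the first library. The embryonic libraries come from whole back skin and the P0 libraries from epidermis, so age and tissue preparation change together. The methods keep embryonic cells with 600 to 4800 detected genes. Kept cells numbered 5267 and 6016 in WT and 6106 and 6968 in Grhl3−/− at E14.5, with median depths of 8344, 8899.5, 7985.5 and 8901.5 UMIs. At E16.5 they numbered 8704 and 6668 in WT and 5432 and 6494 in Grhl3−/−, with medians of 7473, 7745.5, 8486 and 7520.5 UMIs. Cells of each age were integrated across libraries with Seurat's canonical correlation and clustered, and the 6 WT libraries were also integrated across ages and clustered together. The unit of every test is the library, with 2 per group. Class shares were compared with edgeR's quasi-likelihood test on the number of cells per class, with all IFE-like cells of a library as its size. Gene counts were summed per library and class and compared with the same test, and p values were adjusted by the Benjamini-Hochberg method.

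Chromosome X and Y transcripts give the sex of each library. Xist with almost no Ddx3y, the female pattern, was seen in WT E14.5 replicate 2 (969.6 CPM of Xist), in both WT E16.5 replicates (1309 and 1162 CPM) and in Grhl3−/− E16.5 replicate 2 (1113 CPM). All other libraries had Ddx3y, between 38.7 CPM and 55.7 CPM, among them all 4 P0 libraries and both Grhl3−/− E14.5 replicates. Of these, Grhl3−/− E16.5 replicate 1, with 38.7 CPM of Ddx3y, also held 12.5 CPM of Xist, and the rest at most 0.591 CPM. The source of this Xist was not tested. Sex is thus not balanced over genotype or age, and genes of the X and Y chromosomes are read with that limit.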

In our computational analysis, we focused first on normal IFE development, selecting IFE cells from all three time points (Fig. 4a, Supplementary Fig. 3A) and clustering them jointly into six cell states (Fig. 3a–c) based on canonical markers of IFE differentiation (Fig. 3c). We observed basal, transition, spinous, and terminally differentiated IFE clusters at each of the three developmental time points, indicating that the full IFE differentiation program is functional as early as E14.5 (Fig. 3a).

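In the joint clustering of the 6 WT libraries the basal-like, transition-like, differentiated-like and terminally differentiated-like classes each held cells of every library. The least frequent was the terminally differentiated-like class, with 1.52% and 2.42% of the IFE-like cells at E14.5, 2.24% and 2.36% at E16.5, and 7.29% and 9.60% at P0. The class depends on the joint clustering at E14.5. When cells of that age alone were clustered, no cluster took the terminally differentiated-like name, so the share among the 292 cells of WT replicate 1 and the 439 cells of WT replicate 2 was not measured in that clustering.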

**Fig. 3:**
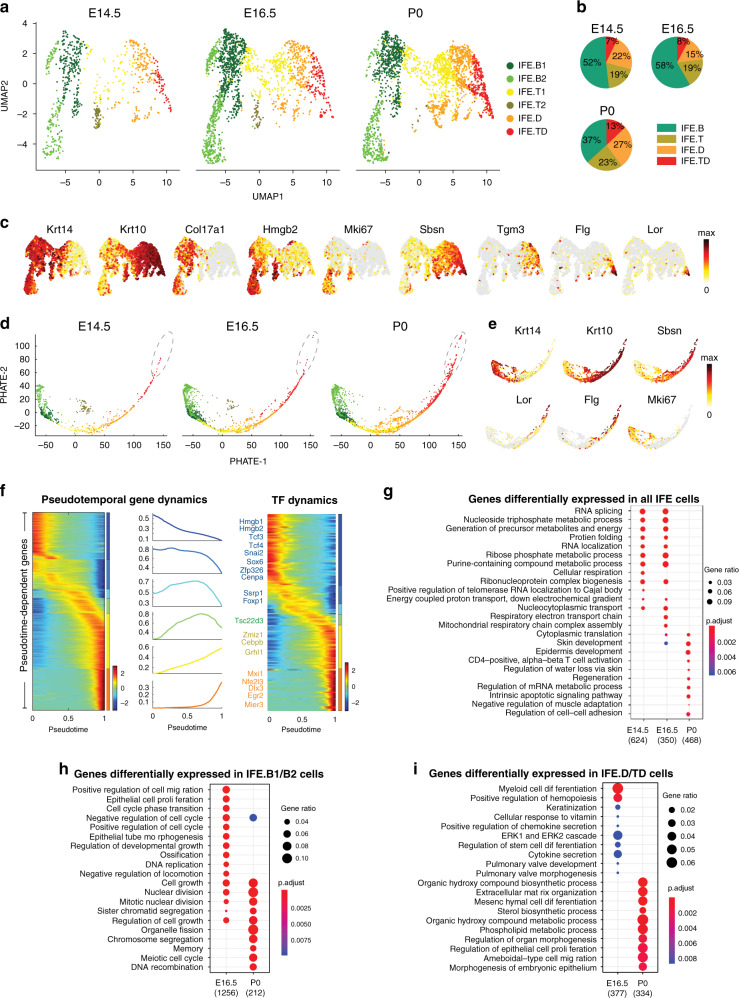
The IFE Differentiation program is already established at E14.5. **a** UMAP showing distribution of cell states as defined in the P0 IFE (Fig. 1) in the developing IFE (E14.5, E16.5, and P0). We observe two transition populations, IFEE.T1 and IFE.T2, at E14.5 and E16.5. IFE.T2 cells are proliferating transition cells. **b** Pie charts showing the proportion of major cell states at each developmental time point. IFE.B and IFE.TD decrease and increase, respectively, across development. **c** The expression of the indicated differentiation and proliferation markers projected onto the combined UMAP for all three developmental time points in **a**. **d** PHATE maps of cell populations defined in **a**, showing pseudotime progression at each developmental stage. The gray circle emphasizes the extension of terminal differentiation at P0. **e** Expression of the indicated differentiation and proliferation markers onto the combined PHATE maps from **d**. **f** Left panel, expression heatmap and expression pattern of 2801 pseudotime-dependent genes from the combined PHATE maps from **d**; these cluster into six gene modules. Right panel, expression heatmap of 149 pseudotime-dependent transcription factor (TF) genes from the combined PHATE maps from **c**. Representative TFs from each gene modules are color-coded and indicated on the left. Gene lists in Supplementary Data 1. **g** Gene ontology categories of genes differentially expressed at each developmental stage in all IFE cells. Gene lists in Supplementary Data 1. **h** Gene ontology categories of genes differentially expressed at E16.5 and P0 in IFE.B1 and IFE.B2 cells. Gene lists in Supplementary Data 1. **i** Gene ontology categories of genes differentially expressed at E16.5 and P0 in IFE.D and IFE.TD cells. Gene lists in Supplementary Data 1.

Even though we observed the full range of IFE differentiation states across the developmental time points, there are changes in the proportion of cell states when comparing the E14.5 with the P0 IFEs (Fig. 3b). The proportion of basal cells decreases as the skin develops (IFE-B; 52% at E14.5, 58% at E16.5, 37% at P0). In contrast, the proportions of transition cells (IFE-T; 19% at E14.5, 19% at E16.5, 23% at P0), differentiated cells (IFE-D; 22% at E14.5, 15% at E16.5, 27% at P0), and terminally differentiated cells (IFE-TD; 7% at E14.5, 8% at E16.5, 13% at P0) all increase. 

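Basal-like cells made up 164 of 328 and 252 of 496 WT IFE-like cells at E14.5, 56.0% and 54.5% at E16.5, and 39.6% and 36.1% at P0. Between P0 and E14.5 the mean share was lower by 12.6 points (log2 fold change −0.41, standard error 0.10, adjusted p = 0.0404 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between P0 and E16.5 it was lower by 17.4 points (log2 fold change −0.55, standard error 0.10, adjusted p = 0.0229). Both P0 libraries lay below all 4 embryonic ones. The contrast of E16.5 with E14.5 was 4.82 points (adjusted p = 0.402). The choice that moved this result most was the clustering. With classes from the clustering of each age alone, the basal-like share differed between P0 and E14.5 by −1.98 points (adjusted p = 0.748). A clustering without the genes that differ between ages, chosen after the result had been seen, gave mean basal-like shares of 65.8% at E14.5, 66.3% at E16.5 and 43.8% at P0.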

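Transition-like shares in WT libraries were 25.6% and 21.6% at E14.5, 18.2% and 16.4% at E16.5, and 23.5% and 7.06% at P0, so the P0 libraries differed from each other more than the ages did. The P0 mean was lower than the E14.5 mean by 8.32 points (log2 fold change −0.62, standard error 0.59, adjusted p = 0.473 in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment). Differentiated-like shares were 16.46% and 17.7%, then 12.0% and 16.4%, then 21.8% and 38.5%. Their P0 mean was higher than that of E14.5 by 13.0 points (log2 fold change 0.81, standard error 0.34, adjusted p = 0.132 in that test). The terminally differentiated-like mean was 1.97% at E14.5, 2.30% at E16.5 and 8.45% at P0, a log2 fold change of 2.05 (standard error 0.27, adjusted p = 0.00858 in the same test) for P0 against E14.5, with both P0 libraries above all embryonic ones. In the clustering without genes that differ between ages the means of the transition-like class were 20.7%, 15.6% and 29.4%, those of the differentiated-like class 11.9%, 15.2% and 21.4%, and those of the terminally differentiated-like class 1.65%, 2.88% and 5.42%. A cluster of 279 cells led by both fibroblast genes and Crct1, Lor and Hrnr was left out of the IFE-like cells, so late cells mixed with dermal RNA are not counted at any age.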

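The transition-like cells of the clustering of E14.5 alone can be compared with those of P0, with each cell thinned to 3000 UMIs before phase scoring. At E14.5, 88.5% of the 52 transition-like cells of WT replicate 1 and 96.0% of the 74 cells of replicate 2 were in S or G2M phase (92.3% and 98.7% before thinning). The cluster behind this class was itself led by cell cycle genes such as Top2a and Pbk, so this share is in part set by the clustering. Among all E14.5 WT IFE-like cells 59.9% and 67.0% were in S or G2M phase. At P0 the share was 4.48% of 201 and 1.42% of 212 transition-like WT cells, taken from the clustering before genes that differ by genotype were left out, because the later clustering formed no separate transition-like cluster at P0. Langerhans or macrophage-like cells of the E14.5 WT libraries gave 46.1% and 53.2% by the same score, and whether those cells cycle was not tested.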

The E14.5 IFE.T cells, however, are different from IFE.T cells of the P0 IFE in that the E14.5 IFE.T cells are highly proliferative (Fig. 3c and Supplementary Fig. 3G, H), consistent with known features of the intermediate layer at this developmental stage. 

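In the transition-like cells at E16.5 the thinned S or G2M shares were 33.5% of 218 cells in WT replicate 1 and 27.4% of 310 cells in replicate 2 (35.3% and 31.6% before thinning). They formed 2 clusters, of which the smaller, with 182 cells of both genotypes, carried proliferation genes. Basal-like cells of the same libraries were at 71.4% and 68.7%.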

We observed this feature to a lesser extent for the E16.5 IFE.T cells (Fig. 3c and Supplementary Fig. 4G, H). The pseudotemporal ordering of E14.5 and E16.5 IFE cells separately shows linear trajectories with a single branch consisting mostly of proliferating IFE.T cells (Supplementary Figs. 3G and 4G). This finding corroborates the idea that IFE cells goes through a state of rapid proliferation before differentiating at E14.5, a feature that decreases at E16.5, and is abolished at P0.

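Over all WT IFE-like cells the thinned S or G2M share fell with age, from the values at E14.5 to 55.4% and 50.4% at E16.5 and 23.6% and 15.1% at P0. In basal-like cells it was 65.2% and 74.4% at E14.5 and 44.7% and 35.1% at P0. The share in differentiated-like cells was 35.8% and 39.9% at E14.5, and 3.09% and 1.41% at E16.5. In the first P0 library 44.8% of transition-like cells were in S or G2M phase after thinning and 31.4% before it, far above the later P0 libraries. Phase is scored relative to the other cells of the same age, and apart for the first library, which limits comparisons between ages.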

scEpath pseudotemporal trajectory analysis^14^ on the integrated data from all three developmental time points revealed a linear differentiation trajectory with a small outlying cluster mainly composed of proliferative IFE.T cells from E14.5 and E16.5 (Fig. 3d, e). Consistent with our clustering results, the distal end of the trajectory containing IFE.TD cells extends further in the P0 than the E14.5 and the E16.5 IFEs (Fig. 3d). 

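The extension at P0 was read here through classes and late genes, since PHATE and scEpath were not used here. The terminally differentiated-like share of P0 was above that of E16.5 by 6.15 points (log2 fold change 1.87, standard error 0.23, adjusted p = 0.00858 in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment), with both P0 libraries above both E16.5 libraries. The mitochondrial limit moved this most. With cells under 5% the P0 mean fell to 1.71% and the difference was −0.50 points. Flg (ENSMUSG00000102439, chromosome 3 of GRCm38 from 93273523 to 93293686) was higher at P0 than at E16.5 in WT differentiated-like cells by a log2 fold change of 4.21 (standard error 0.28, adjusted p = 3.11e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Lor was lower by 3.44 (standard error 0.23, adjusted p = 1.65e-05).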

Across this integrated trajectory, 2801 genes show pseudotime-dependent change in expression; these can be grouped into six gene modules, which contain 149 transcription factors (Fig. 3f). To investigate how gene expression programs change during IFE development, we compared the differentially expressed genes in IFE cells across the three time points. We found that in IFE cells collectively, E14.5 and E16.5 cells display higher expression of genes for growth, nucleic acid metabolism, and RNA regulation, whereas P0 cells display higher expression of genes for cell–cell adhesion and barrier formation (Fig. 3g). 

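Summed over all WT IFE-like cells, 8644 of 12965 genes tested differed between P0 and the embryonic ages, 4527 higher and 4117 lower at P0, at a false discovery rate of 0.05 in edgeR's quasi-likelihood test. DESeq2 called 7571. Adhesion genes were higher at P0 with a median log2 fold change of 0.94 (18 of 22 higher, adjusted p = 1.39e-04 in limma's camera test with Benjamini-Hochberg adjustment). Barrier genes had a median of 3.41, or 2.22 with the genes absent in a group set to their bound (27 higher and 1 lower, adjusted p = 1.39e-04 by camera). Cell cycle genes had a median of −0.91 (16 higher and 81 lower, adjusted p = 8.43e-14 by camera). In limma's fry test, which allows for the correlation among genes of a list, these calls had adjusted p = 0.00264, 0.0275 and 0.00511.

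The Fig. 3g lists were chosen by the authors on these same libraries, so they only show how far both computations match. Of the 646 genes of the E14.5 list found in the counts 3 were higher at P0 than in the embryonic libraries, as were 15 of 371 genes of the E16.5 list and 496 of 498 genes of the P0 list, with medians of −1.12, −1.13 and 1.66. Compared between all 3 ages, 96.8% of the E14.5 list and 97.8% of the P0 list were highest at their own age. For the E16.5 list this was 40.4%, with 221 of 371 genes highest at E14.5. Of the 372 names of that list 165 were found as written, and the others were read without their last digit. Whether such names repeat genes of the E14.5 list was not tested. A gene on both lists cannot be highest at both ages, so the 40.4% is read with that limit. Blood, dermal and muscle transcripts were lower at P0 by medians of 10.75, 6.19 and 5.43, and the embryonic samples were whole skin, so RNA from other cells in the droplets forms part of this contrast.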

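In basal-like WT cells alone, 7198 of 11757 genes tested differed between P0 and E16.5, 3611 higher and 3587 lower at P0, and DESeq2 called 5505. Cell cycle genes were lower at P0 with a median log2 fold change of −0.72 (22 higher and 75 lower, adjusted p = 5.63e-10 in camera and 0.00127 in fry, both with Benjamini-Hochberg adjustment), and adhesion genes were higher with a median of 1.22. Barrier genes had a median of −1.26 (8 higher and 11 lower, adjusted p = 0.0666 in camera and 0.0187 in fry with the same adjustment), unlike the comparison of all IFE-like cells with both embryonic ages. The Fig. 3h list for P0 had a median of −0.99, with 46 of 207 genes higher at P0 (adjusted p = 7.23e-11 in camera and 1.08e-05 in fry with Benjamini-Hochberg adjustment). The list for E16.5 had a median of −0.14, with 567 of 1272 genes higher at P0 (adjusted p = 0.391 by camera and 0.0275 by fry). Compared over the 3 ages, 31 of 205 genes of the P0 list and 304 of 1242 genes of the E16.5 list were highest at the age they are listed for.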

In IFE.B cells selectively, there is enrichment for cell cycle and cell migration at E16.5, whereas there is greater enrichment for nuclear division and cell growth at P0 (Fig. 3h). In IFE.D and IFE.TD cells, there is enrichment for myeloid cell differentiation, cytokine secretion and ERK signaling at E16.5, whereas there is enrichment for lipid metabolism and morphogenesis at P0 (Fig. 3i). 

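In differentiated-like and terminally differentiated-like WT cells, 4259 of 10052 genes tested differed between P0 and E16.5, 2116 higher and 2143 lower at P0, and DESeq2 called 2962. Lipid synthesis genes had a median log2 fold change of −0.25 (adjusted p = 0.00483 in camera and 0.0493 in fry with Benjamini-Hochberg adjustment). When any 1 library was left out their median stayed between −0.38 and −0.17. Barrier genes had a median of −1.60 (7 higher and 20 lower, adjusted p = 0.0963 in camera and 0.0424 in fry with the same adjustment). Ribosomal protein genes were higher at P0 by a median of 0.52 (adjusted p = 8.35e-06 by camera with the same adjustment). The Fig. 3i list for P0 had a median of −0.56, with 94 of 267 genes higher at P0 (adjusted p = 8.82e-04 by camera and 0.0435 by fry). The list for E16.5 had a median of 0.29 and a mean of −0.10, which differ in sign, with 183 of 305 genes higher at P0 (adjusted p = 0.255 by camera and 0.293 by fry). The paper reasons from the presence of all states at E14.5, the changed proportions and these gene lists that the differentiation program stands early, and that later development shifts cells subtly toward differentiated states and away from growth.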

Taken together, these data indicate that the full range of the IFE differentiation program is already established as early as E14.5, and that epidermal development from this time point is characterized by a subtle shift toward differentiated cell states and away from growth and proliferation.

### GRHL3 is required for tempering IFE stem cell number

Previous work on GRHL3 suggested that all layers of the IFE do develop in *Grhl3*^*−*/*−*^ embryos, although at P0 the basal layer is disorganized and the spinous and granular layers appear thicker than normal^7,8^. Bulk gene expression measurement and other studies suggested that GRHL3 transcriptionally activates the terminal differentiation gene expression program in the granular layer^7,8^. The differentiation-specific function of GRHL3 is also consistent with the restricted expression of GRHL3 in the most differentiated layers of the IFE at P0. How GRHL3 affects IFE cell states has not been investigated.

Hence, we tested how GRHL3 affects P0 IFE differentiation as detected by scRNA-seq. We performed scRNA-seq on single cell suspensions from the back-skin epidermis of two WT and two *Grhl3*^*−/−*^ littermates at P0, capturing a total of 29,796 cells after quality control (WT1 = 6766, WT2 = 6590, *Grhl3*^*−*/*−*^1 = 9157, *Grhl3*^*−*/*−*^2 = 7283) (Supplementary Fig. 5A, B). 

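With the limits of the methods, 6765 and 6589 WT cells and 9157 and 7283 Grhl3−/− cells were kept at P0, or 29794 together, with median depths of 7448, 9245, 9300.0 and 9976 UMIs. IFE-like cells numbered 1252 and 1223 in WT and 2153 and 1016 in Grhl3−/−, and 1121, 1096, 1966 and 881 after clusters of other types had been left out of their second clustering. Clusters with an IFE score of 0.5 or more that were not named IFE-like, because the score was under 0.8 or that of another type was higher, held 9.45% and 10.9% of WT and 7.54% and 7.77% of Grhl3−/− cells.

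Grhl3 itself was read in every library. In IFE-like cells at P0 it had 15.7 and 17.2 CPM in WT (241 and 305 UMIs) and 2.72 and 5.91 CPM in Grhl3−/− (62 UMIs in each), so the transcript was reduced and not absent. In basal-like cells its log2 fold change was −1.35 (standard error 0.38, adjusted p = 0.0093 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in differentiated-like cells −1.18 (standard error 0.34, adjusted p = 0.0231), with both Grhl3−/− libraries below both WT libraries in each. In transition-like cells it was −0.49 (standard error 0.43, adjusted p = 0.475). Over all IFE-like cells it had 54.7 and 65.8 CPM in WT and 40.3 and 39.2 in Grhl3−/− at E14.5, and 18.8 and 20.7 CPM against 12.1 and 8.26 at E16.5. In basal-like cells at E16.5 the genotypes overlapped, with 7.11 and 4.86 CPM in WT and 7.12 and 5.29 CPM in Grhl3−/−.

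The genotype contrast at P0 was wide. In basal-like cells 4697 genes passed the threshold, 2246 higher and 2451 lower in Grhl3−/−, while DESeq2, the alternative that moved the number most, called 3146. In differentiated-like cells 2598 of 10038 genes passed, 1306 higher and 1292 lower, and 2186 by DESeq2. In transition-like cells, with classes from the clustering made before genes that differ by genotype were left out, 1829 of 9567 passed, 939 higher and 890 lower, and 870 by DESeq2. The largest folds among well expressed genes in basal-like cells were those of Tppp3 (log2 fold change −4.85, standard error 0.18, adjusted p = 5.01e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Tsc22d3 (−3.52), Krt16 (−3.36), Pcsk2 (−3.01) and Snhg9 (−2.83), and on the other side Igfbp5 (3.44), Hist3h2ba (2.58) and Idi1 (2.23). The value for Krt16, basal-like, P0 rests largely on WT replicate 1, with 325 CPM against 66.7 CPM in WT replicate 2, and was −1.80 without replicate 1. Gm10093 (2.95) and Gm8730 (2.49) are processed pseudogenes, whose reads cannot be told apart from those of their parent genes with certainty.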

As expected, we recaptured the IFE cell heterogeneity depicted in Fig. 1 (Fig. 4a, b), including the basal keratinocyte heterogeneity, thus validating these earlier findings (Figs. 1 and 2). But here, we identified a third, actively proliferating basal population (IFE.B3) (Fig. 4a and Supplementary Fig. 5c); this cluster most likely emerged due to increased total number of cells captured across the four samples compared to the experiment in Figs. 1 and 2. 

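Among the P0 clusters named basal-like was 1 of 835 cells led by Ube2c, Cenpf, Nusap1 and Top2a, with 178 and 123 WT and 394 and 140 Grhl3−/− cells. The other basal-like clusters held 956, 776 and 496 cells. The cluster of 776 cells was led by Dcn, Ccnd2, Fst, Sox4 and Lef1, and the one of 496 cells by Col17a1 and Dst, at a median of 23880 UMIs per cell.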

We also believe that the higher number of cells included in this experiment allowed the terminally differentiated (IFE.TD) IFE cells to form a distinct cluster.

**Fig. 4:**
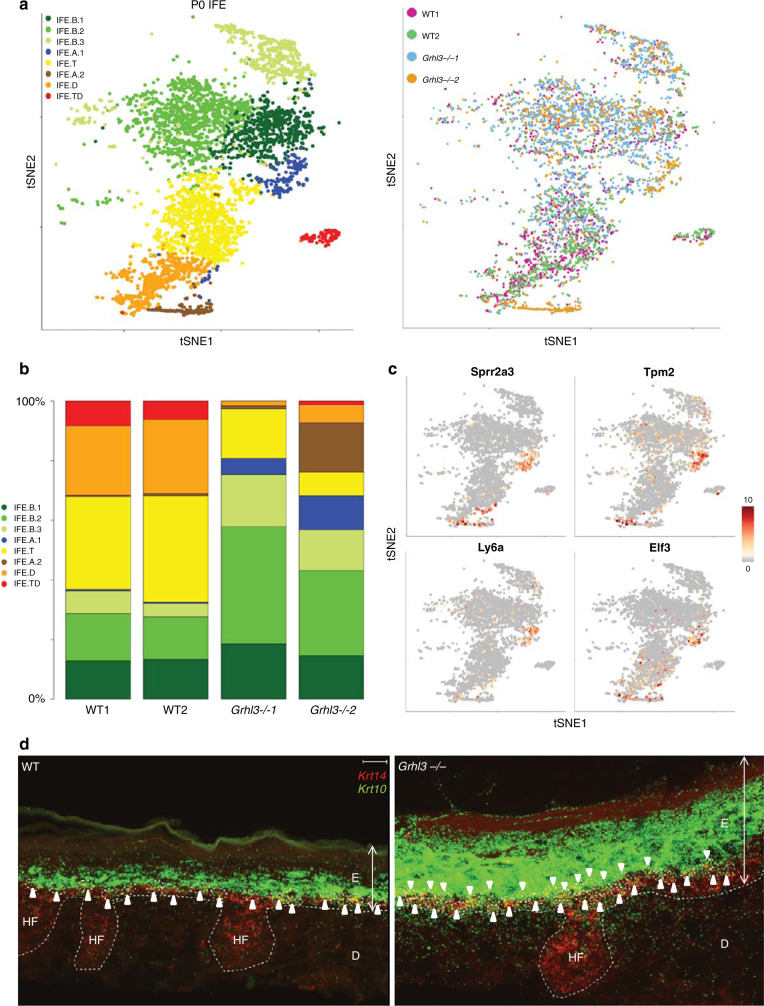
GRHL3 is required for suppressing aberrant basal IFE stem cells. **a** tSNE plot showing WT and *Grhl3*^*−/−*^ P0 IFE cells colored by clusters (left) and genotype (right). **b** Bar plot showing the fraction of each IFE cell type in each sample. There is expansion of basal cells and reduction of differentiated/terminally differentiated cells in *Grhl3*^*−*/*−*^ IFE. **c** Gene expression levels of markers for the IFE.A1 population. *Sprr2a3, Tpm2, Ly6a and Eif3* are shown on a tSNE plot of the P0 IFE cells. **d** Representative RNA-FISH of *Krt14* and *Krt10* transcripts in P0 WT and *Grhl3*^*−*/*−*^ mouse epidermis; white arrows highlight *Krt14*/*Krt10* double-positive transition cells. Note the higher number of double-positive cells in the *Grhl3*^*−*/*−*^ epidermis; also some transition cells are found in the spinous layer. *N* = 5. White broken line, basal lamina; E epidermis, D dermis, HF hair follicle. Scale bar = 10 µm.

We integrated all four samples^19^ and found that although the proportion of each of the IFE subpopulations is consistent between the two wild type epidermis, the cell composition of the mutant epidermis is clearly different from the wild type (Fig. 4b). The terminally differentiated IFE population (IFE.TD) is almost absent in the *Grhl3*^*−*/*−*^ IFE (Fig. 4a, b), suggesting that in addition to activating the expression of terminal differentiation genes, GRHL3 promotes the formation of the most differentiated cells of the IFE. 

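To keep the genotype contrast out of the classes, genes that differ by genotype were left out of the final clustering. Terminally differentiated-like cells then made up 13.8% and 15.9% of the IFE-like cells in WT and 0.966% and 9.53% in Grhl3−/−, that is 19 and 84 cells. The mean was lower by 9.60 points (log2 fold change −1.55, standard error 0.93, adjusted p = 0.325 in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment), with both Grhl3−/− libraries below both WT ones but unlike each other. In these cells Flg had 8904 and 6566 CPM in WT and 983 and 616 CPM in Grhl3−/−. Its log2 fold change in all differentiated-like cells was −4.14 (standard error 0.66, adjusted p = 0.00162 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).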

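In this clustering basal-like cells at P0 were 50.7% and 41.6% of the IFE-like cells in WT and 77.2% and 59.1% in Grhl3−/−. The mean rose by 22.0 points (log2 fold change 0.56, standard error 0.18, adjusted p = 0.0990 in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment), and both Grhl3−/− libraries were above both WT ones. Transition-like cells did not form a separate cluster, so they are counted with the differentiated-like cells. Together these were 27.7% and 38.8% in WT and 14.4% and 12.5% in Grhl3−/−, lower by 19.7 points (log2 fold change −1.30, standard error 0.21, adjusted p = 0.00454 in the same test), again without overlap. In the clustering before the genotype genes were left out, transition-like cells were 18.3% and 19.5% in WT and 11.5% and 6.65% in Grhl3−/−. The basal-like difference moved most when a Grhl3−/− library was left out, to 13.0 points without replicate 1 and 31.1 points without replicate 2. From these shares the paper reasons that GRHL3 keeps stem cells and abnormal states from accumulating late in development.

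**Figure D2:**
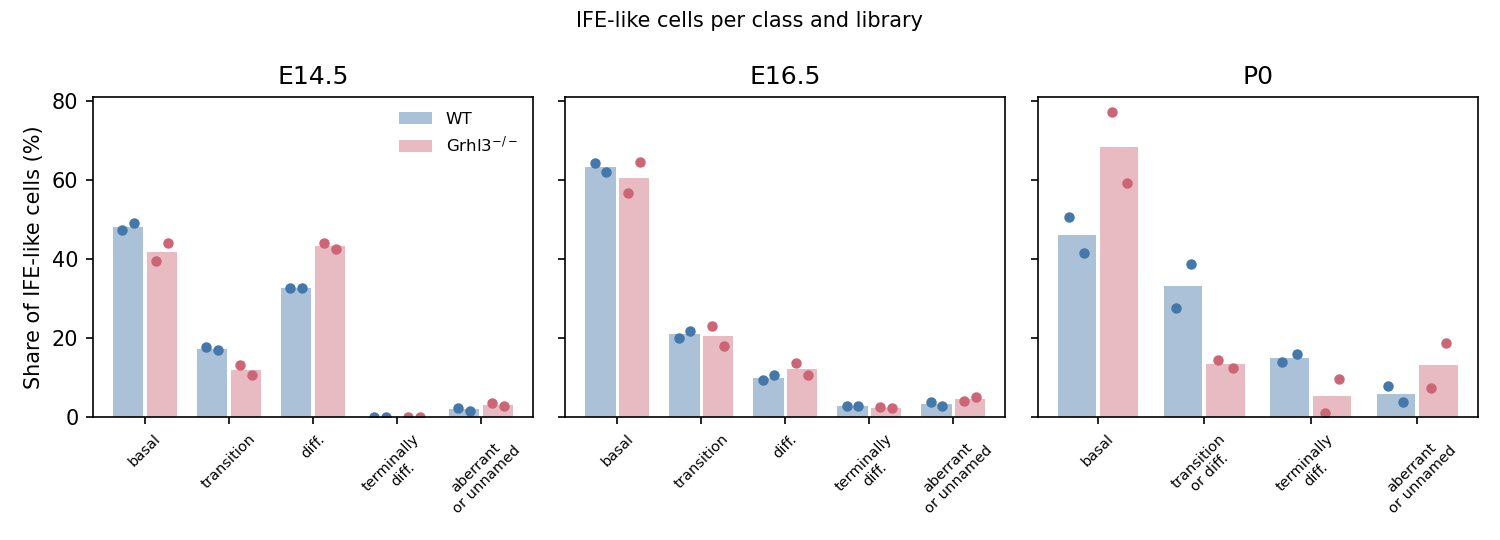
Share of IFE-like cells (%) in each class at E14.5, E16.5 and P0, where bars are means and points the 2 libraries of each genotype. Genotypes separate without overlap for the basal-like, the transition-like or differentiated-like and the terminally differentiated-like classes at P0. Some classes also separate at the earlier ages, among them the basal-like class at E14.5.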

Most strikingly, however, the proportion of basal cells (IFE.B1, IFE.B2, and IFE.B3) increased, whereas the proportion of transitioning (IFE.T) and differentiated cells (IFE.D) decreased (Fig. 4b and Supplementary Fig. 5D) in the *Grhl3*^*−*/*−*^ IFE. In addition, we detected a substantial number of cells representing IFE states that are nearly exclusive to the *Grhl3*^*−*/*−*^ epidermis. We termed these two populations aberrant IFE 1 and 2 (IFE.A1, IFE.A2). About 100 IFE.A1 cells were found in each of the two *Grhl3*^*−*/*−*^ biological replicates, whereas a greater number (135) of IFE.A2 cells were found in *Grhl3*^−/−^ 2 than *Grhl3*^*−/−*^ 1 (18) (Fig. 4a, b). 

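A cluster of 440 cells led by Krt6a, Krt6b and Sprr2a3 took the aberrant-like name. It held 145 and 166 cells of Grhl3−/− replicates 1 and 2 (7.38% and 18.8% of IFE-like cells) and 88 and 41 cells of WT (7.85% and 3.74%), a mean difference of 7.31 points (log2 fold change 1.16, standard error 0.50, adjusted p = 0.164 in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment). Without integration the class held 140 and 168 Grhl3−/− cells and 0 of 1041 and 0 of 1049 WT cells, which at a limit of 3 counts allows shares of up to 0.288% and 0.286% (adjusted p = 5.07e-04 in that test). The result moved most with the genotype genes kept in the clustering, where the class held 176 and 179 WT and 151 and 188 Grhl3−/− cells. There it was made of 3 clusters, and the proliferating one of 128 cells, led by Sprr2a3, H19 and Ly6a, held 7 and 3 WT and 59 and 59 Grhl3−/− cells.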

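At E14.5 basal-like cells were 47.3% and 49.0% in WT and 39.5% and 44.1% in Grhl3−/− (adjusted p = 0.467 in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment, a difference of −6.30 points without overlap). Transition-like cells were 17.8% and 16.9% against 13.0% and 10.7% (−5.45 points, adjusted p = 0.144 in that test) and differentiated-like cells 32.5% and 32.6% against 43.9% and 42.5% (10.6 points, adjusted p = 0.207), in each case without overlap. At E16.5 basal-like cells were 64.2% and 62.1% in WT and 56.7% and 64.4% in Grhl3−/− (adjusted p = 0.869), transition-like cells 19.9% and 21.9% against 23.1% and 18.0% (adjusted p = 0.902) and terminally differentiated-like cells 2.74% and 2.68% against 2.56% and 2.17%. The genotype effect on transition-like and differentiated-like cells together at P0 differed from that at E14.5 by −1.44 (standard error 0.29, adjusted p = 0.00755 for the interaction in edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment) and from that at E16.5 by −1.38 (standard error 0.29, adjusted p = 0.00755). For basal-like cells the interactions were 0.77 (standard error 0.26, adjusted p = 0.0497 in that test) and 0.63 (standard error 0.25, adjusted p = 0.0833).

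In basal-like cells 1 gene passed at E14.5, Gm13305 (named after its values were seen), of 11988 tested, while 473 had an unadjusted p under 0.05 and DESeq2 called 2. At E16.5 there were 66 (37 higher and 29 lower, 65 by DESeq2). In transition-like cells 160 of 8608 passed at E14.5 and 274 at E16.5, with 82 and 65 by DESeq2. The genotype effect in basal-like cells differed between P0 and E16.5 for 1884 genes, and in transition-like cells for 708. Lor was already lower in Grhl3−/− at E16.5, with a log2 fold change of −3.13 in basal-like cells (standard error 0.26, adjusted p = 6.42e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and −4.22 in transition-like cells (standard error 0.33, adjusted p = 6.99e-07). Free RNA of late cells in the droplets is not ruled out for this change in basal-like cells.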

We observed no clear changes in cellular composition between WT and *Grhl3*^*−*/*−*^ IFE cells at E14.5 and E16.5, suggesting that the cell state differences in the *Grhl3*^*−/−*^ IFE arose between E16.5 and P0 (Supplementary Fig. 5E). These findings indicate that in addition to promoting terminal differentiation, a major function of GRHL3 is to suppress the abundance of epidermal stem cells and the formation of abnormal IFE cell states at the later stages of IFE development.

### GRHL3 suppresses aberrantly differentiated IFE progenitors

The IFE.A1 cells resemble the normal transitioning cell state (IFE.T) in that they express both basal and suprabasal IFE gene signatures (Supplementary Fig. 6A). 

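The aberrant-like class was read for Krt14 and Krt10 per library. Krt14 had 8647 and 16440 CPM in the aberrant-like cells of Grhl3−/− and 1098 and 2466 CPM in those of WT. Krt10 had 5469 and 9126 CPM in Grhl3−/− and 21530 and 22850 CPM in WT, so the cells under this name differ by genotype. After thinning to 3000 UMIs, both transcripts were found in 73.8% and 78.3% of aberrant-like Grhl3−/− cells, in 59.1% and 46.3% of those of WT, and in 36.6% and 41.5% of basal-like Grhl3−/− cells. Langerhans or macrophage-like cells of the same Grhl3−/− libraries gave 8.74% and 9.45%, and those of WT 25.4% and 18.8%.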

Consistently, we find IFE.A1 cells between the basal and differentiated IFE cells on PCA analysis (Supplementary Fig. 6B). RNA-FISH staining of the IFE showed an increase in the number of cells in the basal and spinous layers expressing both basal (*Krt14*) and suprabasal (*Krt10*) markers in the *Grhl3*^*−*/*−*^ epidermis compared to WT (Fig. 4d). Immunofluorescence staining corroborates this at the protein level (Supplementary Fig. 6C), suggesting that the IFE.A1 cells are located at the basal-spinous boundary. Yet, the IFE.A1 population also expresses genes distinct from wild type IFE.T cells, including *Sprr2a3*, *Tpm2*, and *Ly6a* (Fig. 4c, Supplementary Fig. 6D). Furthermore, cell cycle analysis^19,20^ on all IFE subpopulations revealed that IFE.A1 cells are more proliferative than the IFE.T cells; in fact, a subset of IFE.A1 cells express proliferation genes to a similar level as the dividing basal cluster IFE.B3 (Supplementary Fig. 6E, F). These findings indicate that GRHL3 suppresses the formation of aberrantly differentiated epidermal progenitors. 

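Sprr2a3 (ENSMUSG00000074445, chromosome 3 of GRCm38 from 92285417 to 92291405) had 1041 and 1071 CPM in aberrant-like Grhl3−/− cells and 31.7 and 44.0 CPM in transition-like Grhl3−/− cells, against 6.38 and 1.80 CPM in transition-like WT cells. Tpm2 (ENSMUSG00000028464, chromosome 4 from 43514711 to 43523765) had 251 and 537 CPM in the aberrant-like class of Grhl3−/−, against 16.2 and 8.56 CPM in transition-like WT cells. Ly6a (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) had 185 and 270.2 CPM there, against 11.6 and 2.70 CPM. All 3 genes belong to the list that names the class, so their level there is no independent result. Within transition-like cells the log2 fold changes by genotype were 3.13 for Sprr2a3 (standard error 0.47, adjusted p = 1.15e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.72 for Tpm2 (standard error 0.42, adjusted p = 0.260) and 0.76 for Ly6a (standard error 0.52, adjusted p = 0.347).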

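After thinning, 45.5% of the 145 and 45.2% of the 166 aberrant-like Grhl3−/− cells were in S or G2M phase (51.0% and 45.2% before thinning). In WT it was 3.41% of 88 and 0 of 41 aberrant-like cells, which at a limit of 3 counts allows a share of up to 7.32%. Transition-like cells of Grhl3−/− gave 5.31% of 226 and 10.3% of 58 (3.10% and 10.3% before thinning). Basal-like cells, which include the proliferating cluster, gave 39.7% and 48.9% in Grhl3−/−. The paper reasons from the mixed signatures and the proliferation of IFE.A1 cells that GRHL3 suppresses aberrantly differentiated progenitors, and from the composition that it acts as early as the transition state.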

Given the unexpected change in basal cell composition and the emergence of aberrant transition-like cells in the *Grhl3*^*−*/*−*^ IFE, we conclude that GRHL3 is required for maintaining proper IFE cell composition, acting as early as the transition state between basal and spinous cells.

### GRHL3 loss disrupts differentiation at the IFE.B–IFE.T transition

To further define the differentiation stage in which GRHL3 functions during IFE differentiation, we constructed separate pseudotime trajectories for WT and *Grhl3*^*−*/*−*^ IFE cells. 

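Ordered each alone by diffusion pseudotime, and with classes from the clustering that kept the genotype genes, the later WT libraries placed the median basal-like cell at percentiles 22.2 and 19.6, the transition-like cell at 54.3 and 50.1, the differentiated-like cell at 74.8 and 72.0 and the terminally differentiated-like cell at 92.2 and 92.3. Orders made from different genes had Spearman correlations of 0.988 and 0.990. In Grhl3−/− replicate 2 the correlation was 0.957, with medians of 28.5, 59.7, 89.0 and 93.8. In Grhl3−/− replicate 1 it was 0.346, so no stable single order of its cells was obtained. Branching was not analysed here.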

In agreement with our earlier experiment (Fig. 1c), the two WT IFE samples formed a linear trajectory going from basal to terminally differentiated cells (Fig. 5a, b and Supplementary Fig. 7A). In the *Grhl3*^*−*/*−*^ IFE, the aforementioned expansion of proliferating basal cells and the presence of the IFE.A1 subpopulation both contributed to a branching of the linear differentiation trajectory (Fig. 5a). The branching occurred at the junction between basal cells and IFE.T cells. The tip of the aberrant branch in the *Grhl3*^*−*/*−*^ IFE is composed of highly proliferating basal IFE cells (IFE.B3) and the IFE.A1 cells. Consistent with the Seurat clustering (Fig. 4a) and the RNA-FISH experiments (Fig. 4d), this pseudotime analysis also suggests that the IFE.A1 cell state is most similar to that of IFE.T cells. In contrast, the IFE.A2 cells are more similar to cells at a later differentiated stage, albeit with higher proliferation (Supplementary Fig. 6E, F). The IFE.A2 cells also express mitochondrial genes and other markers of cellular stress (Supplementary Data 1), which may explain the variability in this cell population between the two replicates; we speculate that the IFE.A2 population may be a sensitive marker of the cellular damage associated with hyperproliferation and defective barrier. 

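No cluster at P0 took the name of the IFE.A2 population, so its numbers cannot be set beside those of the paper. The paper likens these cells to a later differentiated stage with more proliferation, and reports mitochondrial and stress genes in them. The share of mitochondrial UMIs limits which cells are kept at all. Above the limit of 10% lay 320 and 285 barcodes of the WT libraries and 176 and 88 of the Grhl3−/− libraries. The aberrant-like cluster had a median of 2.92% mitochondrial UMIs.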

In sum, besides being a transcriptional activator of late differentiation genes, GRHL3 performs important functions at early stages of IFE differentiation.

**Fig. 5:**
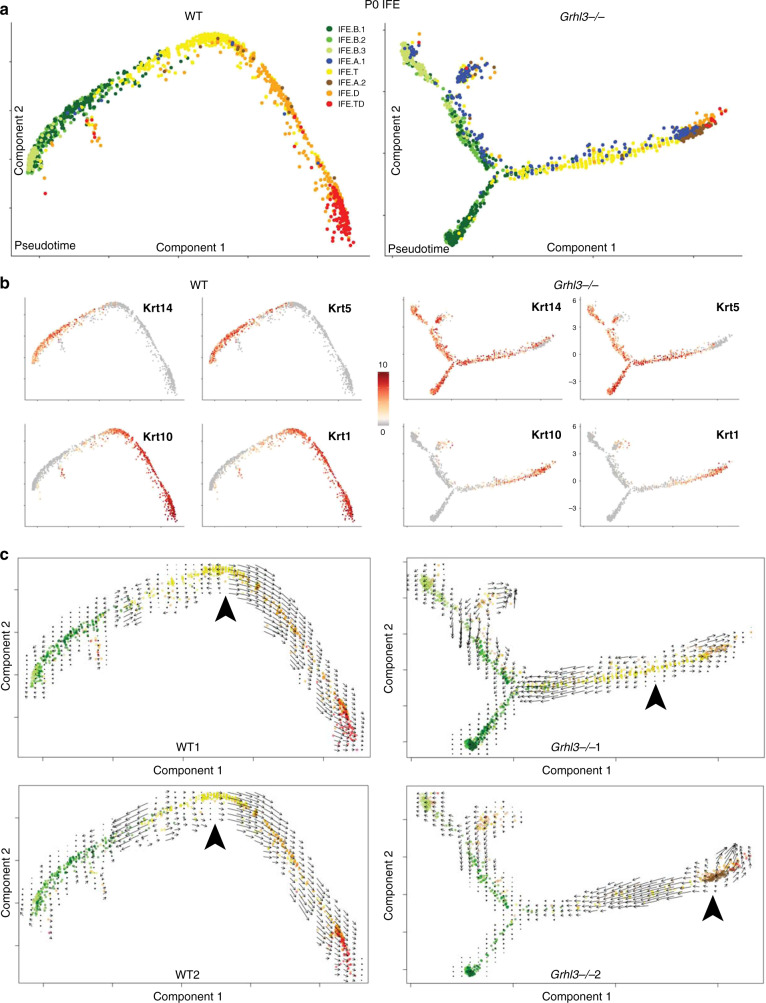
RNA velocity reveals a commitment point at the IFE.T/IFE.D transition. **a** Pseudotime trajectories showing IFE differentiation going from IFE-B to IFE-T to IFE-D to IFE-TD for the two WT (left) and two *Grhl3*^*−*/*−*^ (right) P0 IFEs. The *Grhl3*^*−*/*−*^ differentiation trajectory has a branch which is attributed to the IFE-A1 population and expansion of basal, proliferating cells. **b** Expression of *Krt14*, *Krt5*, *Krt10*, and *Krt1* projected on the pseudotime trajectory for the WT (left) and the *Grhl3*^*−*/*−*^ (right) IFE. **c** RNA-Velocity analysis of the pseudotime trajectory of IFE cells for WT1, WT2, *Grhl3*^*−*/*−*^1, *Grhl3*^*−/−*^2. Direction of the arrows points to the fate the cells are heading toward; length of the arrows reflects how fast the cells are heading toward a particular fate. Note IFE differentiation is marked by a clear commitment point (arrowhead) and is a one-step, continuous process with no intermediary stages in the WT. In contrast, most cells fail to proceed through the commitment point (arrowhead) and transition cells show a propensity to go back to basal fate in the *Grhl3*^*−/−*^ IFE.

### RNA-velocity reveals a differentiation commitment point

To further understand the differentiation abnormalities in the *Grhl3*^*−*/*−*^ IFE, we applied RNA-velocity, a method that exploits the relative abundance of nascent (unspliced) and mature (spliced) transcripts to predict the future state of individual cells on a time scale of hours^21,22^. This method can infer directionality and dynamics of small groups of cells with respect to each other in the pseudotime differentiation trajectory. In these data, the direction of the arrows point to the fate the cells are heading toward whereas the length of the arrows reflects how fast the cells are heading in that direction.

We expected that RNA-velocity would reveal arrows with a uniform direction from IFE.B to IFE.TD in the pseudotime trajectory of the WT IFE. Surprisingly, we found that during WT IFE differentiation, the basal and transition cells exist in a dynamic equilibrium state in which no clear directionality is observed among them (Fig. 5c). Once the cells reach the IFE.T/IFE.D boundary, the arrows become longer and align in the direction of terminal differentiation in a uniform manner, suggesting that after cells exit the IFE.T state, they commit to differentiate in a uniform manner until they terminally differentiate (Fig. 5c). These results are not exclusive to this particular dimension reduction method as we found similar results with PCA of all IFE cells, which also happens to delineate IFE’s linear differentiation trajectory from IFE.B to IFE.T to IFE.D (Supplementary Fig. 7B). In the *Grhl3*^*−*/*−*^ IFE, much fewer cells pass the IFE.T/IFE.D commitment point where unidirectional IFE differentiation commences. Strikingly, early transition cells display a clear propensity back toward the basal cell fate, again suggesting that GRHL3 plays an important role in promoting the differentiation of IFE.B to IFE.T cells.

These findings suggest: (1) Normal IFE differentiation proceeds in a smooth, continuous manner rather than in punctuated stages. (2) There are crucial changes in the regulation of IFE differentiation at the IFE.T/IFE.D boundary, where cells commit to differentiate and at which GRHL3 plays a key role. (3) Early progenitor cells transitioning to differentiation are highly plastic in their progenitor-differentiation fate decisions. (4) There is aberrant signaling in the *Grhl3*^*−*/*−*^ epidermis that actively drives early transition cells toward the basal fate.

### GRHL3 represses Wnt signaling in the IFE

In the P0 *Grhl3*^*−/−*^ IFE, the basal compartment is expanded (Fig. 4b) and IFE.T cells exhibit a propensity to go backward toward the basal fate as shown with RNA velocity analysis (Fig. 5c). These findings suggest that GRHL3 is required for suppressing signaling pathways that actively drive IFE cells toward the basal fate. Previous mouse experiments showed that Wnt-secreting keratinocyte stem cells are distributed in the basal IFE and that autocrine Wnt signaling is required for self-renewal in mouse adult epidermal homeostasis^16,18^. Hence, we hypothesized that aberrant Wnt signaling could explain the change in cell composition and disruption of differentiation in the *Grhl3*^*−/−*^ IFE.

To determine if Wnt signaling is altered in the *Grhl3*^*−/−*^ IFE, we compared the expression level of Wnt signaling pathway components between P0 WT and *Grhl3*^*−/−*^ IFE populations in our scRNA-seq data. 

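In basal-like cells at P0, Lef1 (ENSMUSG00000027985, chromosome 3 of GRCm38 from 131110471 to 131224356) had 74.7 and 67.3 CPM in WT and 156 and 105 CPM in Grhl3−/−, a log2 fold change of 0.86 (standard error 0.17, adjusted p = 6.69e-04 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wnt4 had 596 and 679 CPM in WT and 558 and 410.0 CPM in Grhl3−/−, a log2 fold change of −0.43 (standard error 0.20, adjusted p = 0.0969). Gpc3 (ENSMUSG00000055653, chromosome X from 52272426 to 52613950) was lower in Grhl3−/−, with 98.2 and 80.3 against 67.6 and 73.4 CPM (log2 fold change −0.39, standard error 0.11, adjusted p = 0.0115). Ctnnb1 (ENSMUSG00000006932, chromosome 9 from 120929216 to 120960507) had 326 and 306 against 346 and 375 CPM (log2 fold change 0.14, standard error 0.11, adjusted p = 0.317). For Gsk3b (ENSMUSG00000022812, chromosome 16 from 38089001 to 38246084) the values were 163 and 144 against 141 and 149 CPM (log2 fold change −0.13, standard error 0.11, adjusted p = 0.380). The list of Wnt target genes had a median of −0.22 (6 higher and 8 lower, adjusted p = 0.673 in camera with Benjamini-Hochberg adjustment). These values lack the kept-out clusters, 293 and 364 cells beside 568 and 456 basal-like cells in WT. In Grhl3−/− it was 435 and 332 beside 1518 and 521. Once added, 291 and 355 of these WT cells and 3 and 332 of these Grhl3−/− cells were B2-like. The genotype differences with them added were not computed, so an effect of their absence stays open.

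In transition-like cells Lef1 was higher by 2.05 (standard error 0.43, adjusted p = 0.00236 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at 27.0 and 17.6 CPM in Grhl3−/− against 7.54 and 4.05 CPM, and Wnt4 by 0.19 (standard error 0.24, adjusted p = 0.645). In aberrant-like cells Wnt4 had 296 and 217 CPM in WT and 489 and 317 CPM in Grhl3−/−, and Lef1 5.48 and 5.22 against 5.22 and 4.96 CPM. Ctnnb1 had 119.7 and 95.6 against 158 and 166 CPM there, Gpc3 44.8 and 20.9 against 25.1 and 31.2, and Gsk3b 113 and 111 against 85.2 and 77.2. The genotype effect on Lef1 at P0 was larger than at E16.5, by 0.99 in basal-like cells (standard error 0.24, adjusted p = 0.00972 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 2.36 in transition-like cells (standard error 0.54, adjusted p = 0.0122). For Wnt4 in basal-like cells this difference was −0.19 (adjusted p = 0.704).

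**Figure D3:**
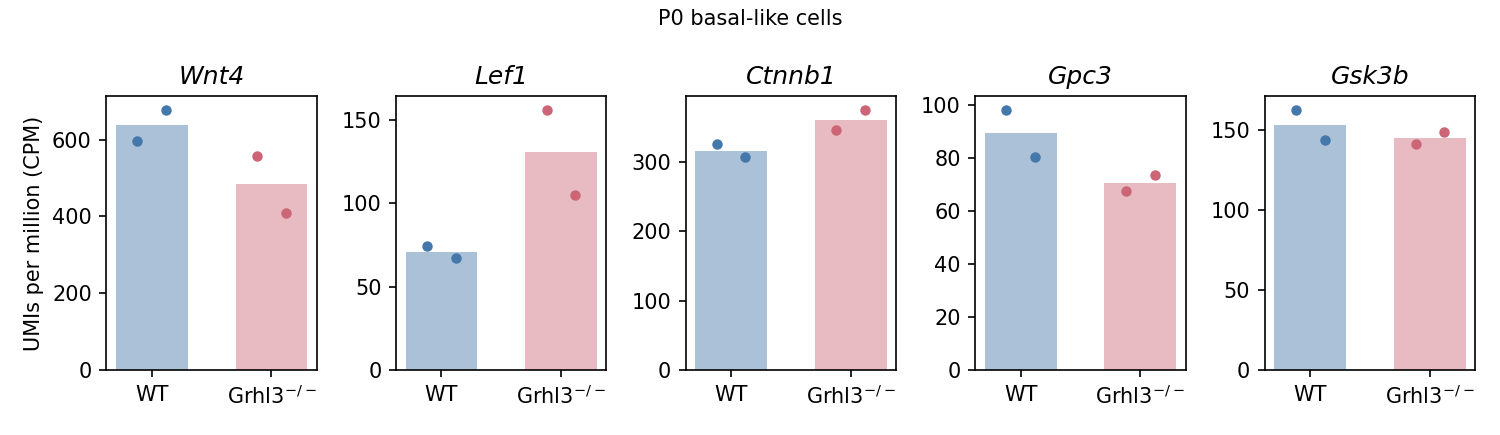
CPM of Wnt4, Lef1, Ctnnb1, Gpc3 and Gsk3b in P0 basal-like cells without the kept-out clusters, with bars as means and points as the 2 libraries of each genotype. Both Grhl3−/− libraries lie above both WT libraries for Lef1 and Ctnnb1 and below them for Wnt4 and Gpc3.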

We observed increased expression of genes such as *Wnt4*, *Lef1*, *Ctnnb1*, *Gpc3*, and *Gsk3b* in the *Grhl3*^*−/−*^ basal IFE populations and the IFE.A (Fig. 6a and Supplementary Fig. 8A). As *Grhl3* is expressed at highest levels in the spinous and granular layers in WT mice, we also considered that GRHL3 could suppress Wnt signaling in a paracrine manner by regulating Wnt inhibitory ligand expression. Consistent with this idea, we found that *Dkkl1*, encoding a known Wnt pathway antagonist^23^, is expressed at a high level in the spinous and granular layers but not in the basal layer (Fig. 6b). 

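Dkkl1 (ENSMUSG00000030792, chromosome 7 of GRCm38 from 45207519 to 45212147) had 391 and 357 CPM in terminally differentiated-like WT cells at P0, 15.4 and 15.3 CPM in the transition-like or differentiated-like class and 1.51 and 0.770 CPM in basal-like WT cells. It is 1 of the genes that name the terminally differentiated-like class. Along pseudotime, on orders made without it, it peaked in bin 10 of the first library and of both later WT libraries, at 896, 866 and 961 CPM. After thinning to 3000 UMIs, 53.6% and 47.7% of terminally differentiated-like WT cells (84.5% and 81.0% before thinning) and 0.528% and 0.219% of basal-like cells held at least 1 UMI of Dkkl1. Langerhans or macrophage-like cells of these libraries gave 1.43% and 0.810%, at median depths of 5891 and 8261 UMIs.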

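In Grhl3−/− the terminally differentiated-like cells at P0 had 77.5 and 148 CPM of Dkkl1, and 15.8% of 19 and 23.8% of 84 cells held a UMI of it after thinning (36.8% and 39.3% before). Across differentiated-like and terminally differentiated-like cells together Dkkl1 had 193 and 158 CPM in WT and 6.89 and 65.6 CPM in Grhl3−/−, a log2 fold change of −2.39 (standard error 0.77, adjusted p = 0.0393 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since fewer late cells were found in Grhl3−/−, part of this sum follows the composition of the class. Over all IFE-like cells 9.28% and 9.03% were positive for Dkkl1 in WT and 0.254% and 2.72% in Grhl3−/− after thinning, against 0.729% and 1.23% of macrophage-like cells in Grhl3−/−. The paper raises, from where Grhl3 is expressed, the idea of a paracrine restraint of Wnt signalling, with Dkkl1 as a candidate.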

In the *Grhl3*^*−/−*^ IFE, *Dkkl1* expression level is reduced, as are the number of cells expressing *Dkkl1* (Fig. 6b and Supplementary Fig. 8C). To validate these findings, we performed RNA-FISH for the Wnt ligand *Wnt4* and the Wnt downstream effector *Lef1* in WT and *Grhl3*^*−/−*^ IFE; both *Wnt4* and *Lef1* are expressed at a higher level in the *Grhl3*^*−/−*^ IFE (Fig. 6c). Furthermore, whereas *Wnt4* and *Lef1* expression is restricted to a subset of basal cells in the WT IFE, they are expressed more widely in basal cells and in cells of the spinous layer in the *Grhl3*^*−/−*^ IFE (Fig. 6c). In RNA-FISH experiments, we also found that *Dkkl1* is expressed at a lower level in the suprabasal compartment of the *Grhl3*^*−/−*^ IFE (Fig. 6d). These RNA-FISH results are consistent with the scRNA-seq results showing an increase in the number of keratinocyte stem cells (IFE.B) in the *Grhl3*^*−/−*^ IFE and the fact that the IFE.A population, which is enriched in the *Grhl3*^*−/−*^ IFE, is a transition population expressing high level of *Wnt4*.

**Fig. 6:**
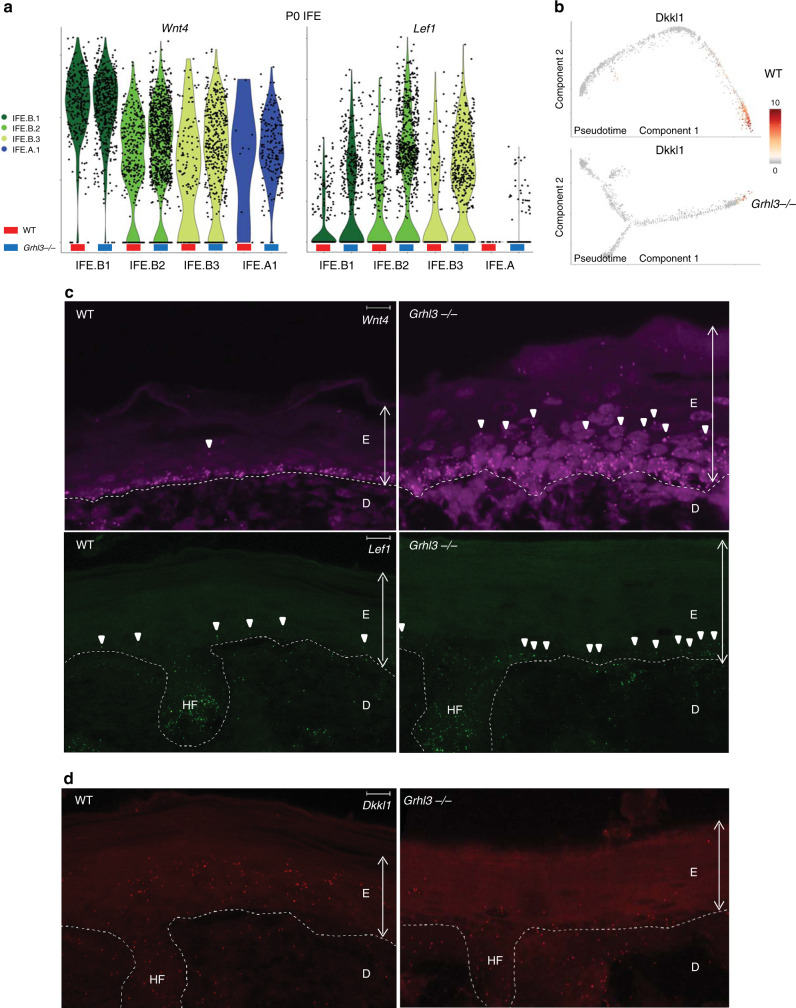
GRHL3 represses Wnt pathway gene expression in basal IFE cells. **a** Violin plot showing the *Wnt4* (left) and *Lef1* (right) expression for each cell among the basal cell types in the WT (both biological replicates) and the *Grhl3*^*−*/*−*^ (both biological replicates) IFE. There is higher number of *Wnt4*-high and *Lef1*-high cells in all basal and aberrant populations in the *Grhl3*^*−*/*−*^ than in the WT. **b** Expression of *Dkkl1* projected on the pseudotime trajectory for the WT (top) and the *Grhl3*^*−*/*−*^ (bottom) IFE. Note the decreased number of cells expressing *Dkkl1* in the *Grhl3*^*−/−*^ IFE. **c** Representative RNA-FISH images of *Wnt4* (upper panels) and *Lef1* (lower panels) in WT and *Grhl3*^*−*/*−*^ P0 epidermis. There is increased *Wnt4* expression and aberrant expression of *Wnt4* in cells above the basal layer in *Grhl3*^*−*/*−*^ IFE as indicated with white arrowheads. There is increased *Lef1* expression in the basal layer in the *Grhl3*^*−/−*^ IFE as indicated with white arrowheads. *N* = 3 WT and *Grhl3*^*−/−*^ littermates. E epidermis, D dermis, HF hair follicle. **d** Representative RNA-FISH image of *Dkkl1* in WT and *Grhl3*^*−*/*−*^ P0 epidermis. There is decreased *Dkkl1* expression in the suprabasal layers in *Grhl3*^*−*/*−*^ IFE. *N* = 3 WT and *Grhl3*^*−/−*^ littermates. White broken lines trace the basal lamina. E epidermis, D dermis, HF hair follicle. Scale bars = 10 µm.

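After thinning, 66.4% and 69.5% of basal-like WT cells and 71.2% and 58.9% of basal-like Grhl3−/− cells held a UMI of Wnt4 (85.7% and 86.4% against 89.9% and 81.8% before thinning), so the Grhl3−/− replicates lay on both sides of WT. Among aberrant-like cells it was 44.3% and 39.0% in WT and 77.9% and 56.6% in Grhl3−/−. Lef1 was found in 17.8% and 18.4% of basal-like WT cells and in 37.5% and 30.7% of those of Grhl3−/− (46.3% and 52.2% against 71.6% and 55.3% before thinning). In aberrant-like cells the share with Lef1 was 1.38% at most in any library. Background in macrophage-like cells was 4.75% and 3.44% in WT and 7.10% and 5.13% in Grhl3−/− for Wnt4, and 1.66% and 0.810% against 2.55% and 3.90% for Lef1. Counts of cells that are high for a gene were not analysed here, because a limit for high is not given.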

Noting a connection between GRHL3 and Wnt signaling, we explored our previously published GRHL3 ChIP-seq data from the E16.5 epidermis^24^. We found that GRHL3 directly binds to the promoters of key Wnt signaling components, including *Wnt4*, *Lef1*, *Ctnnb1*, *Gsk3b* and *Ctnnbip1* (Fig. 7a and Supplementary Fig. 8B), and near gene bodies of *Axin2*, *Myc* (Supplementary Fig. 8B). These data are consistent with GRHL3 directly regulating Wnt signaling to maintain proper balance between proliferation and differentiation in the IFE. Next, we set out to determine if suppressing Wnt signaling can decrease the thickness of the hyperthickened IFE in *Grhl3*^*−/−*^ mice at P0. We harvested P0 mouse back skin and used Wnt-C59, a small molecule antagonist of the Wnt pathway, or DMSO to treat samples from the same skin ex vivo for 48 h in media. Wnt-C59 effectively suppressed Wnt signaling in the epidermis (Fig. 7b). Meanwhile, the Wnt antagonist significantly decreased the thickness of the hyperplastic *Grhl3*^*−/−*^ IFE (Fig. 7c, d). Taken together, these results reveal a previously unexpected role of GRHL3 in suppressing Wnt signaling, thereby promoting the transition from basal to transition IFE cells.

**Fig. 7:**
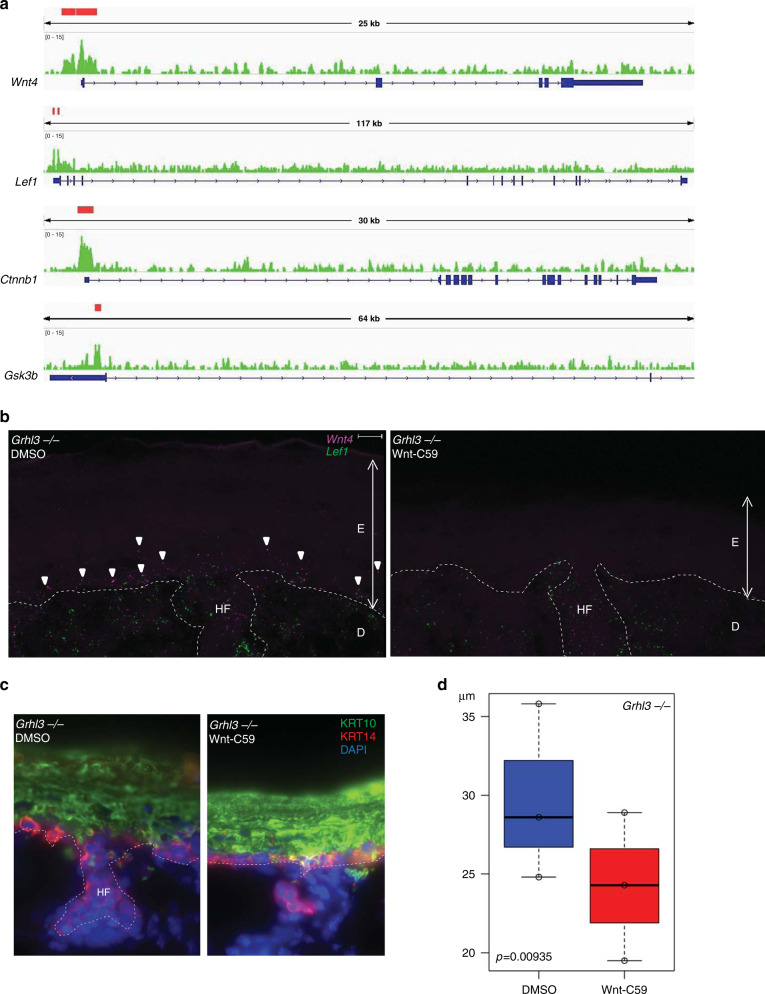
Wnt inhibition partially rescues epidermal hyperplasia in the Grhl3^*−*/*−*^ IFE. **a** GRHL3 ChIP-seq signal on the indicated Wnt signaling genes in the E16.5 epidermis. The red bars represent significant peaks. **b** Representative RNA-FISH images of *Wnt4* (pink) and *Lef1* (green) in *Grhl3*^*−*/*−*^ P0 epidermis treated ex vivo with control (DMSO; left panel) or Wnt inhibitor (Wnt-C59; right panel). There is decreased *Wnt4* and *Lef1* expression in the epidermis treated with the Wnt inhibitor. Arrowheads point to signal. *N* = 3 biologically independent samples each. White broken line traces basal lamina. E epidermis, D dermis, HF hair follicle. **c** Representative sections of *Grhl3*^*−/−*^ P0 epidermis treated ex vivo with control (DMSO; left panel) or Wnt inhibitor (Wnt-C59; right panel), representative image for *N* = 3 each. Krt14 staining, red; Krt10 staining, green; DAPI staining; blue; HF, hair follicle. There is decreased IFE thickening of the Wnt inhibitor treated epidermis. Scale bar = 10 µm. **d** Summary statistics for IFE thickness, mean and standard error for ex vivo Wnt inhibitor experiments. *P*-value was calculated with one-tailed student *t*-test. *N* = 3 biologically independent samples each.

## Discussion

Here, we report single cell transcriptome profiling study of the developing mouse epidermis at E14.5, E16.5, and P0 in WT and *Grhl3*^*−/−*^ mice. 

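The 13 libraries hold 97363 barcodes, of which 86507 passed the limits of the methods, 81449 of them in the 12 libraries of the developmental series. IFE-like cells at P0 made up 18.5% of WT replicate 1, where 45.6% of cells stayed unnamed.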

The data includes a total of 85,286 cells, a valuable resource available for analysis beyond the scope of this paper. We identified all known cell types of the epidermis and defined unique gene signatures for each cell type. We have also uncovered numerous hitherto unknown genes important for IFE differentiation and development from E14.5 to P0.

Our study, which focused on IFE differentiation and its regulation by GRHL3, has revealed a number of insights: (1) At a transcript level, IFE differentiation is continuous and gradualistic rather than stepwise (Fig. 1); (2) There is a large number of basal-spinous transition cells (Fig. 1); (3) An important regulatory change occurs at the IFE.T/IFE.D boundary where IFE cells commit from a plastic state to an irreversible fate toward terminal differentiation (Fig. 5c); (4) There are two main populations of basal stem cells and a third basal cell state linked to cell proliferation (Figs. 1, 2, and 4); (5) The full IFE differentiation program is already operating as early as E14.5 (Fig. 3); (6) In addition to a role in promoting terminal differentiation in the most differentiated cells, GRHL3 is required at an earlier differentiation stage to suppress Wnt signaling and to suppress the expansion of stem cells (Figs. 4, 6, 7).

Clearly, the IFE contains morphologically distinct layers. Yet, our scRNA-seq findings challenge the conventional notion of stepwise IFE differentiation (Supplementary Fig. 8D). At a transcript level, differentiation occurs in a continuous manner from the most primitive stem cell to the most terminally differentiated IFE cell at the top of the epidermis. The demonstration of a large number of transition cells also supports the gradualistic model for IFE differentiation. Consistent with previous results, our findings suggest that basal stem cells (IFE.B) exist in a reversible equilibrium with a large population of transition cells (IFE.T) and that is not until after passing the transition cell stage that IFE cells fully commit to differentiation. In the future, live imaging likely will be a powerful tool to investigate the gradualistic feature of IFE differentiation with quantitative, temporal resolution.

Studies on stem cells in the basal layer of the adult epidermis have suggested cell heterogeneity within this layer, although the nature of this heterogeneity remains controversial. The hierarchical model of stem cell differentiation suggests that the basal layer comprises rare slow-cycling long-term stem cells and their fast-cycling committed progenitors^25,26^. Another related model suggests that slow-cycling and fast-cycling stem cells occupy distinct regions of the basal layer and renew within their respective regions^27,28^. By contrast, the stochastic model of stem cell differentiation suggests that all basal cells are equivalent in terms of their stemness and that they differentiate in a stochastic manner^16,29–31^. We found two populations of stem cells in the P0 IFE with one major difference between these being the higher expression of *Wnt4* in IFE.B1. Wnt4 was previously shown to be important for IFE stem cell self-renewal^16^ and our RNA-FISH results also support a model in which *Wnt4*-high stem cells are distributed randomly throughout the basal IFE. We propose that *Wnt4*-high basal IFE cells are workhorses of IFE maintenance as increased *Wnt4* due to *Grhl3* loss leads to a considerable change in cell composition of the IFE.

Previous work on GRHL3 has focused on suprabasal IFE cells where *Grhl3* expression is the highest and where it regulates terminal differentiation genes^7,8^. scRNA-seq allowed us to quantitatively characterize the cell compositional change in *Grhl3*^*−/−*^ epidermis and uncover another important function of GRHL3, which is to suppress expansion of IFE stem cells and Wnt signaling in the basal layer. RNA velocity analysis suggests that the intermediate cell state (IFE.T) is plastic and can either revert to the basal stem cell (IFE.B) state or progress toward differentiation (IFE.D). Unexpectedly, we find that GRHL3 promotes the progression of the IFE.B state to the IFE.T state, which accounts for the prominent accumulation of epidermal stem cells in the *Grhl3*^*−/−*^ IFE. Based on our findings of increased Wnt signaling activity in the *Grhl3*^*−/−*^ IFE and on previous work showing that Wnt signaling promotes IFE stem cell proliferation and maintenance^16,17^, we postulate that an important developmental role of GRHL3 is to temper Wnt signaling in IFE stem cells.

As GRHL3 binds to the promoters of several Wnt signaling genes, including *Wnt4* and *Lef1*, this effect may be from direct transcriptional repression of key Wnt effectors; we have previously shown that GRHL3 binding to promoters is often associated with transcriptional repression^32^. This model is consistent with data from human keratinocytes suggesting that GRHL3 may act early in maintaining proper proliferation/differentiation balance^33,34^. But our scRNA-seq data also suggests that paracrine mechanisms could be at play. The secreted Wnt pathway antagonist DKKL1, which is normally expressed in the terminally differentiated cells of the IFE, is decreased in the *Grhl3*^*−/−*^ IFE, thereby potentially decreasing the suppression of Wnt signaling in the basal layer.

## Methods

### Mouse work

One male and one female for each genotype (WT (C57Bl/6J), *Grhl3*^*−/−*^ mice^7^) for each time point were used. Timed pregnancies were used to obtain embryos for E14.5, E16.5, and E18.5; the developmental stage of embryos was verified using external features of the embryos^35^. All experiments were performed on WT and *Grhl3*^*−/−*^ littermates from the same pregnancy. Mice were fed food and water ad libitum and maintained on a regular 12 h day/night cycle. All animal experiments were performed in accordance with Institutional Animal Care and Use Committee at University of California, Irvine (Protocol No. AUP-19-012).

### Tissue isolation

All *Grhl3*^*−/−*^ embryos displayed spina bifida. For E18.5/P0 mice, we removed approximately 6 mm radius circular sample of backskin, centered at the midline in one axis and on a line drawn between the forelimbs in the other axis. The same region of skin was microdissected for E14.5 and E16.5 embryos. This anterior location avoids skin near the spina bifida defect. For E14.5 and E16.5, the micro-dissected embryonic back skin was incubated in 2.5 U/ml Dispase (STEMCELL Technologies) in EpiLife medium (Thermo Fisher Scientific) for 2 h at room temperature (RT). The tissue were then washed with media and incubated in Accutase (STEMCELL Technologies) for 30 min at RT followed by dissociation into single cells. For P0, the back skin was incubated in 2.5 U/ml Dispase in EpiLife medium overnight. The epidermis was then manually separated from the dermis and incubated in Accutase for 30 min at RT followed by dissociation into single cells. For all time points, the dissociated cell suspension was strained with 40 µM filter and washed with media. Dead Cell Removal kit (Miltenyi Biotec) was used to remove dead cells prior to resuspension in 0.04% BSA (Thermo Fisher Scientific). Chromium Single Cell 3′ v1/v2 (10x Genomics) library preparation was then performed by the University of California, Irvine, Genomic High Throughput Facility (UCI-GHTF) according to manufacturer’s protocol.

### Immunofluorescence localization of markers

Fresh frozen OCT 10 µM sections were incubated in acetone at −20 °C for 10 min, washed with TBS, fixed in 4% PFA for 10 min, and then washed with TBS three times. Tissues were then permeabilized using TBS with 0.3% TritonX-100 for 10 min and blocked in TBS with 0.5% BSA for 1 h. Primary antibodies, Krt14 (Abcam) and Krt10 (Covance), were diluted 1:1000 and incubated overnight at 4 °C. Secondary antibodies (Abcam, Life Technologies) were diluted 1:1000 and incubated at RT for 1 h. Images were acquired using a Keyence BZ-X700 fluorescent microscope. Fiji was used for image analysis.

### RNA fluorescent in situ hybridization (RNA-FISH)

RNA-FISH was performed using the RNAscope Multiplex Fluorescent Detection Kit v1 according to manufacturer’s instructions on fresh frozen 10 µM thick OCT sections. All sections were counterstained with ProLong Gold antifade reagent with DAPI. Images were acquired on a Leica SP8 confocal microscope. To ensure that images were comparable, they were all processed the same maximum intensity projection and brightness. Three biological replicates were analyzed for each FISH staining experiment.

### Ex vivo *Grhl3*^*−/−*^ rescue experiment

P0 WT and *Grhl3*^*−/−*^ littermate dorsal back skin (12 mm in diameter, *n* = 3 each) was harvested as described above. Each piece of skin was cut in half and each half was incubated ex vivo in 100 nM Wnt-C59 small molecule inhibitor (R&D Systems, 5148) or DMSO, in 3 ml of EpiLife medium (ThermoFisher Scientific, MEPICF500) without calcium for 48 h at 37 °C. We analyzed twenty images from each biological replicate of each condition using Fiji to measure the thickness of the epidermis. We determined the average thickness of each biological replicate and used one tailed paired student’s *t*-test to calculate the *p*-value.

### Sequencing

Chromium Single Cell 3′ v1/v2 libraries were sequenced with either a Illumina HiSeq 2500 or a HiSeq4000 following the manufacturer’s protocol.

### Primary computational analysis

Raw sequencing data were demultiplexed and processed using Cellranger (10× Genomics version 2.01) using MM10 reference provided by 10× Genomics. The number of cells, mean reads per cell and median number of genes per cell for each experiments are listed in Supplementary Data 1. Cells were filtered and clustered using Seurat version 2.3.4^19^. For E14.5 and E16.5, cells with <600 and >4800 genes detected were removed. For P0, cells with <900 and >7700 genes detected were removed. For all time points, genes that are expressed in <6 cells were removed, and cells with >10% mitochondrial genes detected were removed. Raw gene-cell matrices were normalized and scaled. Percentage of mitochondrial genes, and the number of unique molecular identifiers (UMI) were regressed out using the RegressOut function. High variable genes were identified using a x.low.cutoff of 0.0125 and y.cutoff of 0.5 on mean variance dispersion plot. Data for each developmental age were integrated with canonical correlation analysis (CCA) on each biological replicate followed by alignment of subspace of each sample. Louvain clustering was then performed on the integrated samples. Single-cell consensus clustering (SC3) was carried out using *k* = 2 for basal IFE subclustering. Cell cycle analysis was carried out in Seurat using a list of cell cycle genes from the Regev laboratory^20^.

We performed integrative analysis of developing IFE cells across E14.5, E16.5, and P0 using Seurat V3 (version 3.0.1) according to its tutorial (https://satijalab.org/seurat/v3.1/integration.html). Briefly, we performed SCTransform normalization separately for each time point, selected 3000 informative features using SelectIntegrationFeatures and PrepSCTIntegration functions, and performed integration analysis for joint clustering. Cells were visualized using UMAP (Uniform Manifold Approximation and Projection) algorithm^36^. For the differential gene expression analysis of IFE cells across E14.5, E16.5, and P0, we employed the following three criteria to identify enriched genes for each developmental stage^37^: (i) the *p*-values from Wilcoxon rank-sum tests are less than 0.01, (ii) the log fold-changes are higher than 0.25, and (iii) the percentage of expressed cells in the tested developmental stage is higher than 25%. Gene Ontology enrichment analysis of the enriched genes was performed and visualized using ClusterProfiler R package^38^. The code for the integration analysis is provided in the Supplementary Software file.

### Pseudotemporal trajectory and RNA-velocity analysis

Monocle version 2.10.1 was used to construct differentiation trajectories of IFE using the highly variable genes identified from Seurat package as an ordering filter. DDRTree was used for dimension reduction. No root state is specified and ordering was done in an unsupervised manner. The *p*-value cutoff for identifying pseudotime-dependent genes was *p* < 0.01. To model gene expression changes in pseudotime, we used scEpath package^14^, which first divides the pseudotime into ten equally spaced bins. Then the expression of each gene in each bin is estimated by the trimean of the expressions of this gene across all the cells located in this bin. Furthermore, scEpath smoothens the average expression of each gene using cubic regression splines. To study the temporal patterns and functional signatures of pseudotime-dependent genes, we performed k-medoids clustering based on the smoothed gene expression profiles, using Matlab function “kmedoids” with six clusters. We then created a heatmap to show the normalized-smoothed expression pattern of pseudotime-dependent genes. Genes within this heatmap were ordered such that nearest neighbors have similar expression profiles and genes within each cluster were ordered according to expression peak. The average expression pattern of each cluster is calculated by the trimean of smoothed expressions of all the genes in that cluster. For the pseudotemporal trajectory analysis of developing IFE across E14.5, E16.5, and P0, we projected cells into a low-dimensional space using a diffusion-based manifold learning approach PHATE^39^, with an input of the corrected data matrix from the integration analysis using Seurat V3. We then calculated the pseudotime of individual cells, identified the pseudotime-dependent genes and visualized pseudotemporal gene dynamics using scEpath package. Of note, the calculated pseudotime values were scaled ranging from 0 to 1. To discover key transcription factor programs responsible for cell states and state transitions during development, the transcription factors responsible for cell state transitions during epidermal differentiation were identified from the set of pseudotime-dependent genes based on the transcription factors annotated in AnimalTFDB^40^.

RNA-velocity analysis was performed using the velocyto pipeline (https://github.com/velocyto-team/velocyto.R)^21^. The “run10x” function was used on Cellranger ouputs to generate the loom files using default parameters, mm10 gtf file provided by 10× Genomics and repeat mask gtf file from the UCSC Genome Browser. For the RNA velocity estimation, we used the standard R implementation of velocyto and only considered cells that were part of the pseudotime. The cell-to-cell distance matrix was calculated based on the PCA embedding. RNA velocity was estimated using gene-relative model with *k*-nearest neighbor cell pooling (*k* = 20). Embeddings from PCA and Monocle pseudotime analysis were used for velocity field projections.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Software

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The scRNA-seq data from this work have been deposited in the GEO database under the accession code GSE154579.

## References

[1] Cheng JB (2018). Transcriptional programming of normal and inflamed human epidermis at single-cell resolution. Cell Rep..

[2] Joost S (2016). Single-cell transcriptomics reveals that differentiation and spatial signatures shape epidermal and hair follicle heterogeneity. Cels..

[3] Fan X (2018). Single cell and open chromatin analysis reveals molecular origin of epidermal cells of the skin. Dev. Cell.

[4] Joost S (2018). Single-cell transcriptomics of traced epidermal and hair follicle stem cells reveals rapid adaptations during wound healing. Cell Rep..

[5] Haensel D (2020). Defining epidermal basal cell states during skin homeostasis and wound healing using single-cell transcriptomics. Cell Rep..

[6] Watt FM (1983). Involucrin and other markers of keratinocyte terminal differentiation. J. Investig. Dermatol..

[7] Yu Z (2006). The Grainyhead-like epithelial transactivator Get-1/Grhl3 regulates epidermal terminal differentiation and interacts functionally with LMO4. Dev. Biol..

[8] Ting SB (2005). A homolog of drosophila grainy head is essential for epidermal integrity in mice. Science.

[9] Ashburner M (2000). Gene ontology: tool for the unification of biology. Nat. Genet..

[10] Gene Ontology Consortium. The Gene Ontology resource: 20 years and still Going strong. *Nucleic Acids Res.***47**, D330–D338 (2019).10.1093/nar/gky1055PMC632394530395331

[11] Qiu X (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat. Methods.

[12] Simpson CL, Patel DM, Green KJ (2011). Deconstructing the skin: cytoarchitectural determinants of epidermal morphogenesis. Nat. Rev. Mol. Cell Biol..

[13] Schweizer J, Kinjo M, Fürstenberger G, Winter H (1984). Sequential expression of mRNA-encoded keratin sets in neonatal mouse epidermis: basal cells with properties of terminally differentiating cells. Cell.

[14] Jin S, MacLean AL, Peng T, Nie Q (2018). scEpath: energy landscape-based inference of transition probabilities and cellular trajectories from single-cell transcriptomic data. Bioinformatics.

[15] Kiselev VY (2017). SC3: consensus clustering of single-cell RNA-seq data. Nat. Methods.

[16] Lim X (2013). Interfollicular epidermal stem cells self-renew via autocrine Wnt signaling. Science.

[17] Choi YS (2013). Distinct functions for Wnt/β-catenin in hair follicle stem cell proliferation and survival and interfollicular epidermal homeostasis. Cell Stem Cell.

[18] Nusse R, Clevers H (2017). Wnt/β-catenin signaling, disease, and emerging therapeutic modalities. Cell.

[19] Butler A, Hoffman P, Smibert P, Papalexi E, Satija R (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. Nat. Biotechnol..

[20] Tirosh I (2016). Dissecting the multicellular ecosystem of metastatic melanoma by single-cell RNA-seq. Science.

[21] Manno GL (2018). RNA velocity of single cells. Nature.

[22] Svensson V, Pachter L (2018). RNA velocity: molecular kinetics from single-cell RNA-Seq. Mol. Cell.

[23] Niehrs C (2006). Function and biological roles of the Dickkopf family of Wnt modulators. Oncogene.

[24] Gordon WM (2014). A GRHL3-regulated repair pathway suppresses immune-mediated epidermal hyperplasia. J. Clin. Invest..

[25] Wuidart A (2016). Quantitative lineage tracing strategies to resolve multipotency in tissue-specific stem cells. Genes Dev..

[26] Tumbar T (2004). Defining the epithelial stem cell niche in skin. Science.

[27] Sada A (2016). Defining the cellular lineage hierarchy in the interfollicular epidermis of adult skin. Nat. Cell Biol..

[28] Gomez C (2013). The interfollicular epidermis of adult mouse tail comprises two distinct cell lineages that are differentially regulated by Wnt, Edaradd, and Lrig1. Stem Cell Rep..

[29] Doupé DP, Jones PH (2012). Interfollicular epidermal homeostasis: dicing with differentiation. Exp. Dermatol..

[30] Rompolas P (2016). Spatiotemporal coordination of stem cell commitment during epidermal homeostasis. Science.

[31] Doupé DP, Klein AM, Simons BD, Jones PH (2010). The ordered architecture of murine ear epidermis is maintained by progenitor cells with random fate. Dev. Cell.

[32] Klein RH (2017). GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states. PLoS Genet..

[33] Li J (2019). HNRNPK maintains epidermal progenitor function through transcription of proliferation genes and degrading differentiation promoting mRNAs. Nat. Commun..

[34] Noutsou M (2017). The cohesin complex is necessary for epidermal progenitor cell function through maintenance of self-renewal genes. Cell Rep..

[35] Richardson L (2014). EMAGE mouse embryo spatial gene expression database: 2014 update. Nucleic Acids Res..

[36] McInnes L, Healy J, Saul N, Großberger L (2018). UMAP: uniform manifold approximation and projection. J. Open Source Softw..

[37] Jin S, Zhang L, Nie Q (2020). scAI: an unsupervised approach for the integrative analysis of parallel single-cell transcriptomic and epigenomic profiles. Genome Biol..

[38] Yu G, Wang L-G, Han Y, He Q-Y (2012). clusterProfiler: an R Package for comparing biological themes among gene clusters. OMICS.

[39] Moon KR (2019). Visualizing structure and transitions in high-dimensional biological data. Nat. Biotechnol..

[40] Zhang H-M (2015). AnimalTFDB 2.0: a resource for expression, prediction and functional study of animal transcription factors. Nucleic Acids Res..

# Supplementary material for: Murine interfollicular epidermal differentiation is gradualistic with GRHL3 controlling progression from stem to transition cell states
**Source:** Nat Commun. 2020 Oct 28;11:5434. doi: 10.1038/s41467-020-19234-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Murine Interfollicular epidermal differentiation is gradualistic with GRHL3  
controlling progression from stem to transition cell states**

**Supplementary Informations**

**Lin et al.**

Supplementary Figure 1

A

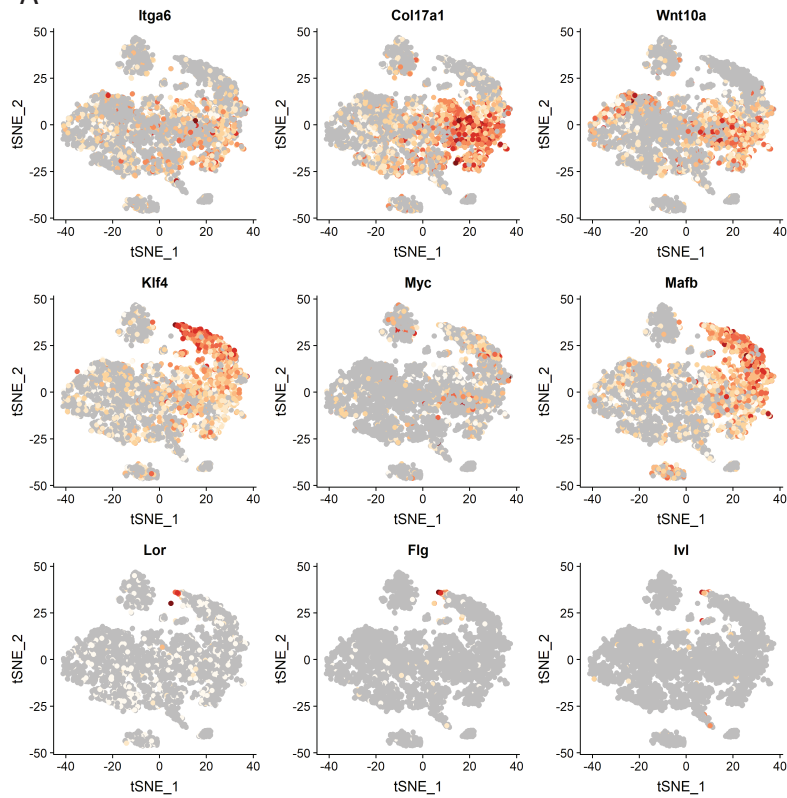

C

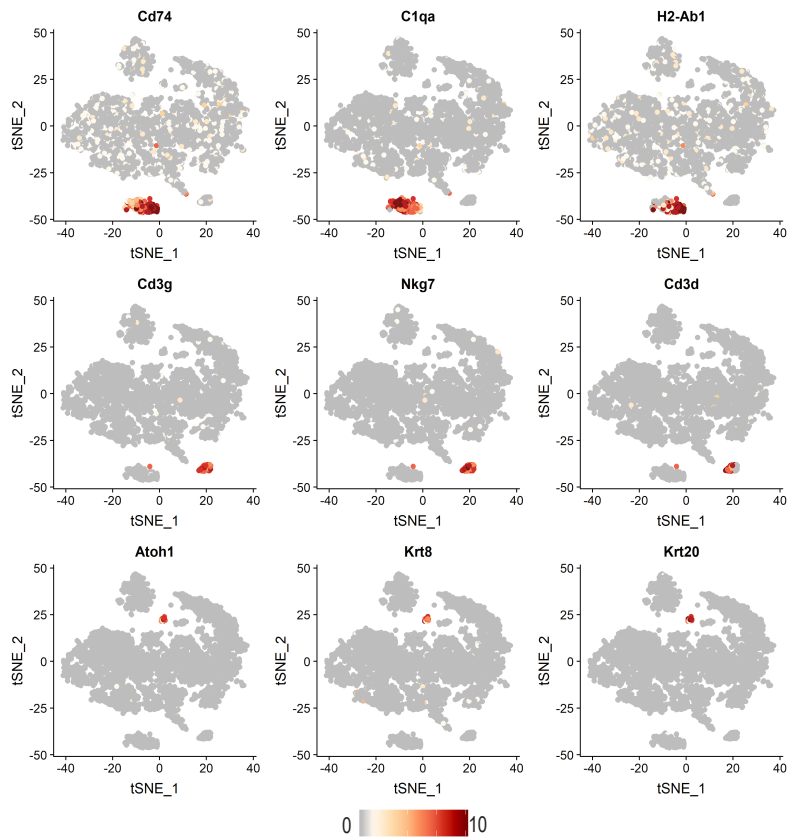

B

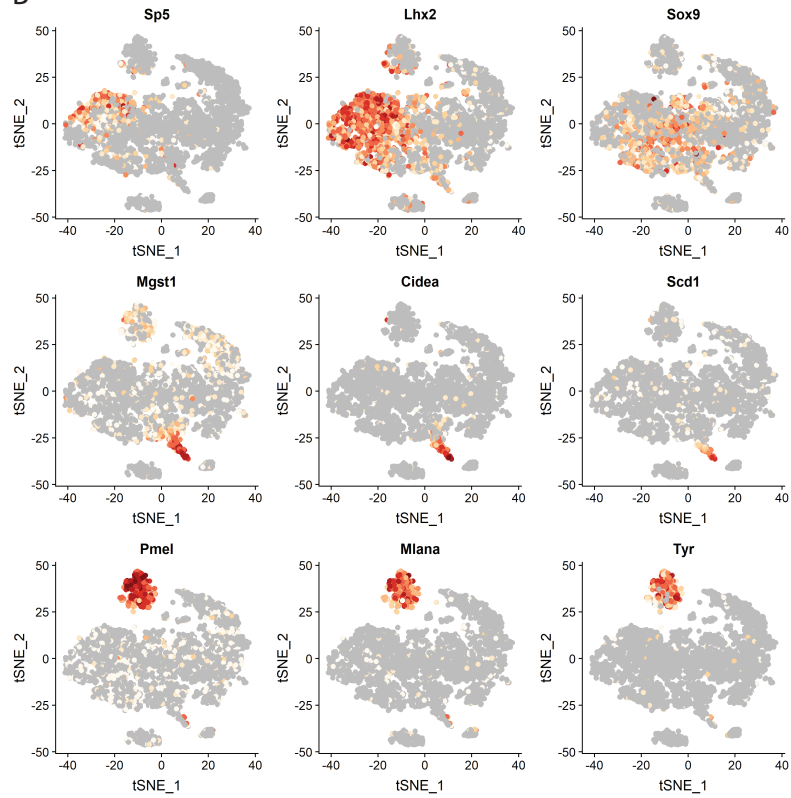

D

|                                                          | fold Enrichment | p-value  |
|----------------------------------------------------------|-----------------|----------|
| GO biological process complete                           |                 |          |
| keratinocyte proliferation (GO:0043616)                  | 48.03           | 1.52E-02 |
| labyrinthine layer morphogenesis (GO:0060713)            | 28.91           | 8.81E-03 |
| skin development (GO:0043588)                            | 7.68            | 6.20E-04 |
| cell-cell signaling by wnt (GO:0198738)                  | 7.21            | 4.05E-03 |
| Wnt signaling pathway (GO:0016055)                       | 7.21            | 4.05E-03 |
| epidermis development (GO:0008544)                       | 6.53            | 1.06E-02 |
| cell-cell adhesion (GO:0098609)                          | 5.88            | 3.57E-03 |
| regulation of epithelial cell proliferation (GO:0050678) | 5.85            | 1.06E-02 |
| morphogenesis of an epithelium (GO:0002009)              | 5.53            | 1.32E-04 |

E

|                                                        | Fold Enrichment | p-value  |
|--------------------------------------------------------|-----------------|----------|
| GO biological process complete                         |                 |          |
| keratinocyte differentiation (GO:0030216)              | 8.91            | 3.53E-02 |
| epidermal cell differentiation (GO:0009913)            | 7.38            | 1.18E-02 |
| skin development (GO:0043588)                          | 6.78            | 2.55E-04 |
| epidermis development (GO:0008544)                     | 6.74            | 8.72E-05 |
| epithelium development (GO:0060429)                    | 2.88            | 3.15E-02 |
| regulation of cell proliferation (GO:0042127)          | 2.45            | 2.02E-02 |
| negative regulation of cellular process (GO:0048523)   | 1.76            | 2.00E-02 |
| negative regulation of biological process (GO:0048519) | 1.7             | 2.74E-02 |

F.

|                                                         | Fold Enrichment | p-value  |
|---------------------------------------------------------|-----------------|----------|
| GO biological process complete                          |                 |          |
| desmosome organization (GO:0002934)                     | 27.9            | 1.09E-02 |
| establishment of skin barrier (GO:0061436)              | 18.6            | 1.23E-03 |
| regulation of water loss via skin (GO:0033561)          | 15.63           | 3.91E-03 |
| keratinization (GO:0031424)                             | 14.77           | 1.44E-04 |
| icosanoid biosynthetic process (GO:0046456)             | 12.6            | 1.61E-02 |
| water homeostasis (GO:0030104)                          | 10.92           | 1.81E-03 |
| multicellular organismal water homeostasis (GO:0050891) | 10.89           | 8.73E-03 |
| sphingolipid biosynthetic process (GO:0030148)          | 8.37            | 1.59E-02 |
| keratinocyte differentiation (GO:0030216)               | 6.84            | 8.48E-04 |
| fatty acid biosynthetic process (GO:0006633)            | 6.75            | 9.35E-03 |

**Supplementary Fig. 1. Single cell RNA-seq (scRNA-seq) captures P0 mouse epidermal cell heterogeneity. Related to Figure 1.**

**A)** Expression of canonical basal (*Itga6*, *Col17a1*, *Wnt10a*), differentiated (*Klf4*, *Myc*, *Mafb*), and terminally differentiated (*Lor*, *Flg*, *Ivl*) IFE markers. **B)** Expression of hair follicle (*Sp5*, *Lhx2*, *Sox9*), sebaceous gland (*Mgst1*, *Cidea*, *Scd1*), and melanocyte (*Pmel*, *Mlana*, *Tyr*) markers. **C)** Expression of Langerhans cell (*Cd74*, *C1qa*, *H2-Ab1*), T-cell (*Cd3g*, *Nkg7*, *Cd3d*), and Merkel cell (*Atoh1*, *Krt8*, *Krt20*) markers. **D-F)** GO enrichment categories with fold enrichment and p-value for the marker genes of the basal (D), transition (E), and differentiated (F) IFE populations.

Supplementary Figure 2

A

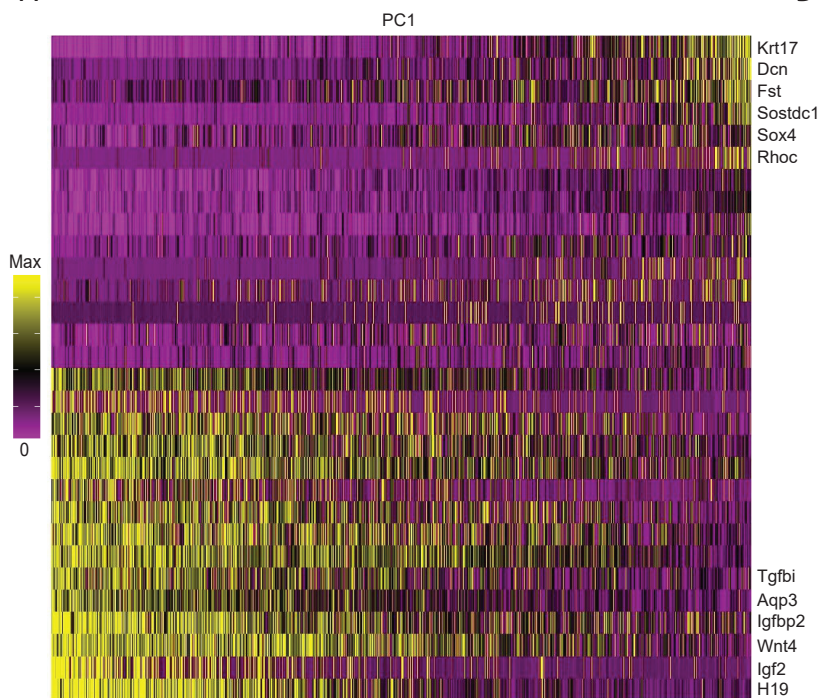

B

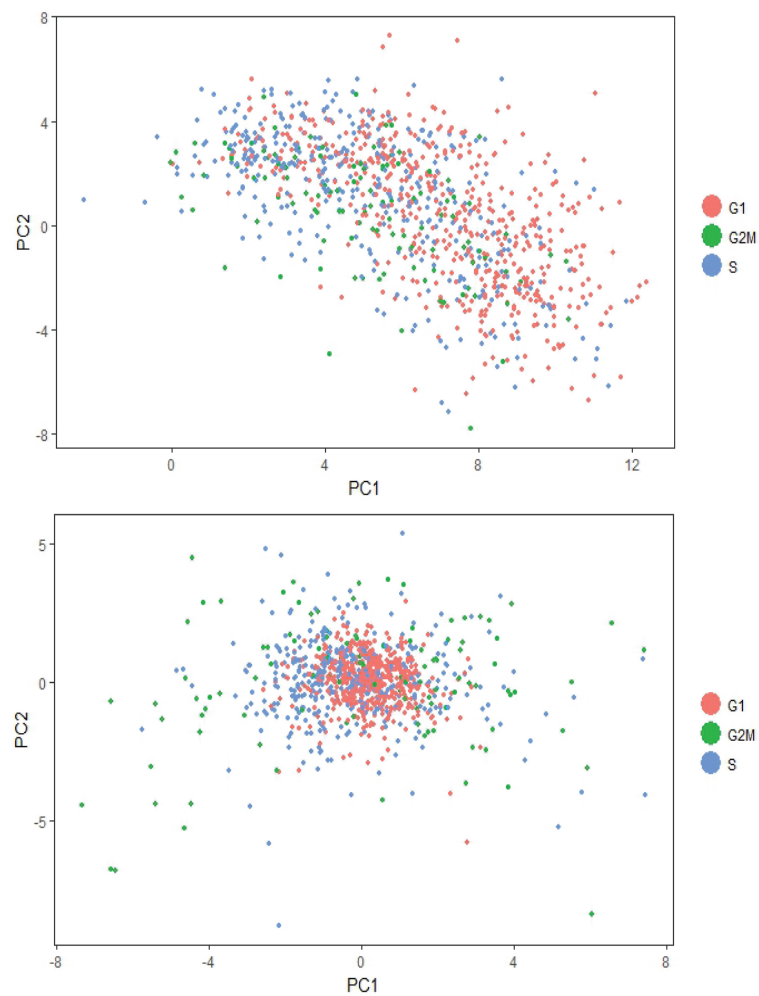

C

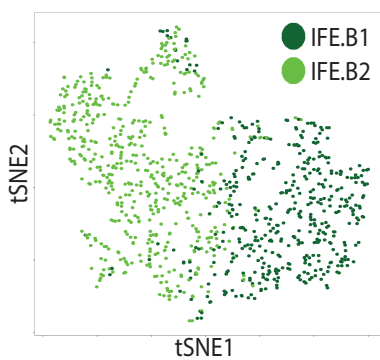

E

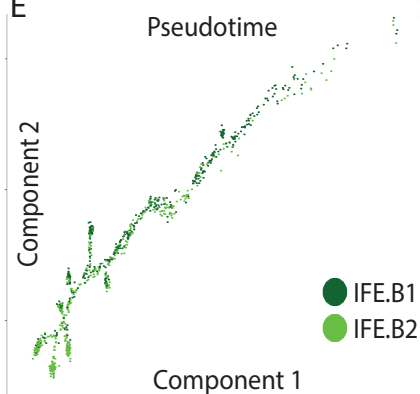

D

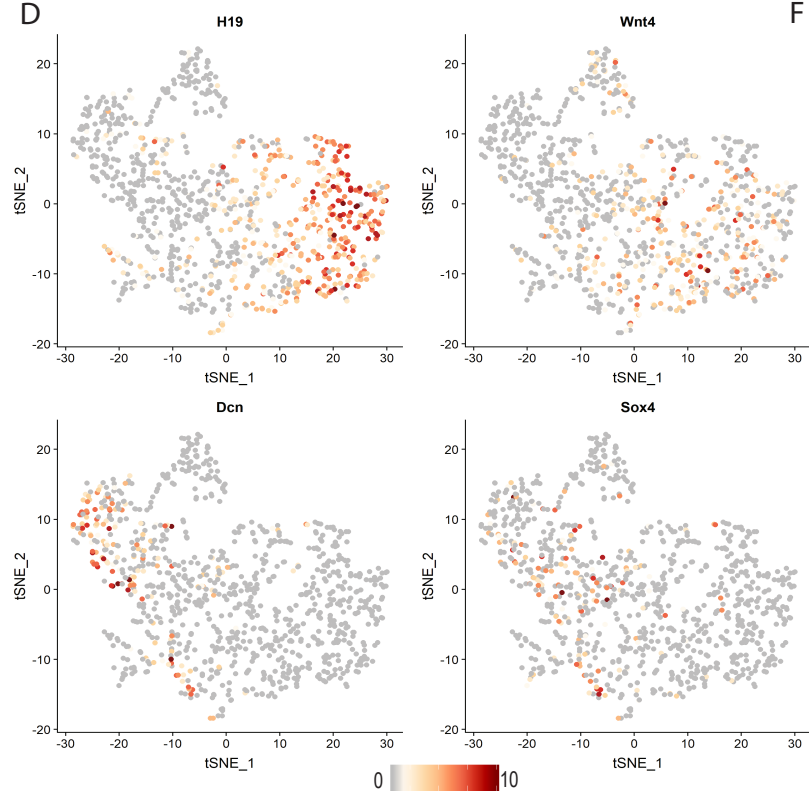

F

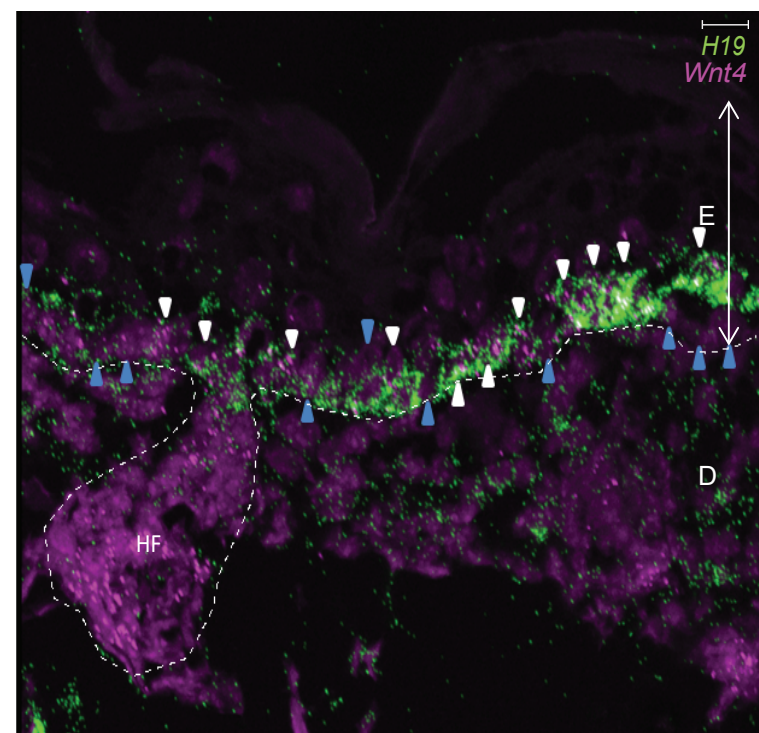

**Supplementary Fig. 2. The P0 interfollicular epidermis (IFE) is composed of two basal cell populations. Related to Figure 2.**

**A)** A heatmap showing expression of top loading genes in PC1 for PCA analysis of all basal IFE cells. **B)** PCA analysis of all basal IFE cells using cell cycle genes. Inferred cell cycle phases are projected onto the PCA plot prior (top) and after (bottom) the effect of cell cycle genes were regressed out. **C)** tSNE result of all basal IFE cells after cell cycle genes were regressed out. The two basal IFE clusters identified in Fig. 1A are projected onto the plot. **D)** Expression level of the basal subcluster markers *H19* and *Wnt4* (IFE.B1) and *Dcn* and *Sox4* (IFE.B2) projected onto the tSNE plot in panel C. **E)** Pseudotime trajectory of all basal IFE cells with the identity of the two basal subclusters projected onto the trajectory. **F)** RNA-FISH of *H19* (green) and *Wnt4* (purple). White arrowheads point to *Wnt4*-high cells and blue arrows point to *Wnt4*-low cells; high *Wnt4* expression coincides with high *H19* expression. Broken white line traces basal lamina. E, epidermis; D, dermis; HF, hair follicle, representative image for N = 5, Scale bar = 10  $\mu$ m.

Supplementary Figure 3

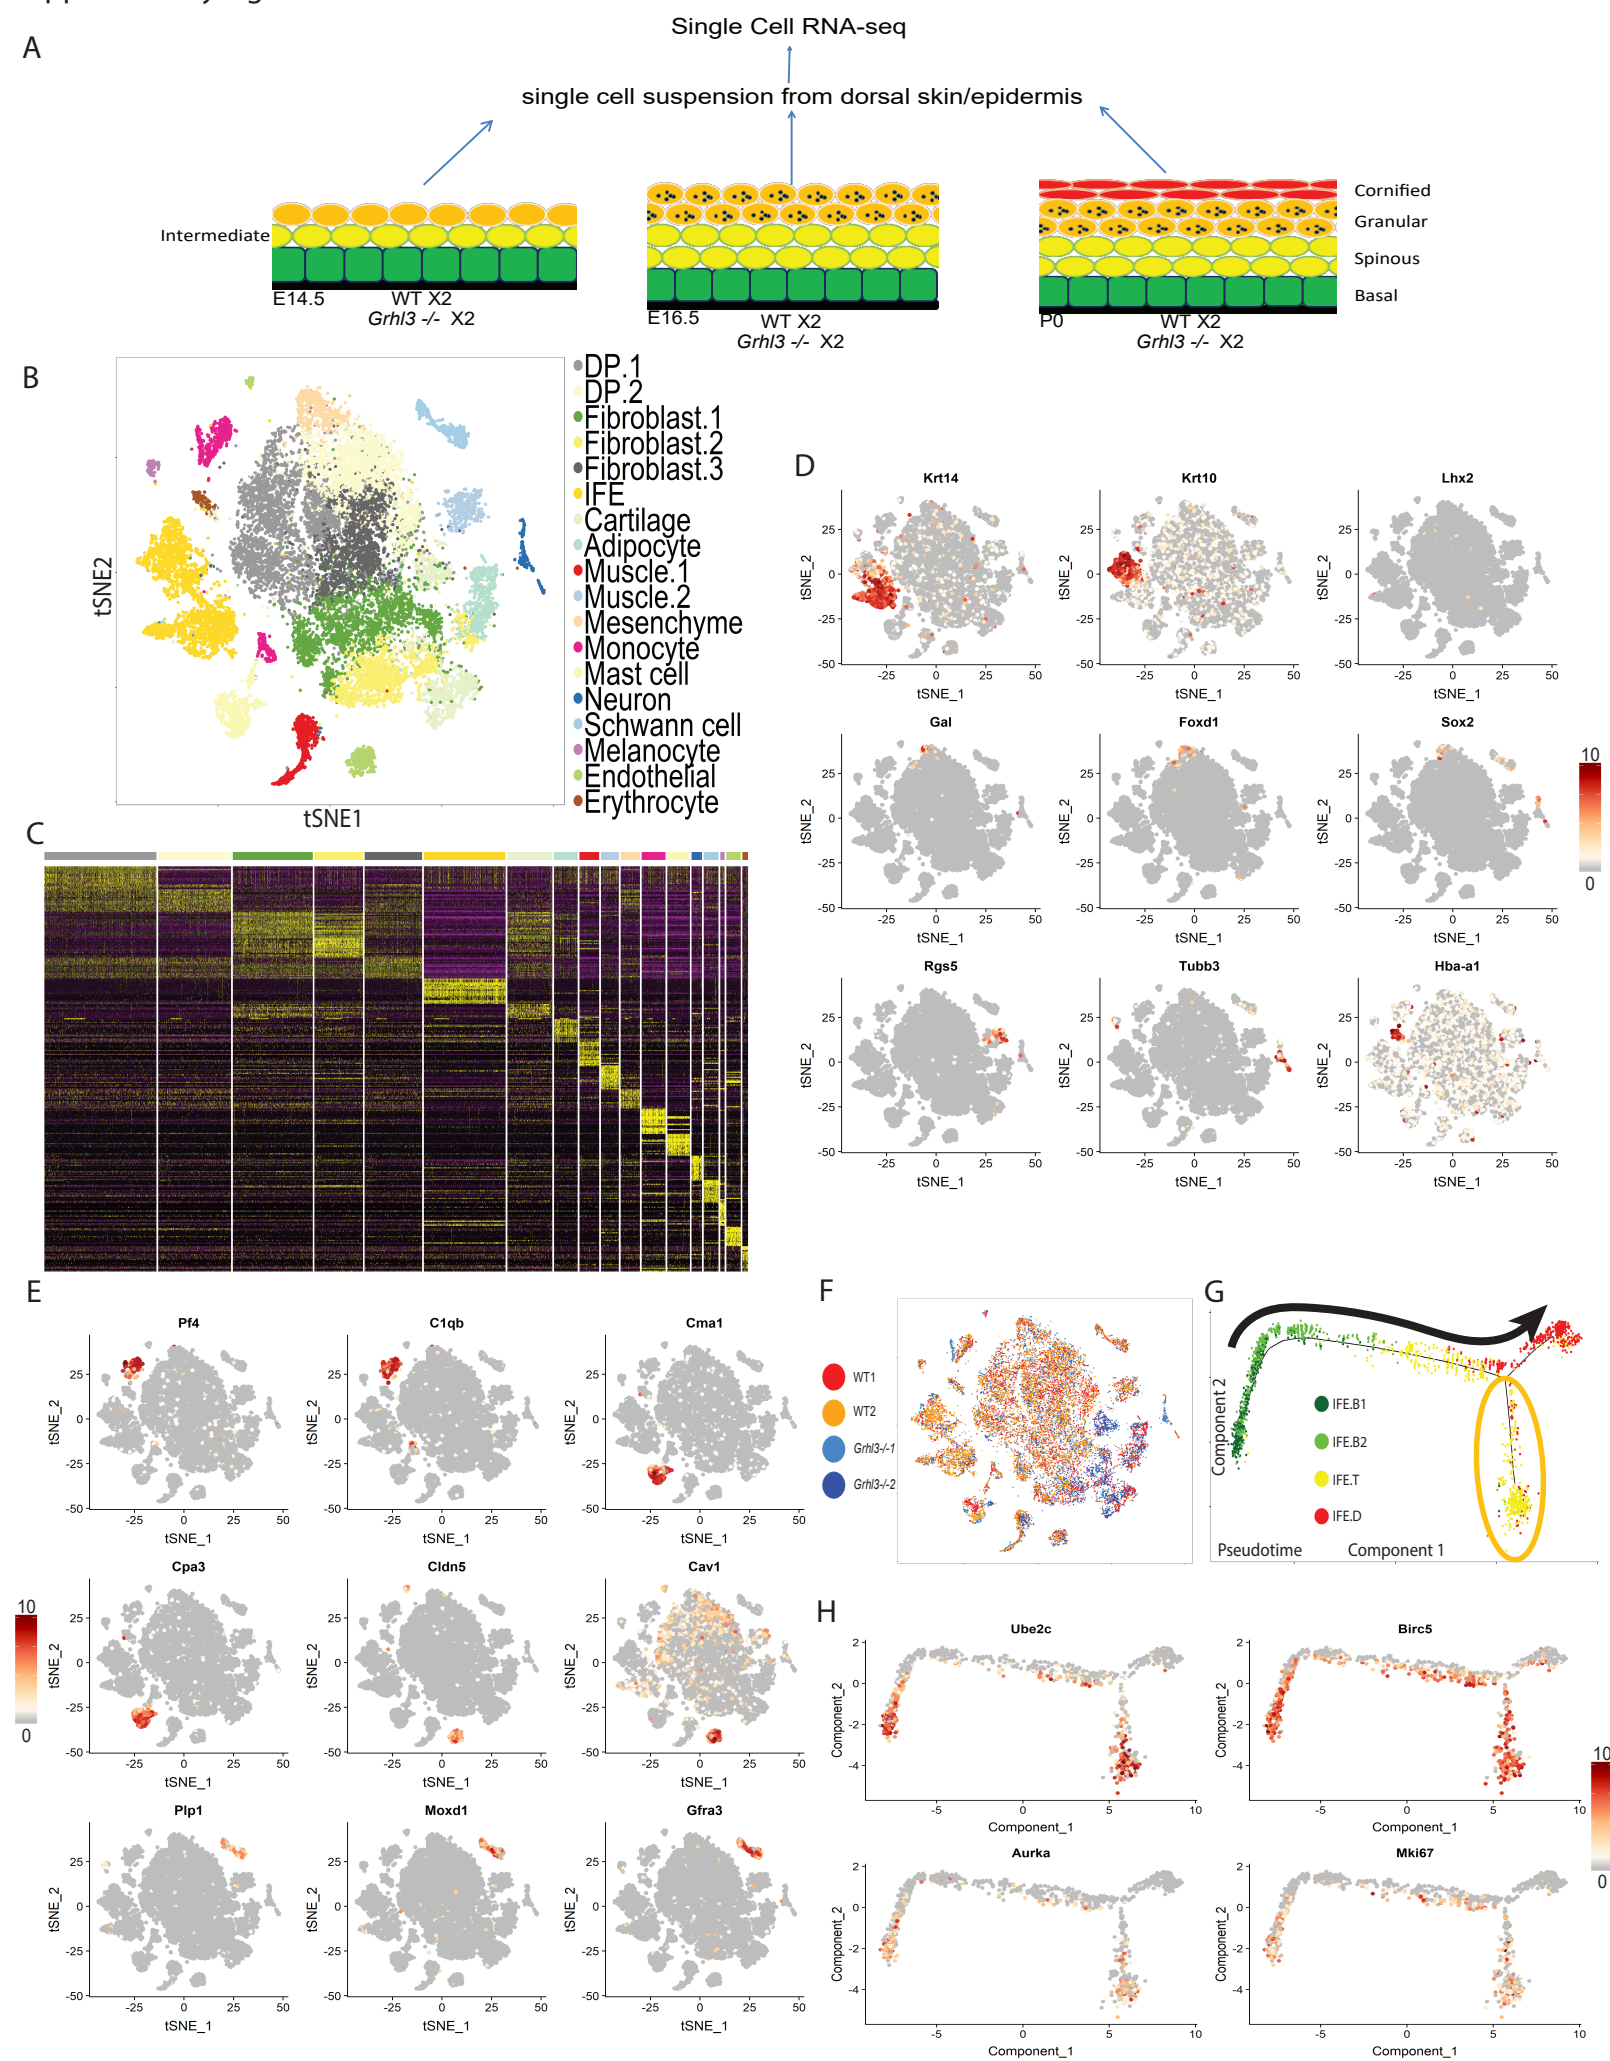

**Supplementary Fig. 3. The IFE differentiation program is established at E14.5 with intermediate layer present. Related to Figure 3.**

**A)** Experimental scheme for single cell RNA-seq experiments. E14.5, E16.5 skin and P0 epidermis cells in two WT and two *Grhl3*<sup>-/-</sup> littermates at each time point were collected to generate single cell suspension for scRNA-seq using 10X Genomics Chromium. An additional WT P0 mouse epidermis was also analyzed (Figs. 1-2). **B)** tSNE plot of E14.5 (WT1, WT2, *Grhl3*<sup>-/-</sup>1, *Grhl3*<sup>-/-</sup>2) skin cells. **C)** Heatmap showing expression of marker genes for each population in panel A. Gene lists in Supplementary Table 1. **D)** Expression of basal IFE (*Krt14*), suprabasal IFE (*Krt10*), hair follicle (*Lhx2*), mesenchyme (*Gal*, *Foxd1*), astrocyte (*Sox2*), muscle (*Rgs5*) neuron (*Tubb3*) and erythrocyte (*Hba-a1*) markers projected onto tSNE. **E)** Expression level of monocyte (*Pf4*, *C1qb*), mast cell (*Cma1*, *Cpa3*), endothelial cell (*Cldn5*, *Cav1*), and Schwann cell (*Plp1*, *Moxd1*, *Gfra3*) markers projected onto tSNE. **F)** Genotype of each cell projected onto the tSNE plot shown in panel A. **G)** Pseudotime differentiation trajectory of E14.5 IFE cells. The trajectory is consistent with IFE differentiation, going from basal to transition to differentiated cells (arrow); also, the transition population (presumed intermediate layer keratinocytes) forms a branch, apparently due to high cell proliferation; highlighted with the orange circle. **H)** Expression levels of proliferation markers *Ube2c*, *Birc5*, *Aurka*, and *Mki67* projected onto pseudotime trajectory in panel G. IFE.B and IFE.T cells are highly proliferative.

Supplementary Figure 4

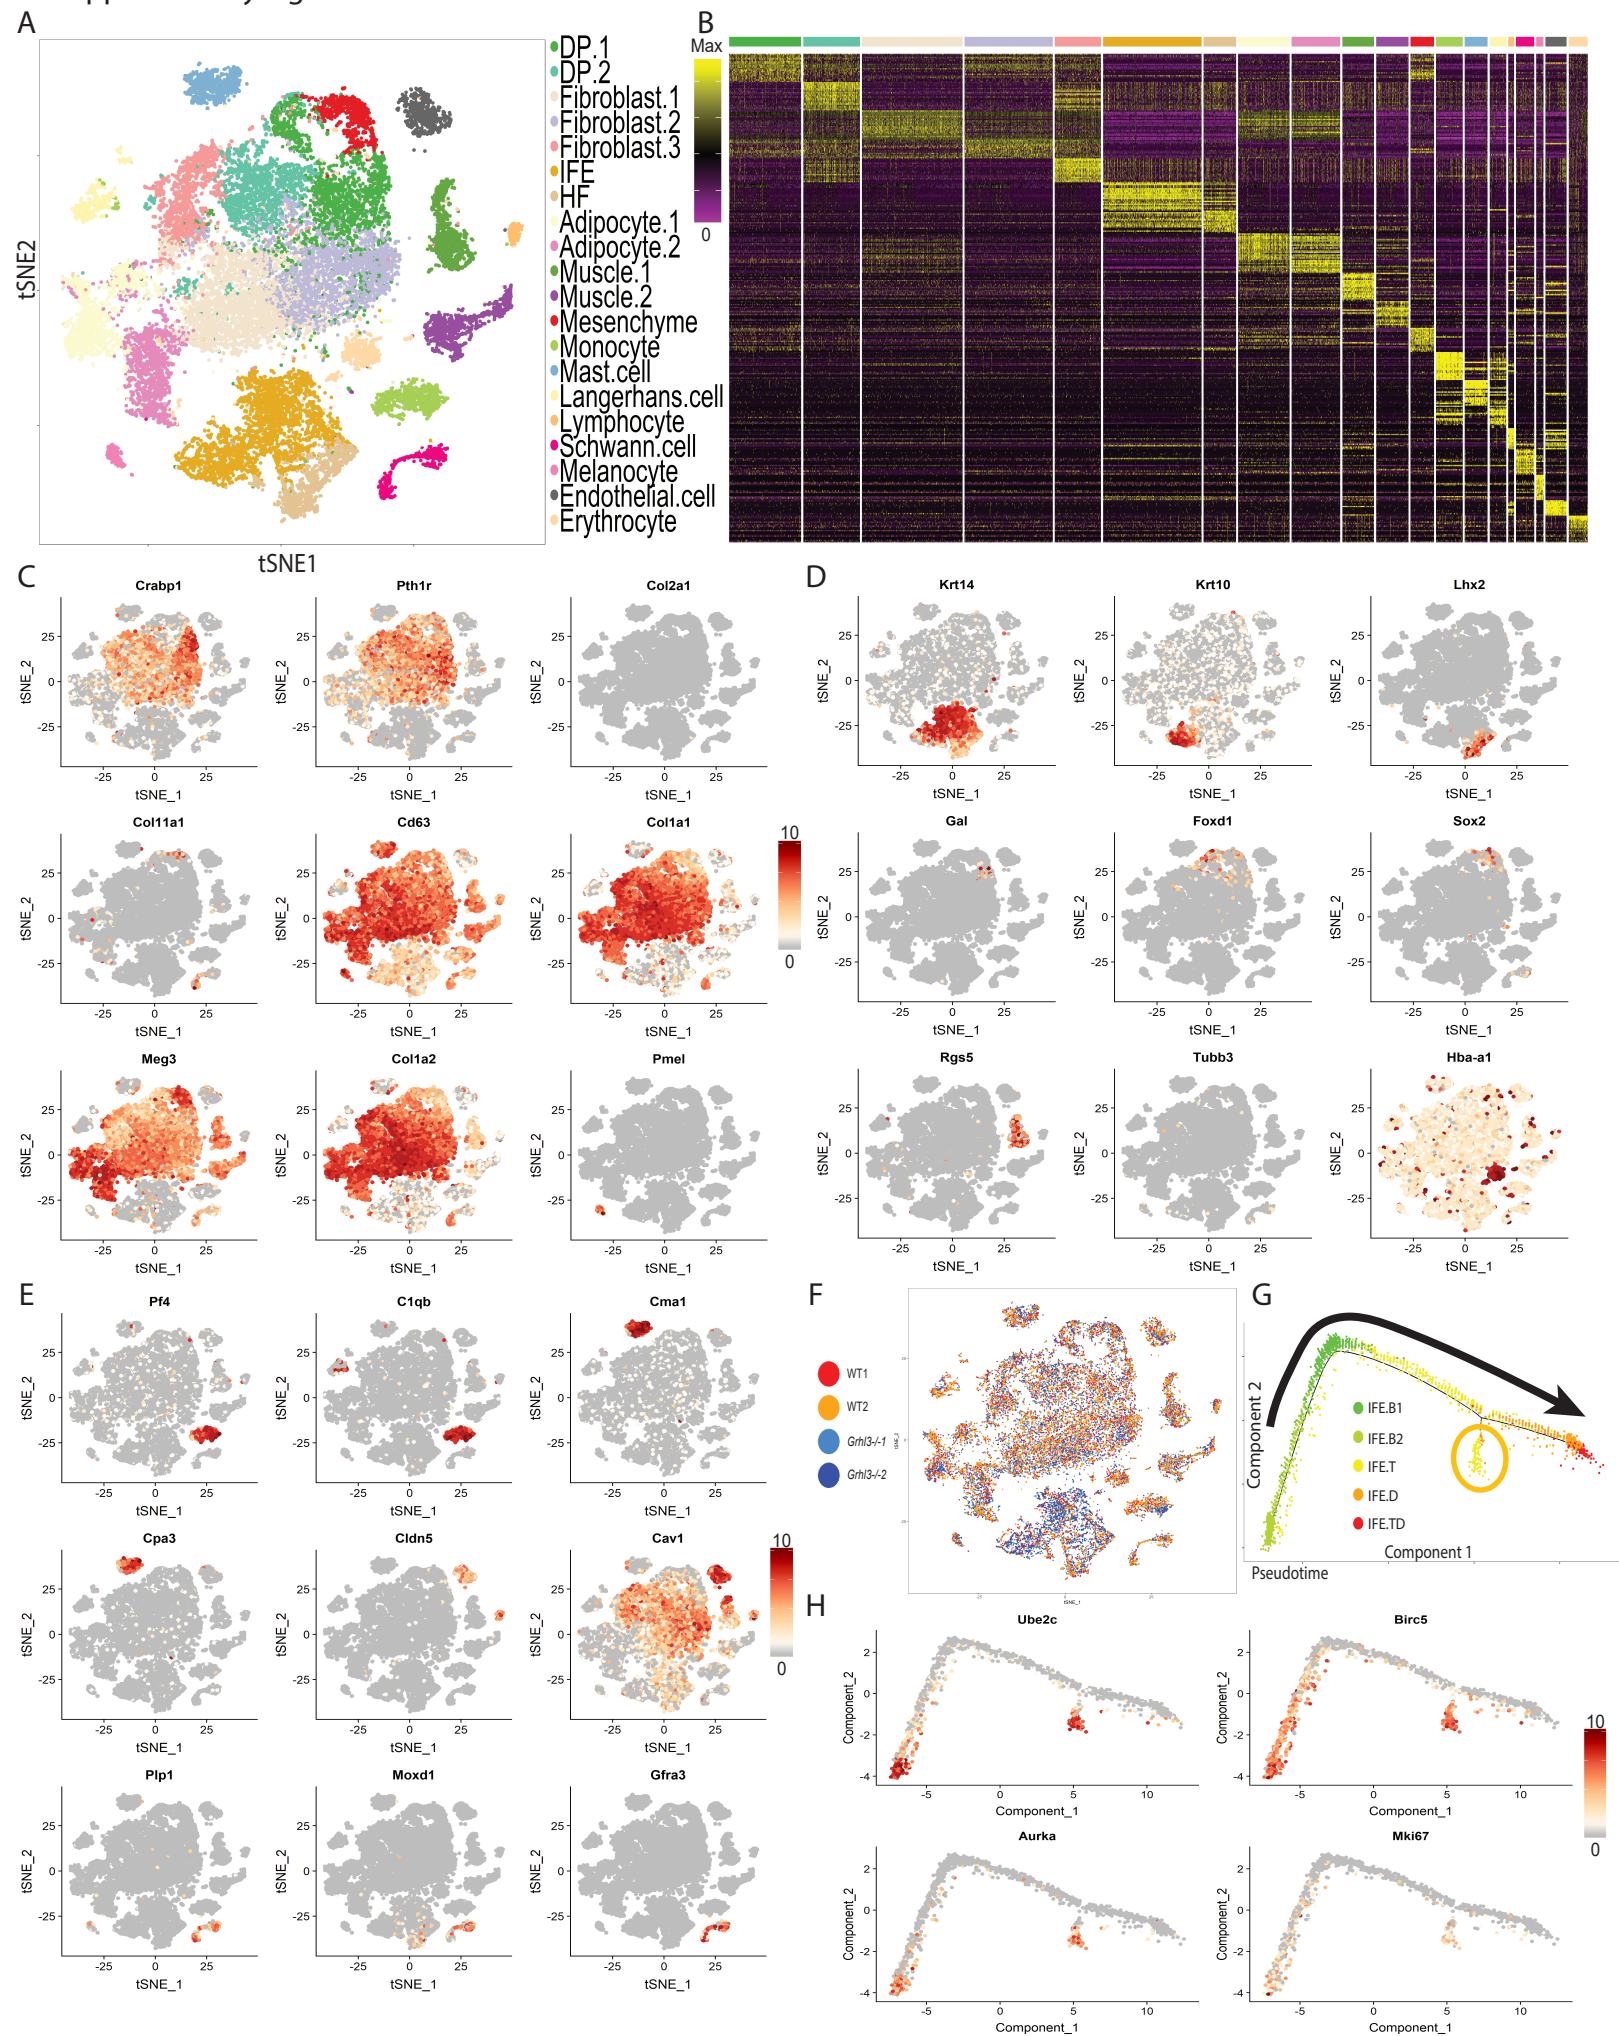

**Supplementary Fig. 4. E16.5 mouse whole skin cellular heterogeneity shows decreased proliferating intermediate layer. Related to Figure 3**

**A)** tSNE plot of E16.5 (WT1, WT2, *Grhl3*<sup>-/-1</sup>, *Grhl3*<sup>-/-2</sup>) skin cell populations. **B)** Heatmap showing expression of marker genes for each population in panel A. Gene lists in Supplementary Table 1. **C)** Expression level of dermal papillae (*Crabp1*, *Pth1r*), cartilage (*Col2a1*, *Col11a1*), dermal fibroblast (*Cd63*, *Col1a1*, *Meg3*, *Col1a2*) and melanocytes (*Pmel*) markers projected onto tSNE. **D)** Expression of basal IFE (*Krt14*), suprabasal IFE (*Krt10*), hair follicle (*Lhx2*), mesenchyme (*Gal*, *Foxd1*), astrocytes (*Sox2*), muscle (*Rgs5*) neuron (*Tubb3*) and erythrocyte (*Hba-a1*) markers projected onto tSNE. **E)** Expression level of monocytes (*Pf4*, *C1qb*), mast cells (*Cma1*, *Cpa3*), endothelial cells (*Cldn5*, *Cav1*), and Schwann cell (*Plp1*, *Moxd1*, *Gfra3*) markers projected onto tSNE. **F)** Genotype of each cell projected onto the tSNE plot shown in panel A. **G)** Pseudotime differentiation trajectory of E16.5 IFE cells. The trajectory is consistent with IFE differentiation, going from basal to transition to differentiated cells (arrow); also, the transition population (presumed intermediate layer keratinocytes) forms a small branch, apparently due to high cell proliferation; highlighted with the orange circle. **H)** Expression level of proliferation markers *Ube2c*, *Birc5*, *Aurka*, and *Mki67* projected onto pseudotime trajectory in panel G. IFE.B and IFE.T cells are highly proliferative.

Supplementary Figure5

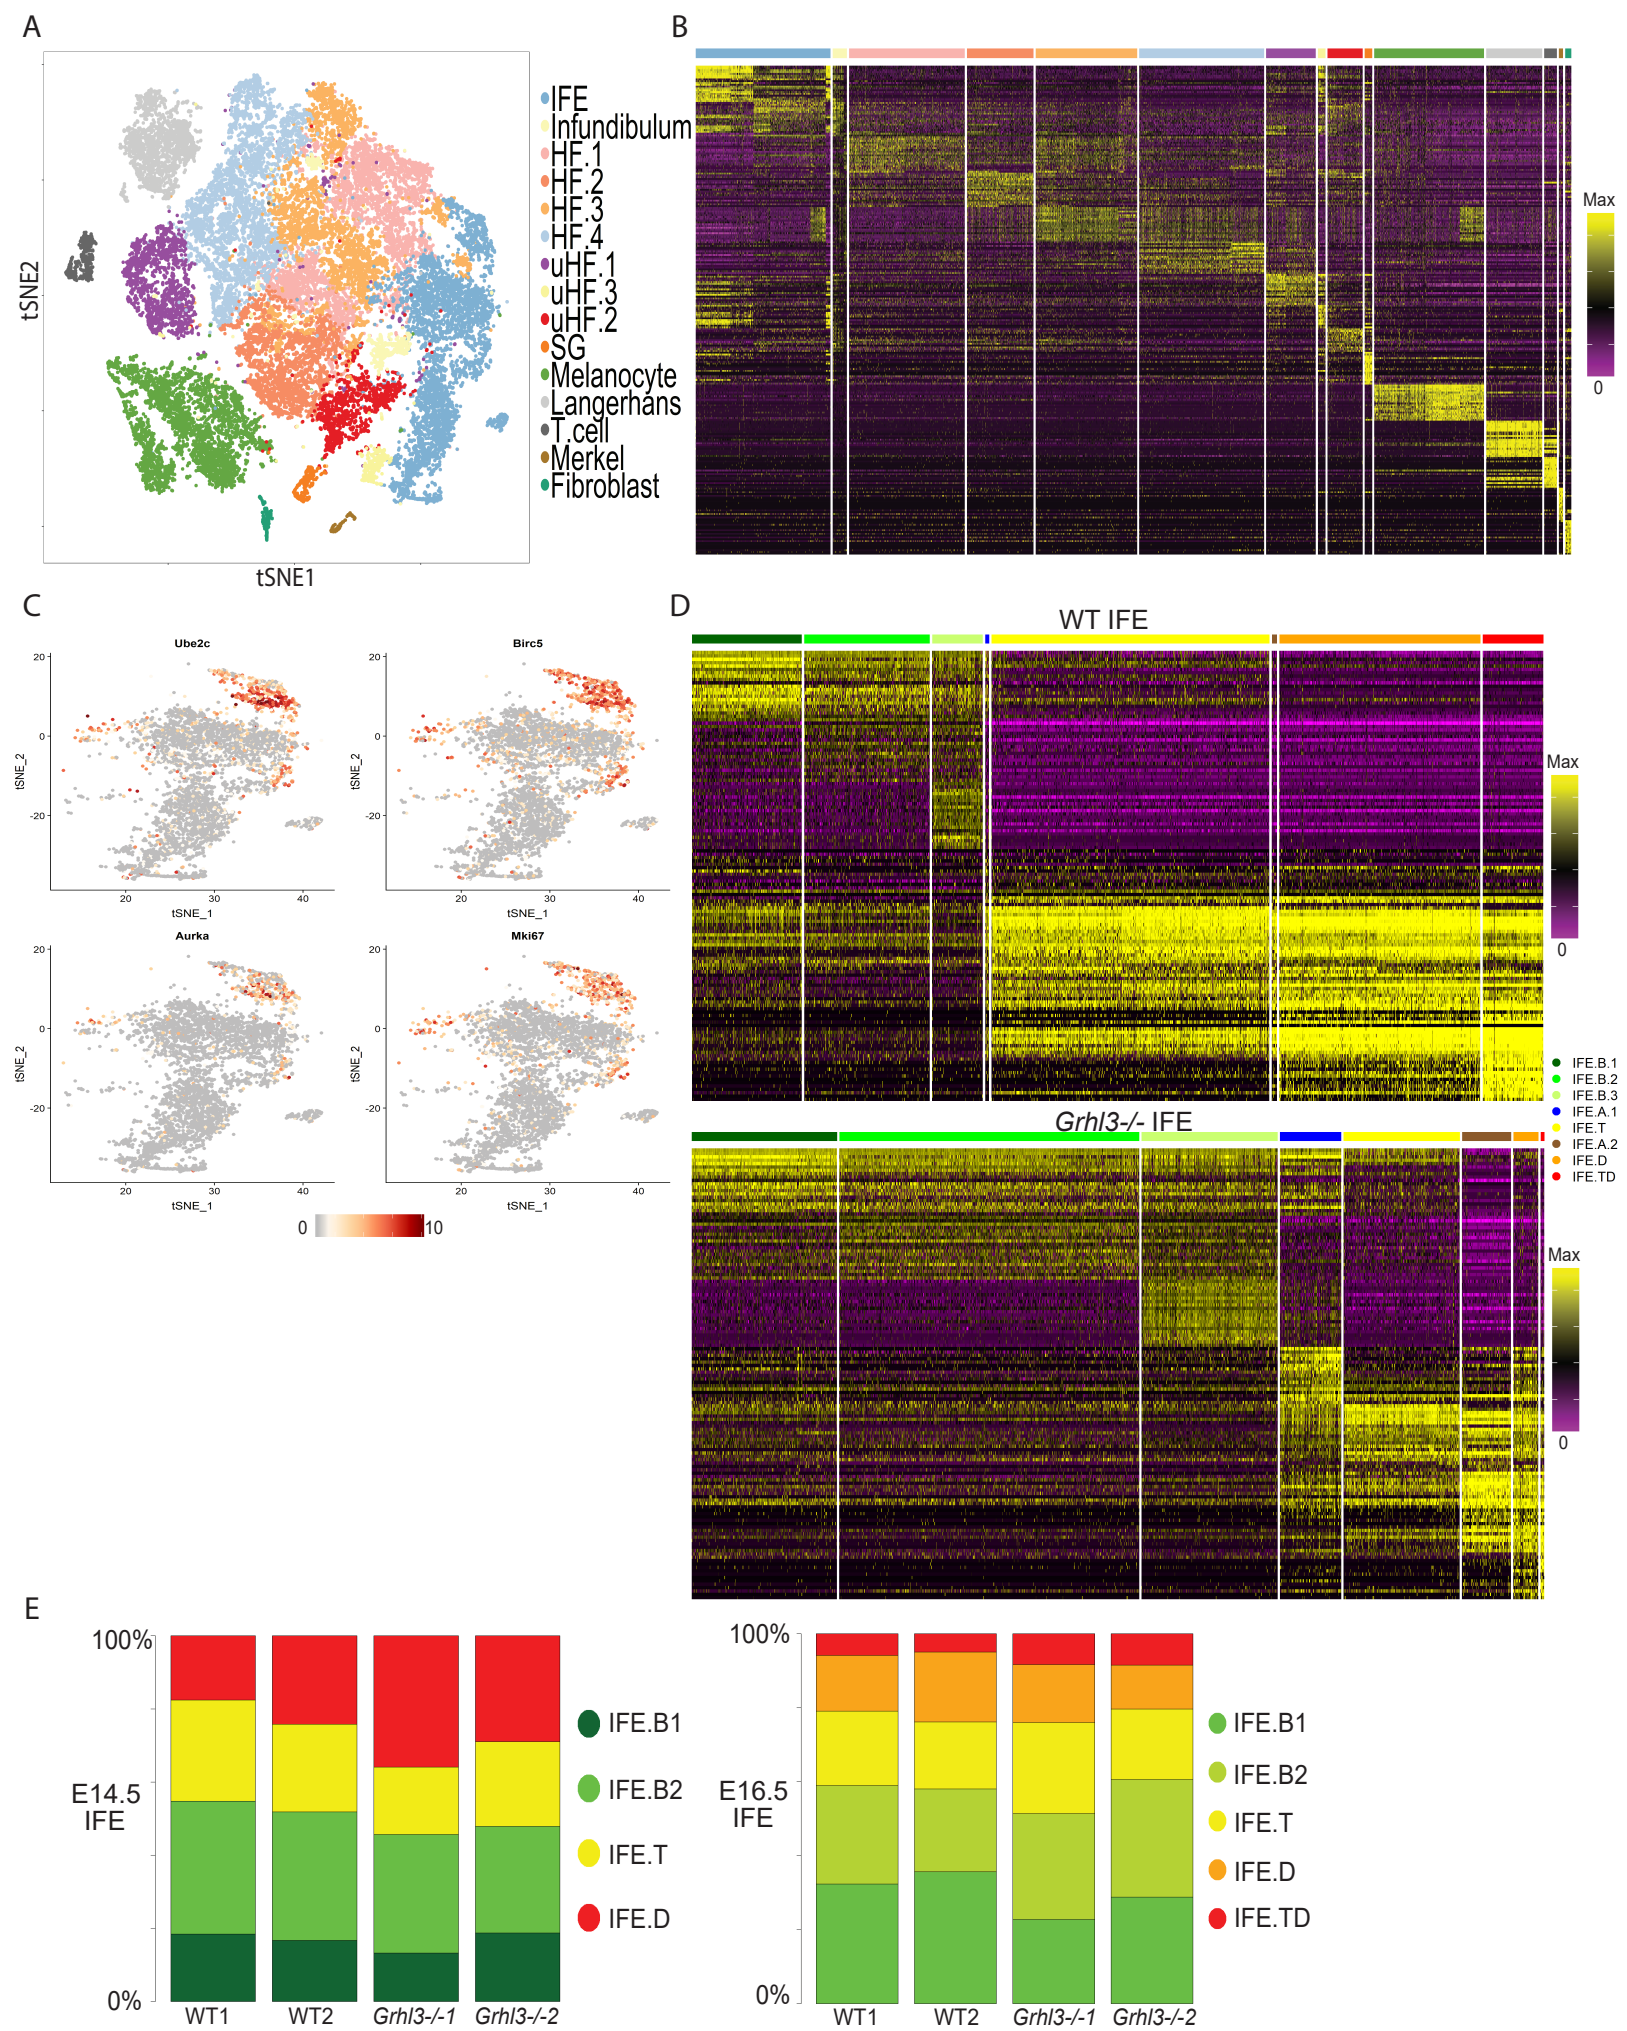

**Supplementary Fig. 5. P0 epidermal heterogeneity shows significant difference in IFE population composition. Related to Figure 4.**

**A)** tSNE plot of P0 (WT1, WT2, *Grhl3*<sup>-/-</sup>1, *Grhl3*<sup>-/-</sup>2) epidermis cell populations. **B)** Heatmap showing expression of marker genes for each population in panel A. Gene lists in Supplementary Table 1. **C)** Expression level of cell proliferation genes *Ube2c*, *Birc5*, *Aurka*, and *Mki67* projected onto IFE's tSNE plot in Fig. 4A. **D)** Heatmap showing the expression of IFE subpopulation markers in WT (top) and *Grhl3*<sup>-/-</sup> (bottom) IFE cells. Gene lists in Supplementary Table 1. **E)** Bar charts showing the percentage of each subpopulation in each biological replicate for developmental time points E14.5 and E16.5. The cellular composition is similar in WT and *Grhl3*<sup>-/-</sup> E14.5 and E16.5 IFE.

Supplementary Figure 6

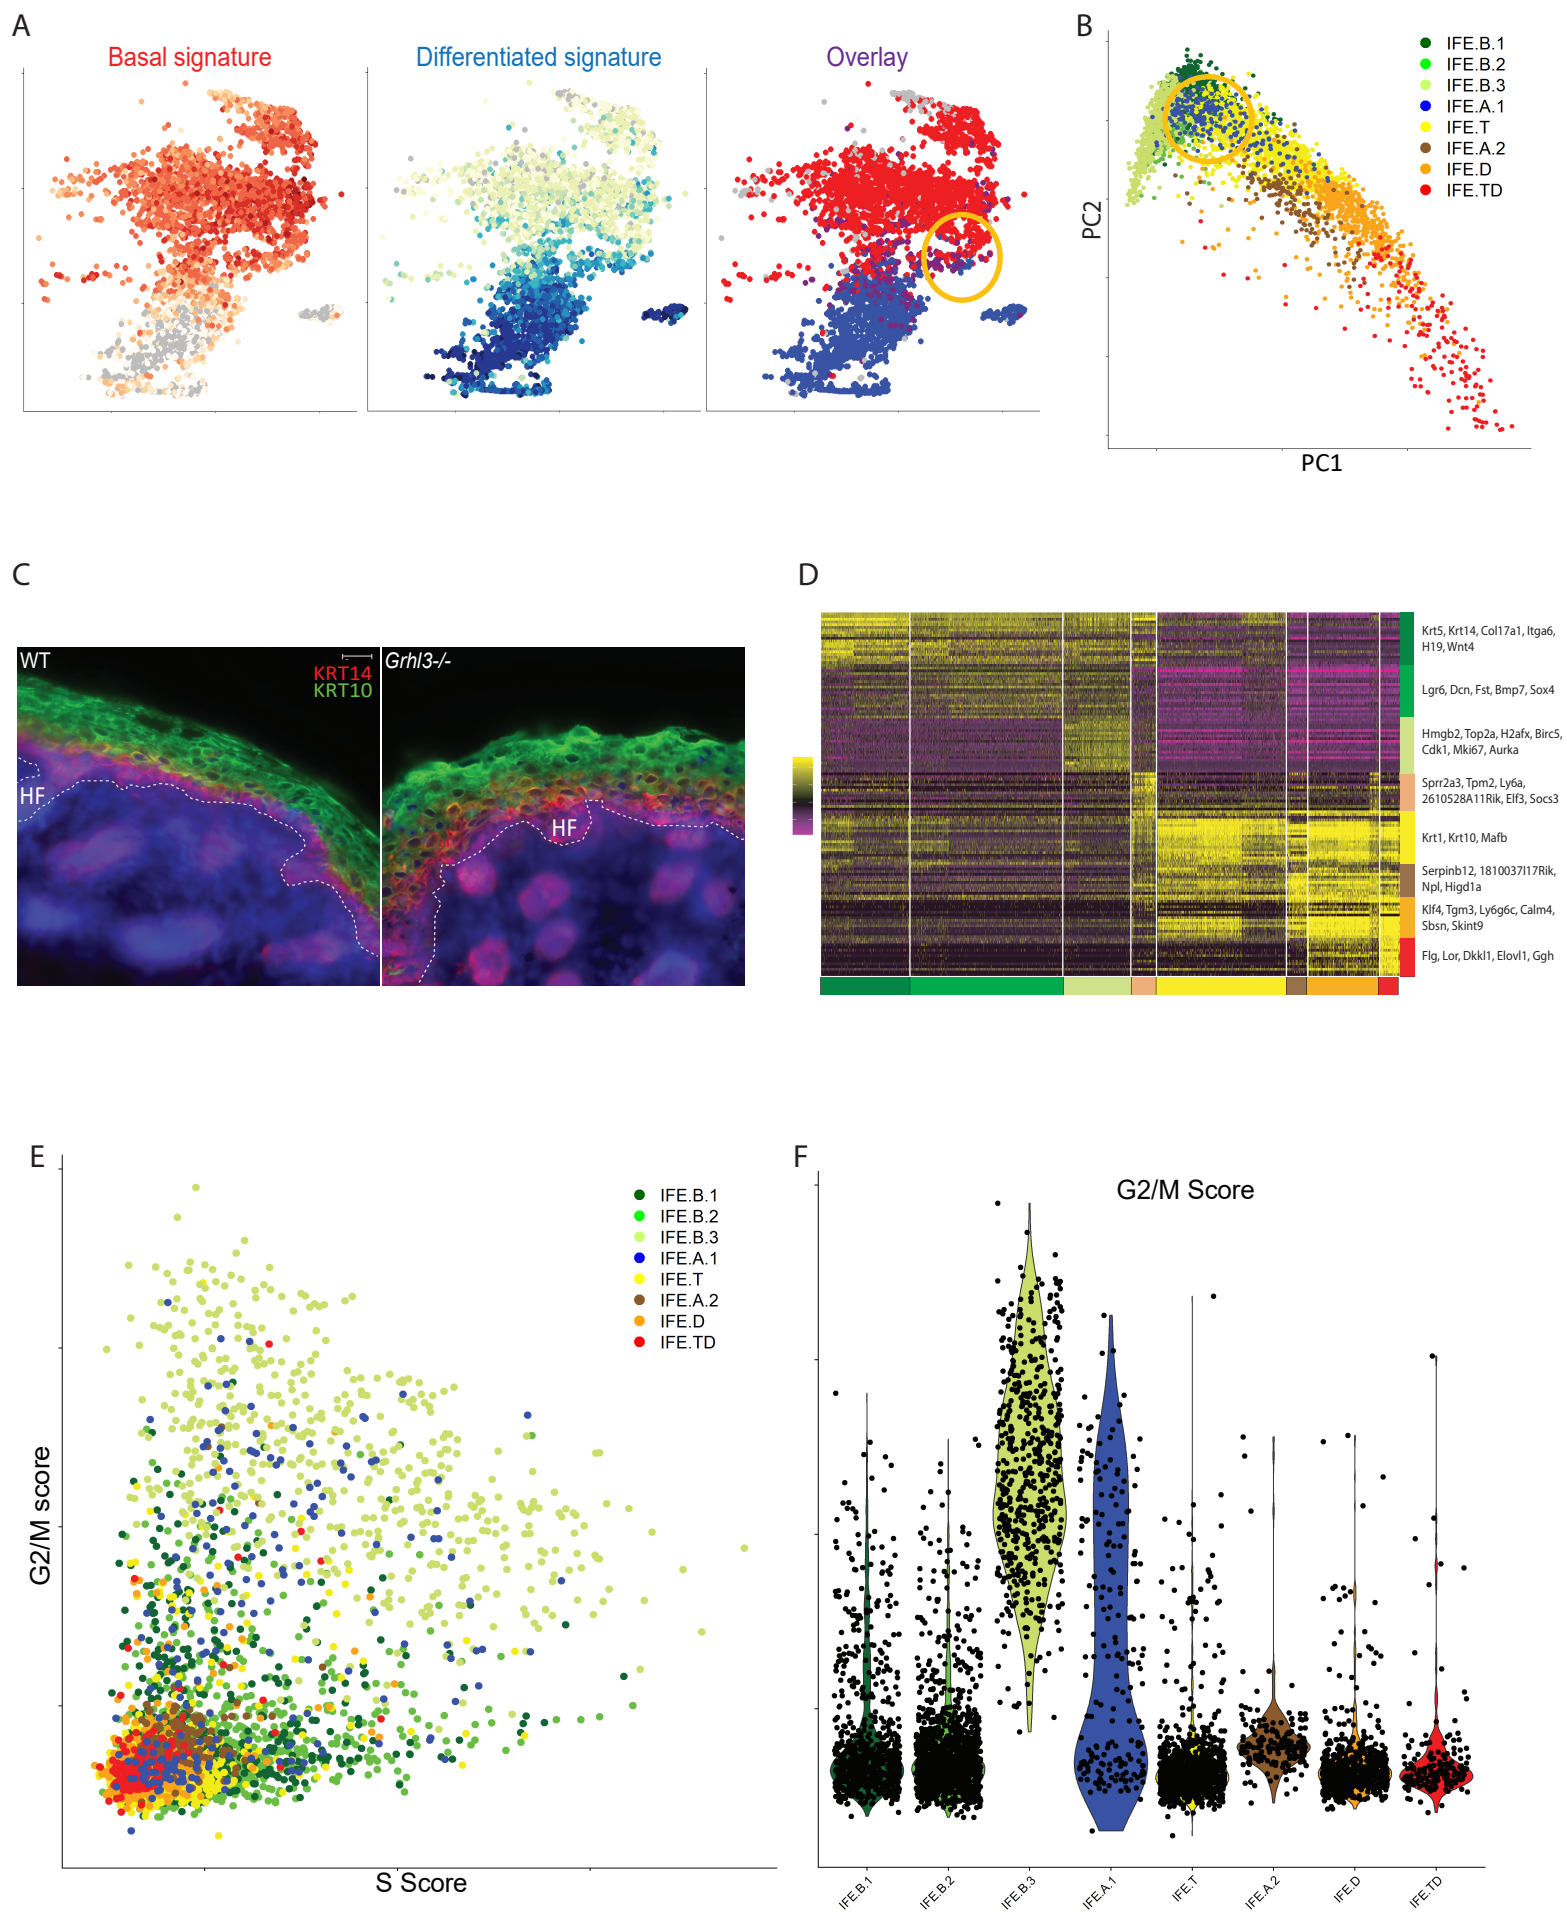

**Supplementary Fig. 6. The aberrant IFE.A cell state resembles a transition population and is proliferative. Related to Figure 4.**

**A)** A basal signature score (left) as reflected by the expression levels of *Krt14*, *Krt5*, *Col17a1*, *Itga6*, and *Wnt10a*; a suprabasal signature score (middle) as reflected by the expression levels of *Krt10*, *Krt1*, *Krt14*, *Klf4*, and *Mafb*; and an overlay of basal and suprabasal signature scores (right) projected onto tSNE plot of P0 IFE (WT and *Grhl3*<sup>-/-</sup>). Orange circle highlights the IFE.A1 population where both basal and suprabasal signature scores are high as indicated in purple. **B)** PCA plot of P0 IFE populations. Orange circle highlight the position of the IFE.A1 population, which is in between the basal and the transition population. **C)** Immunofluorescence of WT and *Grhl3*<sup>-/-</sup> P0 mouse epidermis against KRT14 and KRT10. A thicker epidermis and the presence of more orange KRT14/KRT10 double positive cells is observed. Representative image for N = 5 each. Scale bar = 10  $\mu$ m. **D)** Heatmap showing the expression of markers for each IFE cluster in WT and *Grhl3*<sup>-/-</sup> IFE cells. *Spr2a3*, *Tpm2*, *Ly6a* etc. are specifically expressed in IFE.A population. Gene lists in Supplementary Table 1. **E)** P0 IFE cells are scored based on the expression of distinct cell cycle genes. G2/M score vs S Score for all P0 IFE cells is shown. A subset of the IFE.A1 population shows high G2/M score, indicative of higher proliferation. **F)** Violin plot of G2/M scores for P0 IFE populations. A subset of IFE.A population shows high G2/M score.

Supplementary Figure 7

A

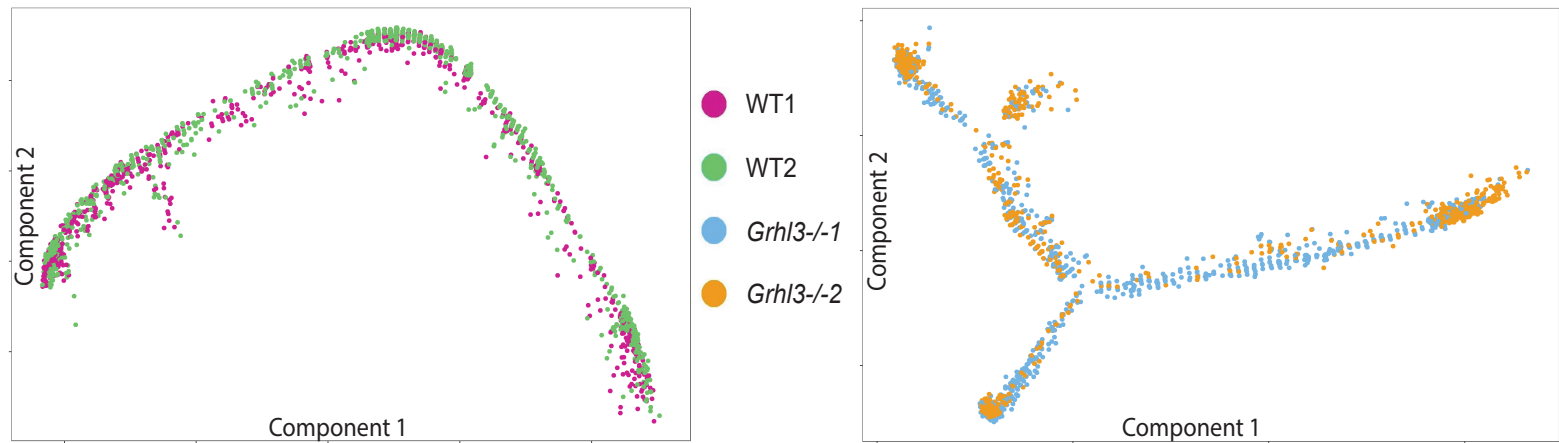

B

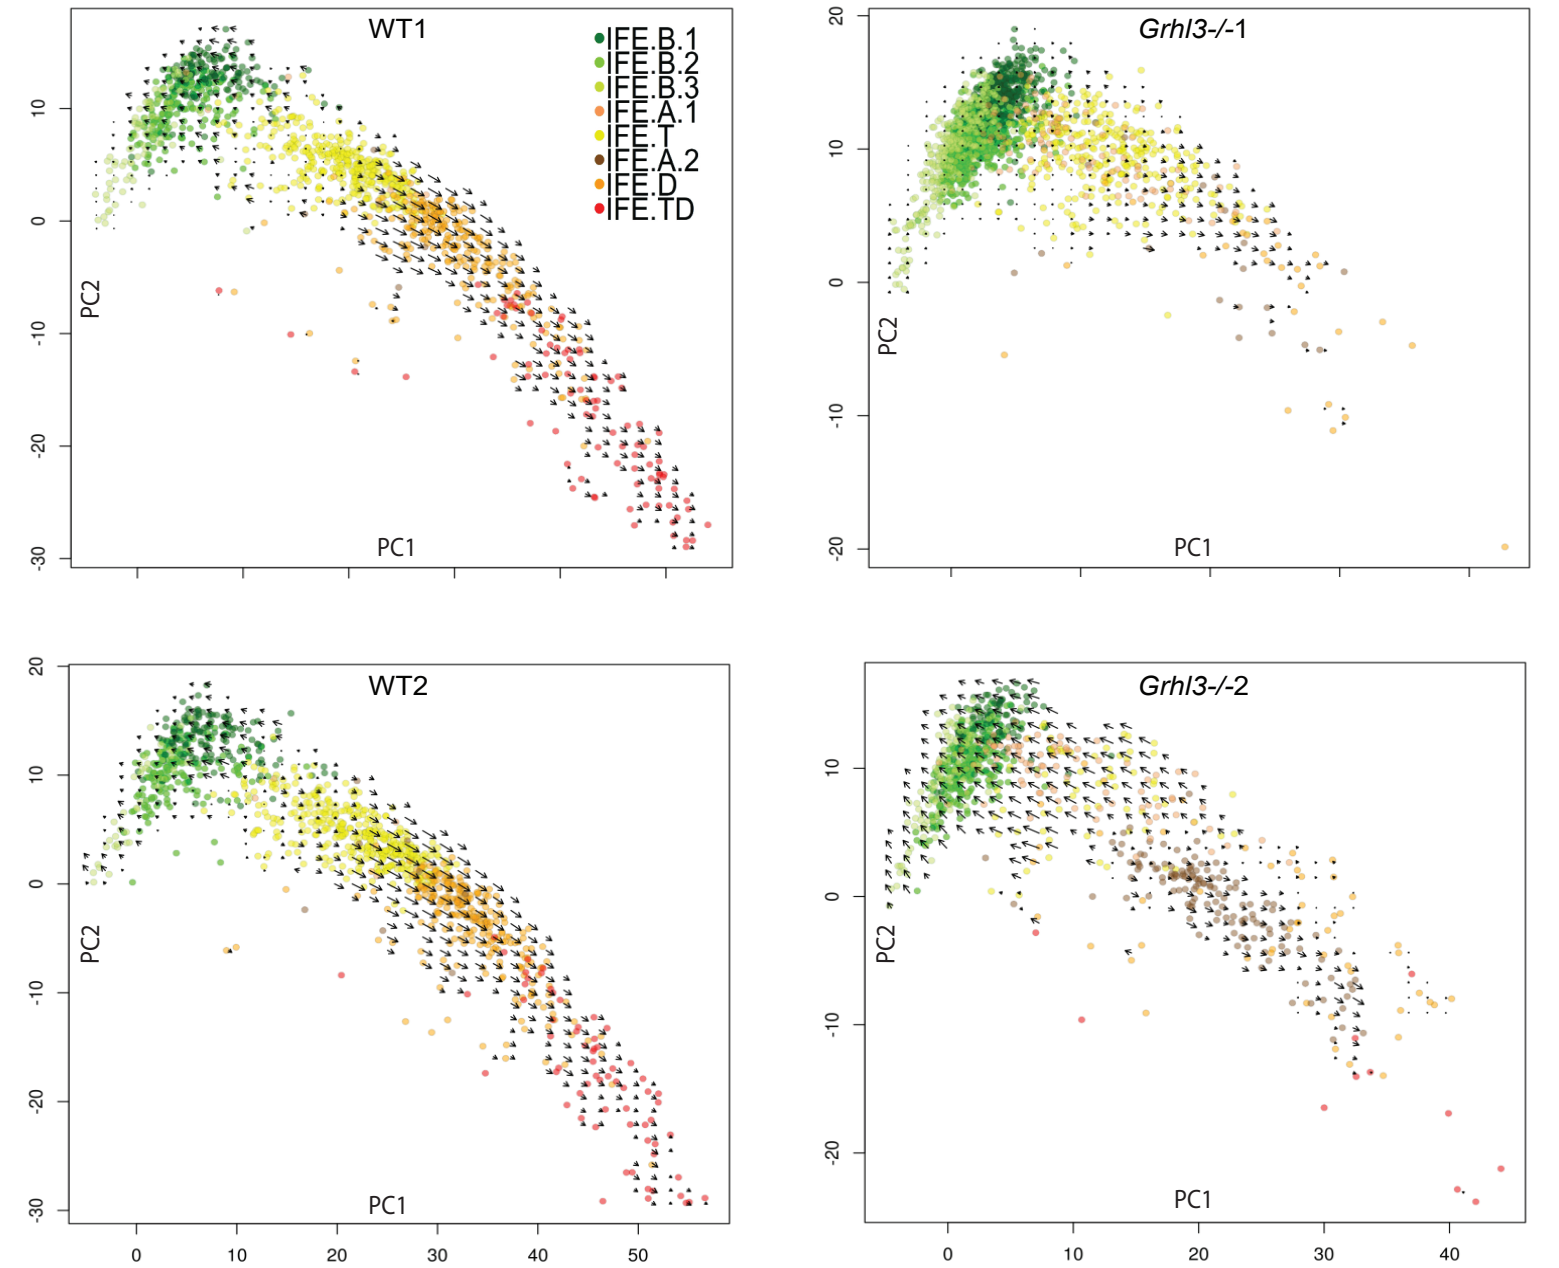

**Supplementary Fig. 7. A commitment point separates undifferentiated cells from gradualistically differentiating IFE cells. Related to Figure 5.**

**A)** Genotypes of WT1, WT2, *Grhl3*<sup>-/-1</sup>, *Grhl3*<sup>-/-2</sup> are projected onto P0 IFE pseudotime trajectories shown in Fig. 5A. **B)** RNA-velocity analysis of WT1, WT2, *Grhl3*<sup>-/-1</sup>, *Grhl3*<sup>-/-2</sup> using PCA embedding. Note the PCA happens to delineate the differentiation trajectory from basal to transition to differentiated IFE cells. The continuous progression to differentiation shown in WT cells is abolished in the *Grhl3*<sup>-/-</sup> cells and a propensity of a movement toward basal fate is observed.

Supplementary Figure 8

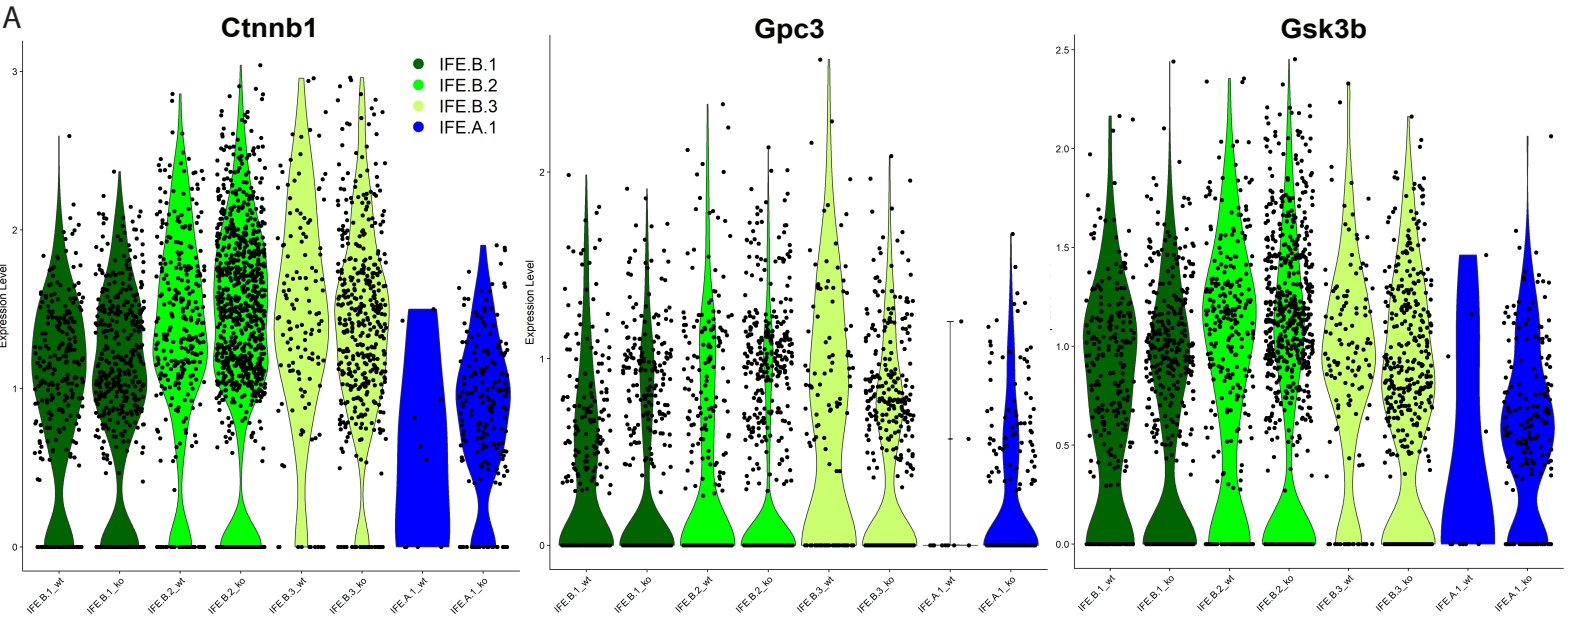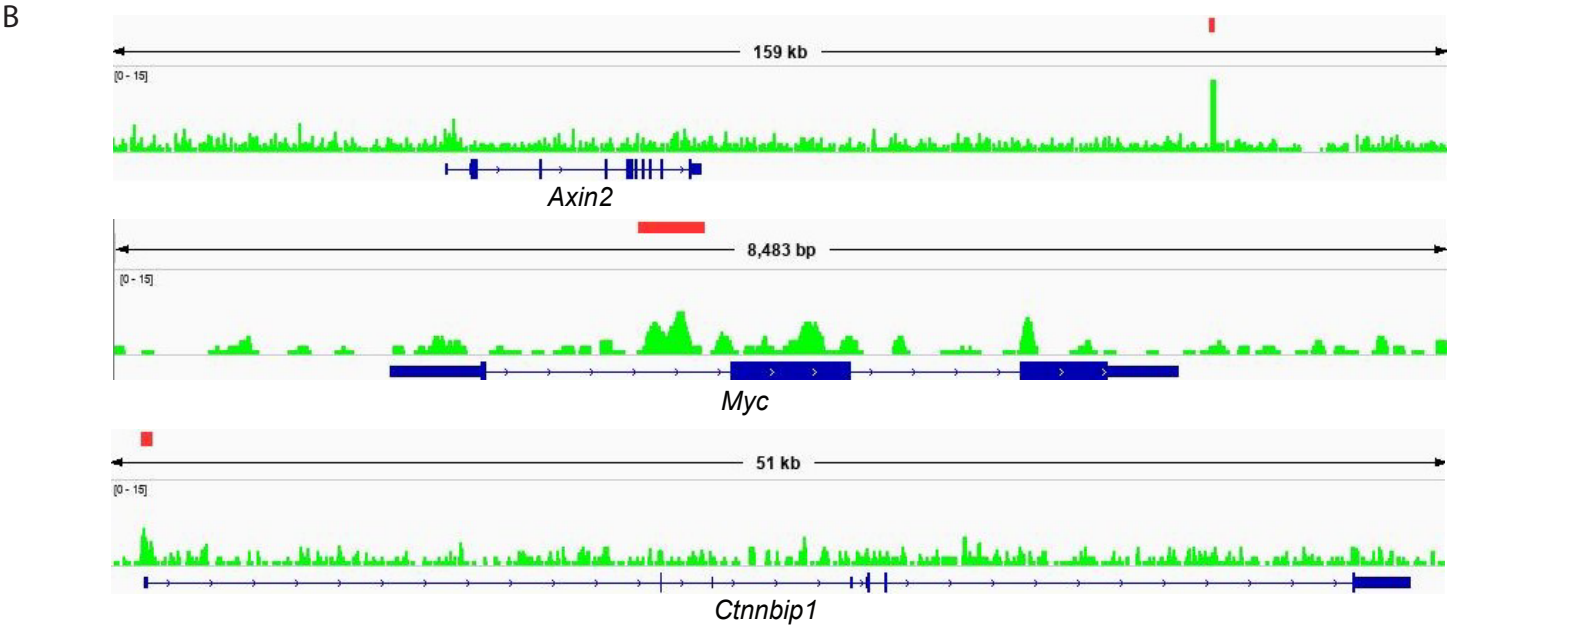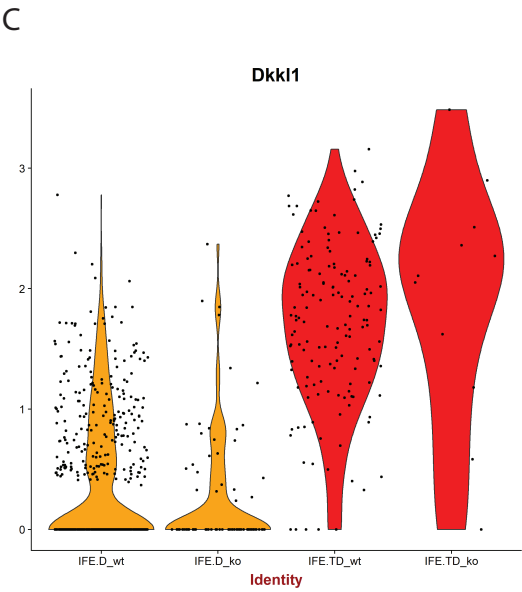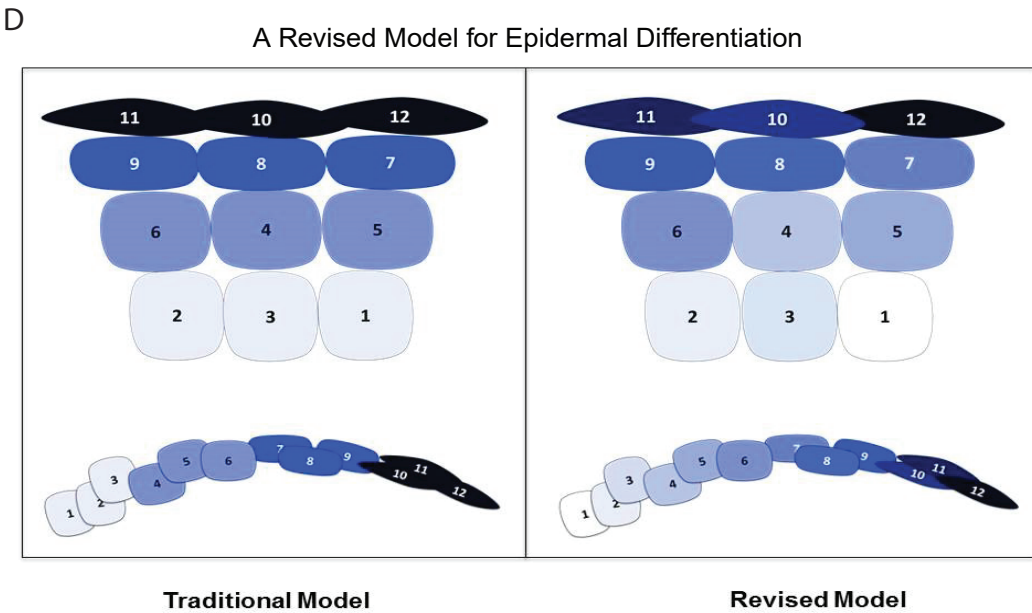

**Supplementary Fig. 8. GRHL3 regulates Wnt signaling components. Related to Figures 6 and 7.**

**A)** Violin plots showing the expression of Wnt pathway components *Ctnnb1*, *Gpc3*, and *Gsk3b* in WT and *Grhl3*<sup>-/-</sup> basal and IFE.A1 populations. **B)** GRHL3 ChIP-seq signal on the indicated Wnt signaling genes in the E16.5 epidermis. The red bars represent significant peaks. **C)** Violin plots showing the expression of *Dkk1* in WT and *Grhl3*<sup>-/-</sup> IFE.D and IFE.TD populations. **D)** Cartoon depicting a model for a gradualistic IFE differentiation process as opposed to the traditional model where differentiation occurs in punctuated stages.

# Supplementary material for: Murine interfollicular epidermal differentiation is gradualistic with GRHL3 controlling progression from stem to transition cell states
**Source:** Nat Commun. 2020 Oct 28;11:5434. doi: 10.1038/s41467-020-19234-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Title:** Supplementary Software

**Description:** The code performs integration analysis of IFE cells across all three time points (E14.5, E16.5 and P0), including joint clustering using Seurat and pseudotemporal trajectory analysis using scEpath, and generates results for Figure 3.

**Title:** Supplementary Data 1

**Description:** Gene lists related to each figure and cell quality control matrices for single cell RNA-seq experiments.

# Supplementary material for: Murine interfollicular epidermal differentiation is gradualistic with GRHL3 controlling progression from stem to transition cell states
**Source:** Nat Commun. 2020 Oct 28;11:5434. doi: 10.1038/s41467-020-19234-6
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Illumina HiSeq 4000

Data analysis Cellranger v2.0.1, Seurat v1.3, Seurat v2.3.4, Seurat v3.0.1, SC3 v3.11, Monocle v2.10.1, PHATE v0.3.0, scEpath v1.0.0, RNA-Velocity v0.6

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data is available on GEO, GSE154579

## Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed, 2 littermate biological samples for each time point and each condition were chosen for scRNA-seq experiments to ensure reproducibility. This sample size was sufficient because in scRNA-seq many individual cells are sampled for each biological sample. |
| Data exclusions | No data were excluded from the study.                                                                                                                                                                                                                                                                |
| Replication     | 2 littermate biological replicates for each time point and each condition for all scRNA-seq experiments; all attempts at replication were successful                                                                                                                                                 |
| Randomization   | N/A because samples were grouped based on their genotypes, covariates were controlled because they were littermate biological samples.                                                                                                                                                               |
| Blinding        | N/A because samples were grouped based on their genotypes                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Krt14 Abcam Ab7800, Krt10 Covance PRB-159P, Alexa Fluor 488 Abcam Ab150077, Alexa Fluor 594 Abcam Ab150116                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | <a href="https://www.abcam.com/cytokeratin-14-antibody-il002-ab7800.pdf">https://www.abcam.com/cytokeratin-14-antibody-il002-ab7800.pdf</a><br><a href="https://www.biolegend.com/en-us/products/keratin-10-polyclonal-antibody-purified-10952">https://www.biolegend.com/en-us/products/keratin-10-polyclonal-antibody-purified-10952</a><br><a href="https://www.abcam.com/goat-rabbit-igg-hl-alex-a-fluor-488-ab150077.html">https://www.abcam.com/goat-rabbit-igg-hl-alex-a-fluor-488-ab150077.html</a><br><a href="https://www.abcam.com/goat-mouse-igg-hl-alex-a-fluor-594-ab150116.html">https://www.abcam.com/goat-mouse-igg-hl-alex-a-fluor-594-ab150116.html</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mus musculus, C57BL/6, Wild type and Grhl3 -/- littermates at age E14.5, E16.5 and P0, 1 male and 1 female for each genotype and each time point were used. Mice used were described in Yu, Z. et al. The Grainyhead-like epithelial transactivator Get-1/Grhl3 regulates epidermal terminal differentiation and interacts functionally with LMO4. Dev. Biol. 299, 122–136 (2006) |
| Wild animals            | No wild animals were used                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | No field collected samples were used                                                                                                                                                                                                                                                                                                                                              |
| Ethics oversight        | All animal experiments were performed in accordance with Institutional Animal Care and Use Committee at University of California, Irvine (Protocol No. AUP-19-012)                                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

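The data are 13 single-cell libraries of mouse skin. The first is epidermis of a WT mouse at P0, and the others are 2 WT and 2 Grhl3−/− libraries at each of E14.5, E16.5 and P0, from whole back skin before birth and from epidermis at P0. The authors aligned the reads to mm10 and counted UMIs per gene and barcode with Cell Ranger. The matrices hold raw UMI counts for called cells, on 27998 gene identifiers with 27933 symbols, without normalization and before the filters of the methods. Gene coordinates are from GENCODE release M21 on GRCm38, matched by Ensembl identifier, and were used only to give the place of named genes. Supplementary Data 1 provided the gene lists of Figs. 1f, 2a, 3g, 3h and 3i. Names not found as written were read without a last digit where this gave a gene. As written, 165 of 372 names of the Fig. 3g list for E16.5 were found. For the Fig. 3h list for P0 it was 194 of 221. Its sheet of reads and cells per experiment, and its marker tables as a source of cell labels, were not used here. The microscopy, chromatin and inhibitor experiments and RNA velocity were not analysed here.

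Cells were kept by the limits of the methods, 600 to 4800 detected genes before birth, 900 to 7700 at P0 and at most 10% mitochondrial UMIs, with genes seen in at least 6 cells for clustering. Cells of each age were integrated across libraries by canonical correlation in Seurat 5.3.0 (R 4.3.3) with 3000 variable genes and 30 principal components, and clustered by the Louvain method with 20 neighbours at resolution 1.0. Clusters were named from lists of marker genes. The score limits of 0.8 for IFE-like clusters and 0.5 for other types were set after the scores had been seen. IFE-like cells were clustered again at resolution 0.8. A first pass at each age gave the genes that differ by genotype, which the final clustering leaves out. At P0 the final clustering has no separate transition-like cluster, so gene tests on transition-like cells at P0 and pseudotime at P0 use the classes of the first pass. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0 and igraph 0.11.9.

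The library is the unit of every test. Cells per class, and UMIs summed per library and class, were compared with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), for genes with its expression filter and TMM normalization. With 2 libraries against 2 an exact permutation test cannot give a two-sided p under 0.333, so no such p is given. Gene lists were tested with camera and fry of limma 3.58.1. DESeq2 1.42.0 served as another tool. The first library has no replicate and was not tested. Its shares have exact binomial intervals for counting error alone. Shares of cells with a transcript and cell cycle phases were read after thinning each cell to 3000 UMIs, which leaves out shallower cells. Pseudotime was computed per library on 1000 variable genes and 20 principal components, read in 10 bins between percentiles 1 and 99 of the order, for genes with at least 50 UMIs and bins with at least 10 cells. Basal-like cells were split in 2 by k-means on 10 principal components.

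The choices of tests, named genes, gene lists and alternatives were made before the data were examined, except where the text says otherwise. Named genes are taken from those the paper names for a claim on these libraries, and for each comparison the 5 with the largest change in each direction among genes past the threshold with a mean log2 CPM of at least 5 and no overlap between the groups. The other Grainyhead-like genes and sex genes were read as checks. The gene lists are cell cycle, ribosomal proteins, translation factors, lipid synthesis, adhesion, barrier, interferon, dissociation stress, stress keratins and small proline-rich genes, Wnt targets, Hedgehog targets, and RNA of blood, dermis, muscle and macrophages. Lists of glucocorticoid and hypoxia response genes were written after results had been seen.

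For class shares the alternatives were the first pass clustering, no integration, resolutions 0.4 and 1.2, a mitochondrial limit of 5%, removal of doublets by Scrublet score, a fit on the 4 libraries of an age, a replicate block and leaving out each library. For WT ages they included classes from the clustering of each age. For genes they included DESeq2, RLE normalization, no filter on low counts, libraries reduced to the same number of UMIs, and for ages the removal of blood, fibroblast, muscle and macrophage genes. For the first library the upper gene limit was also lifted. Pseudotime was also read by rank on the first component and in bins of equal cell number, the basal split without cell cycle genes, by Louvain clustering, without cells in S or G2M phase and with kept-out clusters added (the last 2 chosen after results had been seen), phases by 3 or more proliferation markers, and shares of positive cells at 2 UMIs, with and without thinning. The Louvain alternative of the basal split had at first been run with the related Leiden method by mistake, and was redone with Louvain after the Leiden values had been seen. Scrublet's own threshold marked at most 2.47% of cells, so the share of doublets expected from the cell number, 4.05% to 7.33%, was removed by score.

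The steps were tested on simulated data. Of 200 genes changed by a log2 fold change of 1, edgeR recovered 80.5%, 81.5% and 94% in basal-like cells at E14.5, E16.5 and P0, and 46.5%, 67% and 47.5% in transition-like cells. In differentiated-like cells at P0 it was 38%, for the age interaction 56% in basal-like and 15.5% in transition-like cells, and for ages in WT 96.5%, 95% and 61%. Between 1.75% and 9.2% of calls were false. A class halved in size was found in 82% of 50 draws. These draws set a smaller spread between libraries than terminally differentiated-like cells showed between the Grhl3−/− replicates at P0. For such classes the 82% is too high. Simulated orders were recovered with a Spearman correlation of 0.986, and a simulated basal split with an adjusted Rand index of 1.0. The simulated basal cells had no cell cycle, so the index does not show how the split fares beside it.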

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

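The tests of depth, single libraries, shared differences, free RNA, preparation and glucocorticoid response below were chosen after the results had been seen, while the tests of a younger state and of handling at E16.5 were written down before.

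The genotype effect differed between ages. In basal-like cells 1884 genes had a genotype effect at P0 other than at E16.5 by edgeR's interaction test, and 708 in transition-like cells. For class shares the basal-like interaction against E14.5 was 0.7655 on the log2 scale, and for transition-like and differentiated-like cells together it was −1.442 against E14.5 and −1.381 against E16.5. In basal-like cells the median interaction of the cell cycle list was 0.6393, of the dissociation stress list 0.8985, of the adhesion list −0.7317 and of the IFE.B2 list of Fig. 2a 0.7002. Among named genes Lef1 had interactions of 0.99 in basal-like and 2.36 in transition-like cells, and Grhl1 (ENSMUSG00000020656, chromosome 12 of GRCm38 from 24572283 to 24617391) of −3.01 in basal-like cells. Grhl1 was also lower at P0 in the other cell types.

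Some technical explanations can be weighed. When the libraries of each age were reduced to the same number of UMIs, 3859 genes were still called in basal-like cells at P0, which argues against depth. With each library left out in turn at least 3361 were called, which argues against a single library out of place. Of 1539 lowered genes that could be read, 140 (9.1%) had a level in other cell types under 0.25 of that in WT basal-like cells, which argues against free RNA for these genes alone. The median ratio was 0.746 and 313 genes (20.3%) had a ratio of at least 1, so for the other genes free RNA stays open. The P0 libraries split by replicate number gave 33 genes with an unadjusted p under 0.05 and none called, but a preparation batch that follows genotype would leave the same trace and cannot be told apart here, as no batch is given. Suprabasal genes in basal-like cells are a separate case. Krt10 was lower in Grhl3−/− cell types that are not keratinocytes by a log2 ratio of −1.474, so less free RNA from differentiated cells may account for part of their decrease. For Krt10 it would not be enough for all of it, since Krt10 fell from 1800 to 566.3 CPM in basal-like cells. In those types Krt10 fell from 692.3 to 249.3 CPM. Krt1 went the same way, from 2205 to 448.4 CPM in basal-like cells and from 533.3 to 209.9 CPM in those types. For Flg and Lor less free RNA could be enough. Flg fell from 33.85 to 1.585 CPM in basal-like cells and from 36.01 to 1.707 CPM in those types. For Lor the values were 15.04 to 7.066 CPM and 17.16 to 1.901 CPM.

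The paper analyses genotype in the IFE alone, but at P0 the 4 libraries also gave called genes in other cell types: 742 in Langerhans or macrophage-like cells, 114 in T cell-like cells, 2903 in hair follicle-like cells, 1406 in melanocyte-like cells, 2698 in upper hair follicle-like cells and 3783 in unnamed cells. The upper hair follicle-like cells include a cluster of 387 cells with 6 IFE or proliferation markers among its 10 leading genes, and unnamed cells include clusters with IFE scores of 0.635 and 0.868, so these 2 groups are not clearly outside the IFE. Across genes the melanocyte-like difference had a Pearson correlation of 0.697 with that of basal-like cells, above the 0.392 and 0.443 of the other splits of the libraries. A difference shared by the cell types of a library may thus form part of the basal-like result. This may be technical, such as preparation, or biological. The dissociation stress list was higher in Grhl3−/− in each of these types, with medians of 0.978 in Langerhans or macrophage-like, 0.833 in melanocyte-like, 0.74 in unnamed, 0.661 in T cell-like, 0.612 in hair follicle-like and 0.336 in upper hair follicle-like cells, all called by camera and none by fry, against 0.0966 in basal-like cells, called by neither. A difference in handling between the genotypes at P0 thus stays open. In these fits on the 4 P0 libraries fry called no list in basal-like cells, while camera called adhesion, barrier and cell cycle genes there.

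A younger state of the Grhl3−/− skin is 1 candidate explanation. The genotype difference at P0 was set against the difference of E16.5 from P0 in WT, with no WT library on both sides. The correlation across genes was 0.717 and 0.747 in basal-like cells and 0.507 and 0.534 in hair follicle-like cells. It was only 0.353 and 0.347 in Langerhans or macrophage-like cells, and 0.28 and 0.329 in unnamed cells. The embryonic samples were whole skin, so this axis also carries the change of tissue. Another candidate explanation is a weaker glucocorticoid response. The list, written after Tsc22d3 had been seen among the most lowered genes, had a median of −0.733 in melanocyte-like cells (2 higher and 9 lower). In basal-like cells it was −0.938 (0 higher and 12 lower) at P0 and 0.107 at E16.5. At P0 it was weaker in T cell-like cells, at −0.305 (4 higher and 7 lower), where camera did not call it. It was −0.566 in Langerhans or macrophage-like (5 higher and 6 lower) and −0.683 in hair follicle-like cells (4 higher and 7 lower). In upper hair follicle-like and unnamed cells it was −0.772 (2 higher and 10 lower) and −0.884 (3 higher and 9 lower). The explanations overlap, and the tests do not choose between them.

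At E16.5 dissociation stress genes were lower in Grhl3−/− basal-like cells, which enters the interaction above. The list had a median of 0.195 in hair follicle-like cells and of −0.696 in Langerhans or macrophage-like cells of the same libraries. As other cell types go both ways, handling of the suspensions cannot be told apart from a response of the cells.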

How the results depend on the processing

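4 alternatives were chosen after the data had been seen: the crossed pairing, the joint clustering without the genes called between ages, and the basal split without cells in S or G2M phase and with kept-out clusters added. All others were chosen before. A call is a result past the threshold of its test. Where a library is left out and its group keeps 1 sample, that sample is assumed to vary like the other groups. Unless a cause is given, the cause was not tested.

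Of 984 values of single genes under the alternatives other than leaving out a library, 927 kept their direction and side of the threshold, 47 lost a call, 5 gained one and 5 changed direction. With 1 library left out these numbers were 461, 82, 4 and 7 of 554. Gene lists kept direction and side in 59 of 59 and, with 1 library left out, in 164 of 166 values. For class shares 118 of 169 kept both, 21 gained a call, 8 lost it, 17 changed direction and 5 moved, and with 1 library left out 106 of 142 kept both. Numbers of called genes stayed within 1.5 times in 60 of 81 values, and in 35 of 58 with 1 library left out.

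The genotype differences in class shares are in percentage points, with the main value in brackets. Here aberrant-like stands for clusters named so or left unnamed. At E14.5 and E16.5 the main clustering held only unnamed clusters of this kind. At resolution 1.2 calls were gained for transition-like cells at E14.5 at −5.1 (−5.45) and at P0 for basal-like cells at 21.9 (22.04), terminally differentiated-like cells at −5.25 (−9.6) and aberrant-like cells at 10.1 (7.31). With doublets removed calls were gained for transition-like at −5.88 and aberrant-like cells at 6.6 (1.12) at E14.5, and for basal-like cells at P0 at 23.6. The fit on the 4 libraries of an age gave calls at E14.5 for transition-like at −5.45 and differentiated-like cells at 10.6, and lost that of transition-like and differentiated-like cells together at P0 at −19.75, with fewer samples behind the spread. In the first pass clustering aberrant-like cells at E14.5 at 6.57 and basal-like cells at P0 at 25.1 gained calls, while aberrant-like cells at P0 turned to −1.65. Under 5% mitochondrial UMIs calls were gained for aberrant-like cells at E14.5 at 5.61 and basal-like cells at P0 at 25.8. Without integration calls were gained for aberrant-like cells at E16.5 at 5.74 (1.2), and at P0 for basal-like at 28.9, terminally differentiated-like at −12.6 and aberrant-like cells at 13.6. The smallest differences changed direction at E16.5: transition-like cells (−0.376) to 2.09 at resolution 1.2, 2.89 at resolution 0.4, 4.01 with doublets removed, 2.68 in the first pass, 0.303 under 5% mitochondrial UMIs and 6.33 without integration, and differentiated-like cells (2.14) to −4.07 in the first pass and −6.5 without integration. Leaving out each library gave ranges at E16.5 of −6.49 to 1.24 for basal-like (−2.62) and −2.94 to 2.18 for transition-like cells, and at P0 of 13 to 31.1 for basal-like, −13.9 to −5.32 for terminally differentiated-like and 1.58 to 13.1 for aberrant-like cells.

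The WT ages are compared in the same way, and aberrant-like again stands for clusters named so or left unnamed. With classes from the clustering of each age the calls for basal-like cells from E14.5 to P0 at −1.98 (−12.6) and aberrant-like cells from E14.5 to E16.5 at 1.33 (4.04) were lost, aberrant-like cells from E14.5 to P0 gained one at 3.8 (1.39), and aberrant-like cells from E16.5 to P0 turned to 2.47 (−2.65). Under 5% mitochondrial UMIs calls were lost from E14.5 to P0 for basal-like at −9.55 and terminally differentiated-like cells at 0.646 (6.47), and from E16.5 to P0 transition-like cells turned to 9.23 (−2.05) and terminally differentiated-like cells to −0.503 (6.15). In the joint clustering without the genes called between ages transition-like cells turned to 8.69 from E14.5 to P0 (−8.32) and to 13.8 from E16.5 to P0, terminally differentiated-like cells lost the call from E16.5 to P0 at 2.54, and differentiated-like cells turned to 3.36 from E14.5 to E16.5 (−2.91). At resolution 0.4 differentiated-like cells gained calls at 9.85 from E14.5 (13) and 11.8 from E16.5 (16) to P0, and aberrant-like cells from E16.5 to P0 at −2.38, while aberrant-like cells from E14.5 to E16.5 lost theirs at 2.7, and from E14.5 to E16.5 basal-like cells turned to −0.206 (4.82) and terminally differentiated-like cells to −0.598 (0.327). With each library left out, the ranges from E14.5 to P0 were −14.3 to −10.8 for basal-like, −16.5 to −0.117 for transition-like, 4.68 to 21.4 for differentiated-like and 5.32 to 7.63 for terminally differentiated-like cells. From E16.5 to P0 they were −19.2 to −15.6 (−17.4), −10.3 to 6.15, 7.59 to 24.3 and 4.99 to 7.3, and −3.27 to −2.03 for aberrant-like cells. From E14.5 to E16.5 they were −8.29 to −4.25 for transition-like (−6.27), −0.12 to 0.775 for terminally differentiated-like and 3.42 to 4.66 for aberrant-like cells. In the first library basal-like cells (59.7%) came to 56.9% at resolution 1.2 with transition-like cells at 10.8% (18.3%) and differentiated-like cells at 31.3% (22%), which came to 18.6% at resolution 0.4 and 32.2% with doublets removed. At resolution 0.4 and with doublets removed no transition-like cluster formed there, so those gave no value, and lifting the upper gene limit changed nothing as no cell exceeds it.

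Numbers of called genes are given with the main number in brackets. DESeq2 gave 2 (1) in basal-like cells at E14.5, 82 (160), 65 (274) and 870 (1829) in transition-like cells at E14.5, E16.5 and P0, and 309 (708) for the interaction in transition-like cells. Without the filter on low counts there were 34 and 259 (66) in basal-like cells at E14.5 and E16.5, and 296 and 474 in transition-like cells. The fit on the 4 libraries of an age gave 3 and 189 in basal-like, 318, 130 and 1139 in transition-like and, at P0, 915 (2598) in differentiated-like cells, with fewer samples behind the spread. In the first pass clustering transition-like cells had 77 and 73, with libraries reduced to the same number of UMIs 100, 101 and 891, so depth limits the number of calls in that class, and with doublets removed 75 at E16.5. Leaving out each library gave 1 to 10 and 27 to 47 in basal-like, 31 to 123, 113 to 290 and 618 to 1572 in transition-like and 1493 to 2804 in differentiated-like cells at P0, 1117 to 2072 (1884) and 262 to 849 for the interactions in basal-like and transition-like cells, and 2337 to 3726 (4259) in differentiated-like cells of WT from E16.5 to P0. Fewer samples stand behind each of these by construction.

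Among lists, the lipid synthesis list in differentiated-like cells of WT from E16.5 to P0 (−0.25) ranged from −0.38 to −0.17 and the E16.5 list of Fig. 3i (0.29) from 0.15 to 0.31. Single genes that changed direction were Grhl3 in basal-like cells at E16.5 (0.03), with −0.15 in the first pass clustering, −0.10 under 5% mitochondrial UMIs, −0.23 with doublets removed, −0.21 with libraries reduced to the same number of UMIs and a range of −0.23 to 0.32 with each library left out. With each library left out the ranges were −1.37 to 0.71 for Grhl3, transition-like, P0 (−0.49), −0.0517 to 0.36 for Wnt4, transition-like, P0 (0.19), −0.0412 to 2.07 for Ly6a, transition-like, P0 (0.76), and the interaction of Wnt4 in basal-like cells (−0.19) went from −0.55 to 0.32.

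With the replicate number as a block the call for transition-like and differentiated-like cells together at P0 was lost at −19.75, as were those of Grhl3 in transition-like cells at E16.5 and in differentiated-like cells at P0, and the value of Grhl3, basal-like, E16.5 was −0.0018. The block changed no other call. Samples with the same number share only that number: the pairing correlations at E14.5, E16.5 and P0 were 0.0166, −0.0475 and −0.163 in basal-like, 0.0263, −0.0046 and −0.0936 in transition-like and 0.0764, 0.0341 and −0.074 in differentiated-like cells. With the numbers crossed at P0, the block gave 4285, 1691 and 2009 called genes.

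Peak bins along pseudotime stayed in 27 of 36 values. By rank on the first principal component module 3 of Fig. 1f moved to bin 9 (5) and module 4 to 10 (7) in the first library, module 4 to 9 (8) in WT P0 replicate 2, and module 5 to 10 (9) in WT P0 replicate 1. In bins of equal cell number the same moves occurred, and module 4 also moved to 9 in WT P0 replicate 1. In the basal split the IFE.B1 list was higher in B1-like cells of the first library in 59.2% (79.6%) of genes without cell cycle genes, 61.2% by Louvain and 49% without cells in S or G2M phase, and the IFE.B2 list in B2-like cells in 66% (86%) by Louvain and 70.0% without cells in S or G2M phase. In WT P0 libraries the IFE.B1 share was 71.7% (88.4%) by Louvain and 61.4% without cells in S or G2M phase, and the IFE.B2 share 89% (94%) and 88.4%. In Grhl3−/− P0 libraries the IFE.B1 share was 88.2% (84.9%) without cell cycle genes and 93% without cells in S or G2M phase, where the IFE.B2 share was 81.8% (75%). By Louvain the log2 ratios of B1-like over B2-like cells changed sign for Dcn at 0.34 (−0.36), Fst at 0.22 (−0.30) and Sox4 at 0.21 (−0.33) in the first library, and for H19 at −0.60 (1.31), Igf2 at −0.74 (1.57) and Wnt4 at −0.12 (1.03) in WT P0 libraries. Without cells in S or G2M phase they did for Fst at −0.48 (0.16) and Igf2 at 1.71 (−0.39) in Grhl3−/− P0 libraries. With kept-out clusters added the IFE.B1 and IFE.B2 shares were 100.0% and 96.0% in the first library, 94.8% and 91.0% in WT P0 and 70.4% and 63.0% in Grhl3−/− P0 libraries, where Fst at −0.0485 and Igf2 at 0.19 changed sign.

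Shares of positive cells follow depth. At 2 UMIs after thinning the genotype difference of Dkkl1 at P0 was −16 (−30.8) in terminally differentiated-like and −4.81 (−12.4) in differentiated-like and terminally differentiated-like cells, and Krt14 and Krt10 were found together in 80.2% (92.5%) of IFE-like, 79.7% (92.4%) of basal-like and 96.2% (98.4%) of transition-like cells of the first library. Without thinning these were −44.7, −23.2, 99.3%, 99.1% and 99.7%, and the genotype difference of cells with both in transition-like cells at P0 was 8.78 (22.4). For cells in S or G2M phase, counting 3 or more proliferation markers gave genotype differences of −14.3 (−17.6) in differentiated-like cells at E14.5 and 21.1 (13.7) in transition-like cells at E16.5, and no thinning gave 47 (43.6) in aberrant-like cells at P0.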

Differences from the paper's values

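Of the values that the paper states, these differ by more than 1.5 times and by more than the spread between replicates. The paper counts 446 IFE.B1 and 556 IFE.B2 cells in the first library, against 787 and 251 here. Both also differ with the cell cycle genes left out, at 707 and 331. By Louvain clustering neither differs, at 491 and 547, and with kept-out clusters added only the first does, at 846 and 540. The paper gives 7% terminally differentiated cells in WT at E14.5, 8% at E16.5 and 13% at P0, against 1.97%, 2.30% and 8.45% here. At resolution 0.4 the E14.5 and E16.5 values (8.74% and 8.14%) do not differ and the P0 value (19.7%) does. With cells under 5% mitochondrial UMIs all 3 differ (1.06%, 2.21% and 1.71%). With doublets removed E14.5 and E16.5 differ (2.57% and 2.77%) and P0 does not (9.23%), and with classes of each age E16.5 differs (2.71%) and P0 does not (14.9%). With each library left out the E14.5 and E16.5 values differ throughout, and the P0 value in all cases except without WT P0 replicate 1 (9.60%). The paper reports about 100 IFE.A1 cells in each Grhl3−/− replicate, against 166 in replicate 2 here. That also differs in the first pass clustering (188), without integration (168), at resolution 1.2 (177) and with doublets removed (167), and not at the other settings. Transition and differentiated cells of WT at P0 are about 58% in Fig. 4b, read by eye, against 33.2% here. The value also differs in the first pass (29.5%), at resolution 0.4 (36.9%) and with doublets removed (33.4%), and not at the other settings. Terminally differentiated cells of WT at P0 are about 7% in Fig. 4b, read by eye, against 14.9% here, and differ in the first pass (12.7%), without integration (13.4%), at resolution 0.4 (14.4%), with cells under 5% mitochondrial UMIs (15.3%) and with doublets removed (14.9%).

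Other statements differ in direction. The paper states that the aberrant populations are nearly exclusive to Grhl3−/−, whereas the aberrant-like class held 88 and 41 WT cells. Without integration, an alternative set before the data were examined, it held 0 of 1041 and 0 of 1049 WT cells. The paper states that Wnt4, Ctnnb1, Gpc3 and Gsk3b are higher in basal Grhl3−/− cells, whereas the log2 fold changes were −0.43, 0.14, −0.39 and −0.13, with Gpc3 past the threshold in the other direction and Ctnnb1 in the paper's direction without passing it. These values lack the kept-out clusters, and the differences with them added were not computed. The paper states that the transition share rises with age, whereas its mean was 23.6% at E14.5 and 15.3% at P0. That difference was not past the threshold, and the P0 libraries differed from each other more than the ages did. In a clustering without genes that differ between ages, chosen after the values had been seen, the mean transition-like share was 20.7% and 29.4%. The paper finds the basal subpopulations apart from the cell cycle, whereas the split here followed it, with 100.0% of B2-like and 34.4% of B1-like cells in S or G2M phase in the first library. That split was made without the Fig. 2a genes. The paper's methods regress out the number of UMIs and the mitochondrial share, which was not done here. The split also lacked a cluster of 348 cells led by Dcn and Fst. With kept-out clusters added, chosen after the values had been seen, the shares were 92.4% and 34.0%, and in the later WT libraries 70.4% and 53.9% against 48.4% and 46.3%. The Fig. 3h list of P0 had 46 of 207 genes higher at P0 and the Fig. 3i list of P0 had 94 of 267. For genes of each time point the methods describe Wilcoxon tests over cells, with each time point normalized separately for integration, whereas counts summed per library were compared here, and the code for Fig. 3 does not include the step that made these lists. Lipid synthesis genes had a median of −0.25 in differentiated-like cells at P0, where the paper finds lipid metabolism enriched. The paper describes 1 male and 1 female per genotype and time point, whereas all 4 P0 libraries showed the male pattern with Xist of at most 0.119 CPM, both WT E16.5 libraries the female pattern and both Grhl3−/− E14.5 libraries the male pattern.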

Other observations

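The tests of Krt14 and Krt10, of the Fig. 3h list and of cycling cells at E14.5 were chosen after the results had been seen, while those of blood RNA and of stress keratins at E16.5 were written down before.

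In the first library Krt14 and Krt10 were found together in most IFE-like cells, and also in 79.82% of melanocyte-like cells, so free RNA may account for the pairing at 1 UMI. At 2 or more UMIs the melanocyte-like share was 46.88%. The transition-like share was higher, but that class was named by these same keratins, so free RNA cannot be told apart from expression in these cells.

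The lists for blood, dermis and muscle were lower at P0 than at E14.5 and E16.5 in WT IFE-like cells, and higher at E16.5 than at E14.5. Blood genes had 8935 CPM in fibroblast-like cells of a WT E16.5 library, a level like that of the IFE-like cells, so RNA from other cells of the whole skin suspensions may explain the lower level at P0. The same explanation was tested for the Fig. 3h list of P0. With those genes left out, 22.22% of the list was higher at P0, but none of them was in the list, so RNA from other cells cannot be told apart from a change in the basal-like cells. With any 1 library left out it was at most 24.53%, which argues against a single library as the reason for its direction.

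At E16.5 stress keratins and small proline-rich genes were higher in Grhl3−/− transition-like cells, with a median of 2.41 (7 higher and 1 lower). Their level in fibroblast-like cells of the same libraries was at most 36.01 CPM, which argues against free RNA, though Langerhans or macrophage-like cells carried 724 and 3347 CPM. At E14.5 fewer differentiated-like Grhl3−/− cells were in S or G2M phase, at most 20.19% in thinned cells against 35.8% and 39.9% in WT, so depth is not the reason. No biological explanation was tested for either.

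The remaining lists gave no call by camera in basal-like cells at P0. Medians were 1.57 for stress keratins and small proline-rich genes (6 higher and 3 lower, mean 0.33), 0.12 for lipid synthesis (mean −0.08), −0.40 for interferon, 0.06 for dissociation stress, 0.28 for Hedgehog targets, −0.02 for ribosomal proteins, 0.05 for translation factors, 1.49 for blood, 0.46 for dermal, −0.32 for muscle and 0.21 for macrophage RNA. Adhesion (−0.53), barrier (−2.32, or −1.88 with absent genes at their bound), cell cycle (0.57), IFE.B1 (−0.22) and IFE.B2 (0.79) lists were called by camera and by fry. In the fit on the 4 P0 libraries alone the adhesion, barrier and cell cycle lists were called by camera but not by fry (adjusted p = 0.0819 each). In differentiated-like cells lipid synthesis (−1.09), adhesion (−0.85), barrier (−4.74, or −3.40 at the bound) and IFE.B2 (0.98) were called by both, and stress keratins and small proline-rich genes (1.48, 10 higher and 1 lower) by camera alone. Hedgehog targets were higher in transition-like cells at P0 (1.32, 5 higher and 0 lower, called by both). Hypoxia response genes, a list written after results had been seen, had medians of 0.247 in basal-like and 0.762 in hair follicle-like cells. Of the other Grainyhead-like genes Grhl1 had a log2 fold change of −2.27 in basal-like cells and Grhl2 of −0.23.

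The Grhl3−/− libraries at P0 differed from each other. Replicate 1 had 77.2% basal-like and replicate 2 59.1%, and terminally differentiated-like cells were 0.966% and 9.53%. Cell cycle genes peaked in bin 8 of pseudotime in replicate 1 and bin 2 in replicate 2, but the order of replicate 1 was not stable. Dkkl1 was found in 13.7% and 9.09% of differentiated-like WT cells at E14.5 and in 0.481% and 1.67% of those of Grhl3−/−, all thinned to 3000 UMIs. Langerhans or macrophage-like cells of the same libraries, read as background for Dkkl1, gave 0.461% and 0.526% in WT and 1.47% and 1.76% in Grhl3−/−, so the Grhl3−/− shares are at the background.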
